# Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury

**DOI:** 10.1371/journal.pone.0023111

**Published:** 2011-08-11

**Authors:** Daniel R. Rojo, Donald S. Prough, Michael T. Falduto, Deborah R. Boone, Maria-Adelaide Micci, Kristen M. Kahrig, Jeanna M. Crookshanks, Arnaldo Jimenez, Tatsuo Uchida, Jeremy C. Cowart, Bridget E. Hawkins, Marcela Avila, Douglas S. DeWitt, Helen L. Hellmich

## Abstract

Experimental evidence suggests that random, spontaneous (stochastic) fluctuations in gene expression have important biological consequences, including determination of cell fate and phenotypic variation within isogenic populations. We propose that fluctuations in gene expression represent a valuable tool to explore therapeutic strategies for patients who have suffered traumatic brain injury (TBI), for which there is no effective drug therapy. We have studied the effects of TBI on the hippocampus because TBI survivors commonly suffer cognitive problems that are associated with hippocampal damage. In our previous studies we separated dying and surviving hippocampal neurons by laser capture microdissection and observed unexplainable variations in post-TBI gene expression, even though dying and surviving neurons were adjacent and morphologically identical. We hypothesized that, in hippocampal neurons that subsequently are subjected to TBI, randomly increased pre-TBI expression of genes that are associated with neuroprotection predisposes neurons to survival; conversely, randomly decreased expression of these genes predisposes neurons to death. Thus, to identify genes that are associated with endogenous neuroprotection, we performed a comparative, high-resolution transcriptome analysis of dying and surviving hippocampal neurons in rats subjected to TBI. We found that surviving hippocampal neurons express a distinct molecular signature — increased expression of networks of genes that are associated with regeneration, cellular reprogramming, development, and synaptic plasticity. In dying neurons we found decreased expression of genes in those networks. Based on these data, we propose a hypothetical model in which hippocampal neuronal survival is determined by a rheostat that adds injury-induced genomic signals to expression of pro-survival genes, which pre-TBI varies randomly and spontaneously from neuron to neuron. We suggest that pharmacotherapeutic strategies that co-activate multiple survival signals and enhance self-repair mechanisms have the potential to shift the cell survival rheostat to favor survival and therefore improve functional outcome after TBI.

## Introduction

After traumatic brain injury (TBI), long-term cognitive disability is associated with injury-induced neurodegeneration in the hippocampus, a region in the medial temporal lobe that is critical to learning, memory and executive function [1], [2]. One year after mild, moderate or severe TBI, 43%, 49%, and 76%, respectively, of surviving patients who had suffered TBI had residual cognitive disability [3]. Substantial increases in numbers of brain-injured soldiers returning from the Iraq and Afghanistan wars have further heightened awareness of long-term cognitive disability associated with TBI [4], [5]. Presently, there are no pharmacotherapeutic options that improve outcome in TBI patients. Unfortunately, treatments that successfully mitigated neurodegenerative signals and reduced neuronal loss in animal models of brain injury have failed to improve outcome in clinical trials [6]. Moreover, because programmed and necrotic cell death processes are essential components of normal development and basic function of all tissues, therapeutic strategies based on inhibition of these signals may have unforeseen consequences.

Based on our observation that hippocampal neurons that survive after TBI express significantly higher levels of neuroprotective genes than adjacent dying neurons [7], we speculated that a more effective therapeutic strategy would be to promote endogenous self-repair and regenerative processes in the injured brain. But how to efficiently identify the survival signals used by the brain to repair itself? The answer to this question came out of our studies using a fluid-percussion TBI model. This model is appropriate for examining endogenous protective signals in the hippocampus because in this region neuronal death after TBI is unpredictable, i.e., morphologically similar pyramidal neurons die or survive in an apparently random pattern after suffering presumably similar insults [8]. Furthermore, we found that the death or survival of hippocampal neurons correlated with differential expression of protective genes [7].

We speculated that differential neuronal vulnerability in morphologically identical neurons could result from stochasticity in gene and protein expression – unexplained fluctuations in transcription and translation of genes in individual neurons. Depending on the cellular context, stochastic fluctuations in gene expression can be beneficial or harmful and are postulated to be the underlying mechanism of phenotypic variation in genetically identical organisms [9], [10]. In cell culture, stochasticity of gene expression in clonal populations of progenitor cells can determine the choice of cell lineage [11]. *In vitro* reprogramming to induce pluripotent cells is a stochastic process that can be enhanced to increase the chances of reprogramming [12]. Moreover, stochastic mechanisms may play a fundamental role in survival strategies of various organisms [13], [14].

Therefore, we reasoned that we could identify endogenous survival signals by studying the transcriptome of neurons that are able to mount a protective response sufficient to survive an injury that leads to the death of adjacent neurons. We identified dying neurons by Fluoro-Jade staining. Although Fluoro-Jade does not distinguish between apoptotic and necrotic cell death, all types of degenerating neurons can be detected by this stain [15], [16]. Because it is impossible to study the temporal sequence of injury-induced gene expression in the same animal, we reasoned that directly comparing the transcriptome of Fluoro-Jade-negative, surviving neurons to the transcriptome of Fluoro-Jade-positive, dying neurons 24 hours post-injury would provide a snapshot of cellular signals that are activated in neurons that survive TBI.

In this study we tested the hypothesis that random fluctuation in expression of protective genes, essential for survival, would determine the fate of individual neurons when exposed to TBI. Thus, we predicted that high levels of genes involved in the brain's intrinsic survival and repair functions, would be associated with surviving neurons. We further hypothesized that differential vulnerability to TBI in a homogeneous population of hippocampal neurons reflects a cell-survival rheostat that integrates injury-induced gene expression with stochastically elevated pre-injury expression of survival-associated genes. To test this hypothesis, we directly compared the transcriptomes of dying and surviving hippocampal neurons 24 h after experimental TBI to identify differences between these two groups of neurons that could explain their differential survival.

## Results

### Impetus for transcriptional profiling study: Random sampling of stochastic gene expression

Interpretation of gene expression studies of brain injury in animal models is confounded by the brain's complexity-the mammalian brain contains 2500–5000 different cell types [17]. Neuronal heterogeneity is reflected at the genome level [18] and likely contributes to the unsuccessful translation of experimental treatments in clinical trials. For *in vivo* brain injury studies, one solution is to perform gene expression analysis of pure populations of identified neurons obtained by laser capture microdissection (LCM). Previously, in our clinically relevant rat model of moderate fluid percussion TBI [19], we used LCM to capture individual hippocampal neurons and demonstrated age-dependent and region-specific differences in the transcriptional profile of distinct subpopulations of hippocampal neurons [20]. Subsequently, we demonstrated that TBI and superimposed hemorrhagic shock suppressed expression of protective genes in dying hippocampal neurons obtained by LCM [7]. Thus, with the unprecedented single-cell resolution afforded by laser microdissection of individual neurons, we were able to study and compare the transcriptional profile of dying and surviving neurons from the hippocampal CA3 subfield, which is particularly vulnerable to fluid-percussion TBI, and gain valuable insight into the critical elements influencing neuronal survival.

We first analyzed gene expression in a small pool (10 cells) of dying and surviving hippocampal neurons 24 hours after TBI. We had previously determined empirically that quantities of total RNA isolated from smaller pools (1, 3 or 5 cells) were so variable that in many cases we could not reliably detect expression of even moderate to highly expressed genes by real-time PCR but the majority of genes that are known to be expressed in low (less than 10 copies/cell) or higher copy numbers are detectable in 10 cell samples. Based on results from our previous studies [7], [20], we expected to see significant differences between dying and surviving hippocampal neurons. Surprisingly, we found that were no statistically significant differences in injury-induced gene expression between dying and surviving cells and variability in the dying cells and surviving cells was very similar for most of the genes (Fig. 1). For some of the genes analyzed, large differences in variability could be attributed to one extreme observation. Moreover, we found that for many genes, both the variability and the magnitude of gene expression were significantly larger in surviving cells from TBI rats than in cells from naïve rats.

**Figure 1:**
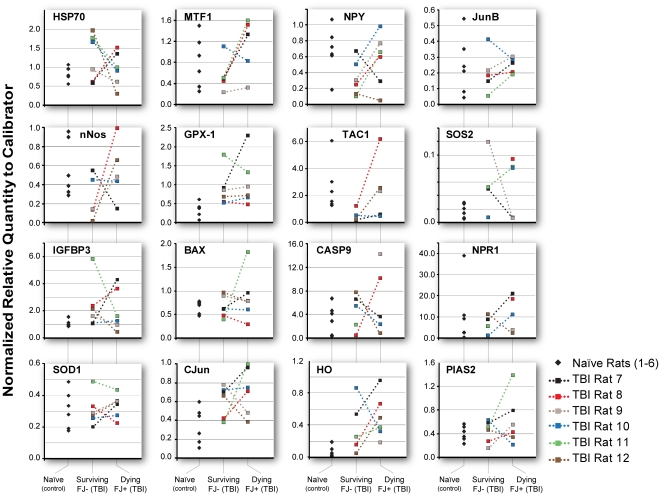
Random sampling of injury-induced gene expression. Quantitative real-time PCR analysis of injury-induced gene expression in 10 cell pools of CA3 hippocampal neurons from naïve control (to determine the normal levels in control animals of genes known to be induced by TBI) and traumatic brain injured (TBI) rats. Individual TBI rats are indicated by color. Surviving, Fluoro-Jade negative and dying Fluoro-Jade positive neurons from the same rat are connected by a dotted line. No statistically significant differences are detectable in injury-induced gene expression between dying and surviving cells. Variability in the dying cells and surviving cells was very similar for most of the genes. Gene expression was significantly larger in surviving cells than naïve cells for GPx-1 and c-Jun and significantly lower for BDNF, NPY and TAC1. Though not significant (0.05≤p<0.20) borderline differences were observed for the following genes: HSP70, HO, nNOS, SOS2, IGFBP3, MMP9: gene expression was greater in surviving cells than naïve cells for all except nNOS. Variability of gene expression in surviving cells was significantly larger than in naïve cells for HSP70, HO, SOS2, IGFBP3 and smaller for TAC1. See Table S9 for complete gene names.

In all, two observations emerge from these results. First, the variability and lack of significant differences between dying and surviving neurons suggests that random noise in gene expression in a small (10 cells) pool of neurons may obscure the global effects of TBI which have been documented using larger pools of neurons. Second, the significant increases in both variability and magnitude of gene expression changes in surviving neurons versus naïve neurons suggest that surviving cells, despite being “uninjured”, nonetheless responded at a genomic level to TBI as reflected in the expression of injury-induced genes. Because in the small sampling size of 10 neurons, as reported here, the weight of the single cell on the group is higher than when assessing a larger group of cells, these observations strongly suggest that gene expression is a stochastic process at the single cell level and support our hypothesis that stochastic fluctuations in pre-injury gene expression play an important role in determining cell death or survival after TBI.

Based on these data we speculate that a cell that has high expression of genes associated with cell survival would survive after TBI, while a cell that has low expression of the same genes will die because it is more vulnerable to the effects of deleterious injury-induced genes. Moreover, we would predict that by increasing the sampling size, the probability of finding cells that have high expression of genes associated with survival is higher in surviving neurons versus dying neurons.

### Comparative transcriptome analysis of dying and adjacent surviving hippocampal neurons

To gain support for our hypothesis, we compared the whole-genome transcriptional profile of approximately 600 dying and 600 surviving hippocampal neurons after TBI. Since our objective is to understand the brain's own protective responses to injury, we decided to focus only on comparison of the two groups, dying and surviving neurons from injured rats with particular emphasis on survival and regenerative signals found in surviving neurons.

For whole-genome profiling, we laser microdissected individual pyramidal neurons from the hippocampal CA3 subfield of frozen brain sections stained with Fluoro-Jade. 

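RNA from these pools was measured on 8 single-colour Agilent whole-genome rat arrays: 2 each from naïve rats, sham-injured rats, surviving neurons and dying neurons. The methods name MessageAMP II for the amplification, while the deposited sample descriptions name either that kit or Arcturus RiboAmp HS, without saying which pool had which. The authors deposited, for each spot, the signal that Agilent Feature Extraction had corrected for background and for trends across the array, not normalized between arrays, with a mark for spots well above background. Every array carried 41012 probes besides the controls. Here, spots marked as non-uniform were left out, the spots of a probe were averaged, and the signal was divided by the median of its array, as in the methods. Scaled values under 0.01 were set to 0.01 before the log2 was taken, and the step of the methods that divides by the median of each gene, which cancels in a ratio but not in a correlation between arrays, was run as an alternative for the clustering alone. The probes well above background numbered 29391 and 27111 on the arrays of surviving neurons, 24167 and 28094 on those of dying neurons, 20923 and 20198 in sham and 23151 and 22397 in naïve rats. Before scaling, the median signal was 52.4 and 48.3 for surviving neurons, 19.4 and 53.0 for dying neurons, 16.5 and 16.4 for sham and 28.8 and 22.7 for naïve rats. The arrays of surviving and dying neurons shared 1 slide and those of sham and naïve rats another, so that injury and slide cannot be told apart in a comparison with the controls. A linear model with 4 groups was fitted to all 8 arrays with limma, and its p-values were adjusted by the Benjamini-Hochberg method over the probes well above background on both arrays of at least 1 of the groups compared, with a threshold of 0.05. With 2 arrays per group, the number of arrays limits the precision. Where no array of a group was well above background for a probe, the change is given as a lower bound, set against the lowest signal of any probe well above background on each of those arrays, or the signal of the probe itself where that was higher.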

All Fluoro-Jade-positive neurons were presumed to be injured and dying; adjacent Fluoro-Jade-negative neurons were presumed to be uninjured and surviving. RNA samples from separate pools of Fluoro-Jade-positive and Fluoro-Jade-negative CA3 pyramidal neurons were screened for integrity and quantity. The quality of total RNA from pooled hippocampal RNA samples was assessed using the ultrasensitive Agilent Bioanalyzer Pico Chip assay (Fig. S1). The quality of double linearly amplified LCM RNA was equivalent to that of doubly amplified human RNA control samples. Furthermore, scatterplot analysis of array biological replicates (dying and surviving neurons pooled from at least three separate TBI rat brains for each replicate sample) demonstrated high concordance (Fig. S1). 

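Across 32682 probes, the log2 signals of the replicates of surviving neurons correlated with Pearson's r = 0.956 and those of dying neurons with r = 0.876. The sham replicates gave r = 0.974 and the naïve replicates r = 0.927. These correlations are across probes, which are not independent replicates, and no p-value is given for them. Dying replicate 2 correlated with the 2 arrays of surviving neurons at r = 0.927 and r = 0.928, above its correlation with dying replicate 1. Dying replicate 1 correlated with the arrays of surviving neurons at r = 0.838 and r = 0.853. Among probes well above background on both arrays of a group, the difference between replicates had an SD of 0.68 on the log2 scale in surviving neurons, 1.18 in dying neurons, 0.54 in sham and 0.74 in naïve rats. The replicates of dying neurons differed by more than 1.5-fold for 64.7% of these probes, and those of surviving neurons for 31.5%. Under the other scalings, the normexp background correction, the stricter filter on background and Spearman's rank correlation, the values lay between 0.840 and 0.892 for dying, 0.944 and 0.982 for surviving neurons, 0.950 and 0.990 for sham and 0.891 and 0.966 for naïve rats.

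**Figure D1:**
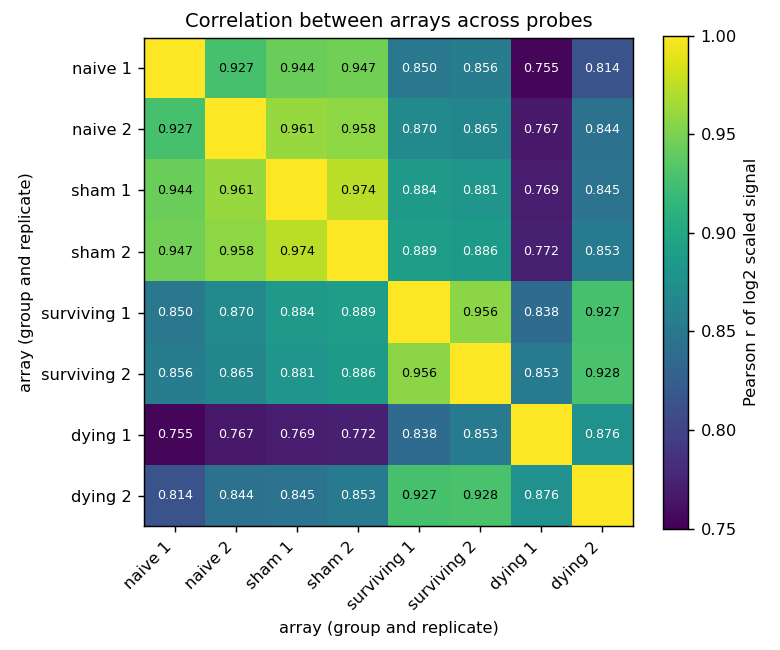
Pearson's r between the log2 scaled signals of each pair of the 8 arrays, with colour for the value of r, with group and replicate on both axes. The pair of dying arrays has r = 0.876, below the values of 0.927 and 0.928 between dying replicate 2 and the surviving arrays.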

Following verification of RNA integrity, pooled hippocampal neuron samples were linearly amplified, labeled and hybridized to rat Agilent whole-genome arrays. Gene expression data were analyzed using Genespring GX 7.3.1 and Ingenuity Pathway Analysis software.

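Average-linkage clustering of the 4 arrays of injured rats on 1 minus Pearson's r joined the pair of surviving replicates at a height of 0.0439. Dying replicate 2 joined this pair at 0.0725, and dying replicate 1 joined the other 3 arrays last, at 0.144. The order in which the 4 arrays joined was the same with the scaling to the 75th percentile, quantile normalization, the normexp correction and the authors' deposited series values. It was also the same with scaling by the median of probes above background, chosen after the data were seen, and changed in some of the following alternatives, also chosen then. With each signal also divided by the median of its gene over the 8 arrays, as in the methods, the surviving replicates joined first (r = 0.531) and then the dying replicates (r = 0.443), while dying replicate 2 correlated with the surviving arrays at r = 0.380 and r = 0.402. The tree of the paper was made from the genes over 2-fold, and on the 1039 probes over 2-fold under the filter of the methods that had a value on all 8 arrays, the replicates of each group joined first with and without this step, with r = 0.971 and r = 0.988 for dying neurons. That filter keeps probes whose replicates agree, and choosing probes over 2-fold between these groups also favours joining by group. On 6403 probes over 2-fold without the filter, the dying replicates joined each other with the division by the median of each gene (r = 0.749). Without the division, dying replicate 2 joined the surviving pair. In a principal component analysis of the 15254 probes well above background on all 8 arrays, the first component held 61.4% of the variance and the second 19.3%. Scores on the first ran from -106.8 to -53.2 on control arrays and from 35.7 to 142.9 on injured arrays. It thus separated injury together with slide. On the second, dying replicate 1 lay at 93.8, dying replicate 2 at -22.9 and the surviving arrays at -73.1 and -60.6.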

Hierarchical clustering analysis confirmed that gene expression in biological replicate samples of dying neurons was concordant as was gene expression in replicates of surviving neurons; however, gene expression profiles of dying and surviving neurons were strikingly distinct (Fig. 2). The 2,163 genes in which differential expression between dying and adjacent surviving neurons exceeded two-fold involved an extraordinary range of biological processes (Gene Ontology Table S1). 

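The filter of the methods, which keeps genes whose replicates lie within 50% of each other, was applied to the scaled signals of surviving and dying neurons, and read as a larger replicate of at most 1.5 times the smaller. Of the 41012 probes, 21262 were well above background on all 4 arrays, and 6459 of these differed by more than 2-fold between the means of the groups. The larger replicate was at most 1.5 times the smaller for 4390 of them in surviving neurons, for 1580 in dying neurons and for 1050 in both. Of these 1050 probes, 597 (56.9%) were higher in surviving and 453 in dying neurons. With the filter read as a smaller replicate of at least 50% of the larger, 2440 probes passed, 1262 (51.7%) of them higher in surviving neurons. The 1050 probes carry 543 distinct gene names, because many probes stand for transcripts without one. The share higher in surviving neurons was 95.1% with the normexp correction (288 of 303 probes), 79.7% over distinct gene names (433 of 543), 43.1% after quantile normalization, 42.4% with the authors' deposited series values and 31.4% when arrays were scaled by the median of RefSeq probes, an alternative chosen after the data were seen. Where dying replicate 2 was left out, which leaves the filter on replicates to surviving neurons alone, 6651 probes passed, the most under any alternative. In limma, 0 of 27404 probes passed the threshold between surviving and dying neurons, and 5900 had an unadjusted p under 0.05. Without dying replicate 2, 5994 probes passed, 3242 of them higher in surviving neurons, whereas without dying replicate 1 none did and 4096 had an unadjusted p under 0.05. In these fits the remaining dying array is assumed to vary like the other groups.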

Gene-by-gene analysis confirmed much of what we knew about the pathophysiology of TBI but provided few insights into the critical determinants of neuronal survival. We reasoned that analysis of functionally interacting gene networks could be more informative. Therefore, we performed Ingenuity Pathway analysis with selected genes whose expression showed five-fold or greater differences between dying and surviving neurons. 

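With the same filter, 32 probes differed by 5-fold or more, 8 of them higher in surviving and 24 in dying neurons. They carry 14 distinct gene names. The split by direction changed with the setting: those higher in surviving neurons were 4 of 4 with the normexp correction, 51 of 104 with no filter on background, 51 of 98 with probes above background in at least 1 group, 92 of 167 without dying replicate 1 and 22 of 41 with scaling by the median of probes above background, the latter chosen after the data were seen. Without the filter on replicates the number was 850, of which 789 were higher in dying neurons. Leaving out dying replicate 2 gave 1760 probes, 631 of them higher in surviving neurons. On a log2 scale with dying neurons at 0 and surviving neurons at 1, the sham level had a median of 1.16 for the 8 probes higher in surviving neurons and 0.69 for the 24 higher in dying neurons. It lay nearer to surviving than to dying neurons for 7 of the 8 and for 17 of the 24, with both sham arrays well above background for 7 and 12 of these probes. With scaling by the median of probes above background, the median was 0.55 for the 22 probes higher in surviving neurons. The sham level then lay nearer to surviving neurons for 11 and nearer to dying neurons for 11. For the 19 probes higher in dying neurons, these counts were 18 and 1.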

We generated a complete network of these genes which we then clustered into seven custom pathways based on proximity in the network and direction of the changes in expression (Fig. 3; shown enlarged in Figs. S2, S3, S4, S5, S6, S7, S8). Although the seven gene clusters are hypothetical, the groups are based strictly on known or predicted interactions of each gene with others within the network.

**Figure 2:**
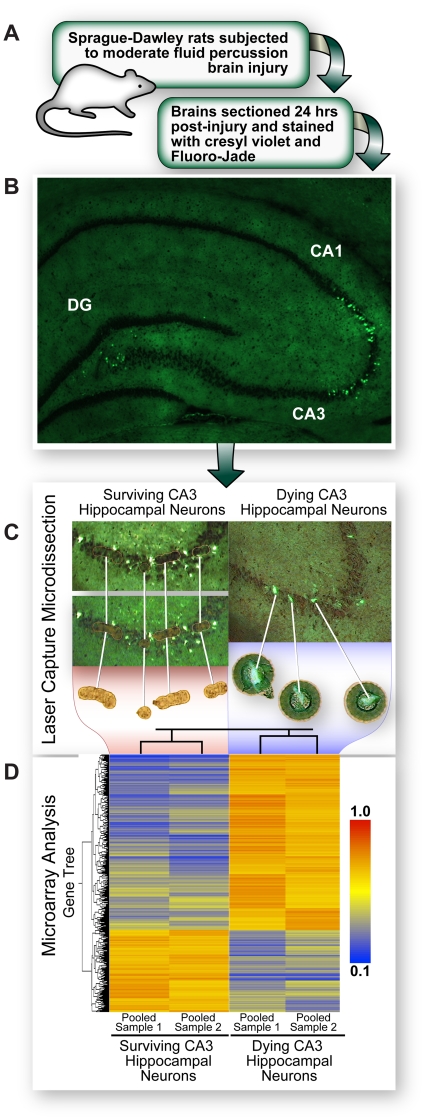
Dying and surviving neurons have distinctive gene expression signatures in rat hippocampus. Moderate TBI results in distinctive patterns of neurodegeneration in selectively vulnerable regions of the rat hippocampus. Dying, Fluoro-Jade-positive and surviving, Fluoro-Jade-negative pyramidal neurons from the CA3 subfield of the rat hippocampus were obtained by laser capture microdissection and subjected to microarray analysis. The gene tree of 2,163 genes differentially expressed greater than two-fold in dying relative to surviving neurons shows that biological replicates of pooled samples are highly concordant. The expression bar, red (1.0) to blue (0.1) indicates increased and decreased expression, respectively, compared with the median intensity of each gene in the array.

**Figure 3:**
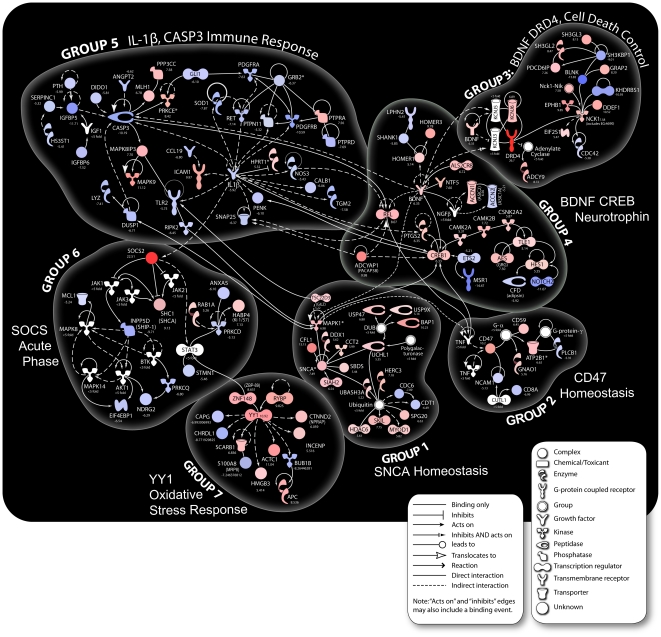
Ingenuity pathway analysis of genes that are differentially expressed >5-fold in dying vs. surviving rat hippocampal neurons. A complete network of these genes was clustered into seven custom pathways based on proximity in the network. Co-expression of functionally connected genes suggests coordinated roles in cell death or survival. Unlike standard convention, red indicates genes expressed >5-fold in surviving neurons relative to dying neurons. Blue indicates genes expressed >5-fold in dying neurons relative to surviving neurons.

### Gene expression in dying or surviving neurons mirrors cell fate as defined by Fluoro-Jade staining

We observed a strong and expected correlation between the histopathology (dying or surviving neurons) and the transcriptional profiles (Table 1, complete lists in Tables S2, S3, S4, S5, S6, S7, S8), i.e., dying, Fluoro-Jade-positive neurons expressed a preponderance of genes associated with cell cycle progression (e.g., CDC6, CDT1, INPP5D), cell death (e.g., CD8A, BLNK, KHDRBS1), inflammation (e.g., CFD, CCL19, IL1β), and immune response (e.g., RIPK2, TLR2, PRKCQ). Conversely, surviving, Fluoro-Jade-negative neurons expressed high levels of a diverse array of protective, survival-associated genes involved in neuronal differentiation and growth (e.g., DDX1, DDEF1, TLE1), cell morphology (e.g., ACTC1, CTNND2), axon guidance (e.g., CFL1, SKIL, EPHB1), neurogenesis (e.g., BDNF, CREB), long-term potentiation (e.g., CAMK2A), glutamate receptor and kinase signaling (e.g., HOMER1), plasticity (e.g., MAPK1, CD47, BDNF), stress responses (e.g., MAPK9, YY1), and brain homeostasis (e.g., CCT2, ATP2B). 

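Differences are log2 signals of surviving minus dying neurons, with the standard error and the adjusted p of limma, and they are read from the probe whose accession the paper's tables give, or by gene name for CD8A, CD47, ATP2B1, CD59 and NCAM1, and from the brightest where several probes match. Of 38 listed accessions with more than 1 probe, the brightest came within 5% of the paper's ratio in 13 and another probe in 22. These counts used signals set to at least 5 and scaled by the median of probes above background. That setting was chosen after the data were seen. TLR2 (NM_198769) differed by -2.89 (standard error 0.48, adjusted p = 0.0911), from 2.23 ± 0.09 (SD, n = 2) in surviving to 5.12 ± 0.64 (SD, n = 2) in dying neurons. CFD differed by -2.93 (standard error 0.82, adjusted p = 0.126) and CCL19 by -3.14 (standard error 1.18, adjusted p = 0.188). INPP5D, measured by a probe of a 3′ read of an expressed sequence tag, differed by -3.66 (standard error 0.95, adjusted p = 0.122), while its RefSeq probes differed by -0.09, 1.21 and -0.82. No array of surviving neurons was well above background for CDT1, CD8A, BLNK and IL1β. Their levels in dying neurons were at least 4.53-fold, 5.63-fold, 9.30-fold and 4.23-fold higher, with adjusted p = 0.0971, 0.117, 0.0911 and 0.0911. A RefSeq probe of CDT1, well above background on 1 of the 2 dying arrays, differed by 2.08, towards surviving neurons, and a RefSeq probe of BLNK by -0.68. For IL1β, the RefSeq probes differed by -2.18 and -1.54. KHDRBS1, RIPK2 and PRKCQ, well above background on 1 of the 2 surviving arrays, differed by -3.94 (adjusted p = 0.116), -3.06 (adjusted p = 0.134) and -3.14 (adjusted p = 0.111). The RefSeq probes of KHDRBS1 differed by -0.27 and 0.27. CDC6 was well above background on dying replicate 1 alone, so that it was not tested, and the mean of the dying arrays was at least 3.57-fold higher. Without that array, CDC6 was well above background on no array of either group, so that the difference of 0.32 gives no direction. With single arrays left out, the difference of CFD ranged from -4.13 to -1.74, that of KHDRBS1 from -5.29 to -2.58 and that of RIPK2 from -4.41 to -1.71. Leaving out dying replicate 1 gave -2.44 for TLR2 and brought none past the threshold, and leaving out dying replicate 2 gave -3.34 for TLR2 and brought all of these genes but CCL19 and RIPK2 past it.

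**Figure D2:**
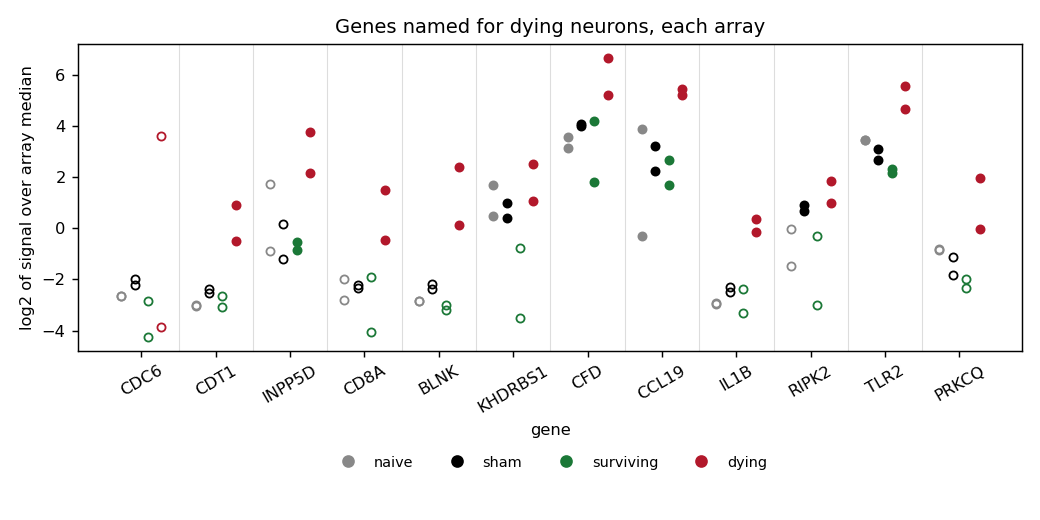
Log2 of the signal over the median of the array for 12 genes named for dying neurons, with genes on the horizontal axis and a dot for each array of naïve, sham, surviving and dying neurons. Hollow dots mark groups in which not both arrays were well above background, and for TLR2 both dying arrays lie above both surviving arrays.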

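Among the genes named for surviving neurons, DDEF1, measured by a 5′ read, differed by 3.02 (standard error 0.71, adjusted p = 0.115) between surviving and dying neurons, and by 2.33 on a RefSeq probe well above background on 1 of the 2 dying arrays. TLE1 differed by 1.99 (standard error 0.48, adjusted p = 0.116), and CAMK2A by 2.04 (standard error 0.75, adjusted p = 0.181), with 0.55 on another CAMK2A probe, well above background on all 4 arrays. Another TLE1 probe, well above background on 1 array of each group, differed by 0.37. DDX1 differed by 2.12 (standard error 1.09, adjusted p = 0.301), with an SD of 2.75 between the dying replicates, a spread larger than the difference, and by 0.17 without dying replicate 1. Another DDX1 probe, well above background on 1 array of each group, differed by -1.64, towards dying neurons, and one well above background on no dying array was at least 1.60-fold higher in surviving neurons. The spread of ATP2B1 was likewise larger than its difference of 2.18, which became 0.44 without dying replicate 1. ACTC1, CTNND2, CFL1 and HOMER1 were well above background on 1 of the 2 dying arrays and differed by 1.52 (adjusted p = 0.160), 2.81 (adjusted p = 0.111), 3.35 (adjusted p = 0.125) and 1.99 (adjusted p = 0.299). Another ACTC1 probe, well above background on no dying array, was at least 5.25-fold higher in surviving neurons (adjusted p = 0.111), another CTNND2 probe, on 1 of the 2 dying arrays, differed by 0.81, and a RefSeq probe of HOMER1, on all 4 arrays, by 1.16. For SKIL and YY1, no dying array was well above background, and the levels in surviving neurons were at least 3.08-fold and 5.29-fold higher (adjusted p = 0.111 and 0.106). Other probes of these genes, well above background on all 4 arrays, differed by -0.50 for SKIL and by 0.03 and 1.75 for YY1. CD47 differed by -0.0011 (standard error 0.47, adjusted p = 0.999) on its brightest probe, within the spread of its replicates, and by 2.98 on another probe, well above background on 1 of the 2 dying arrays. Its sign changed under several alternatives, among them 75th percentile scaling (0.05) and the mean over its probes (1.49). CCT2 differed by 0.92 (standard error 0.51, adjusted p = 0.335) on its brightest probe and by 2.40 on another, measured on 1 of the 2 dying arrays. The latter probe came nearest to the paper's ratio. No gene of this group passed the threshold in the fit of all 8 arrays. Leaving out dying replicate 2 brought DDX1, DDEF1, TLE1, CTNND2, CFL1, SKIL, BDNF, CAMK2A, HOMER1, YY1 and ATP2B1 past it. Leaving out dying replicate 1 brought none past it, and lowered the differences of HOMER1 to 0.18, CAMK2A to 0.98, CFL1 to 1.76 and DDEF1 to 1.94.

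**Figure D3:**
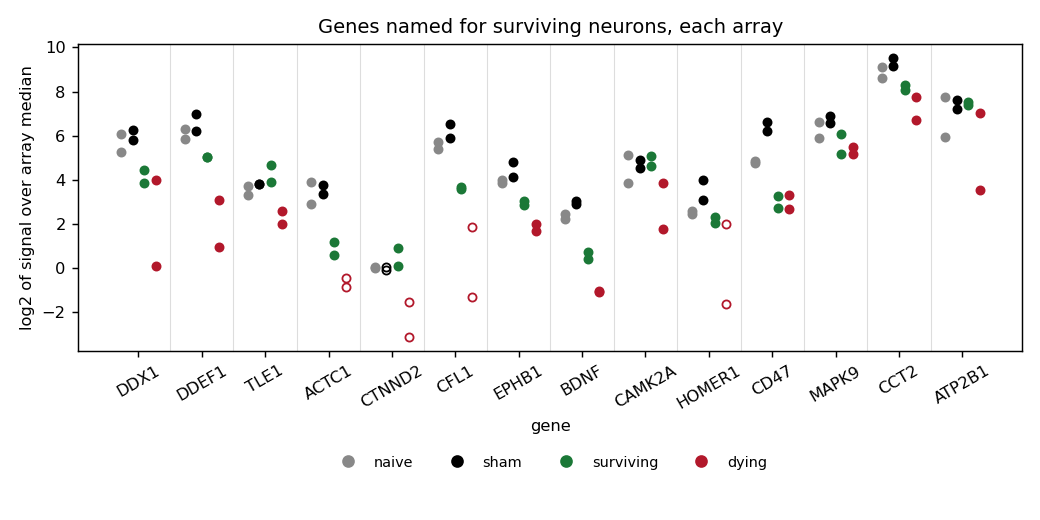
Log2 of the signal over the median of the array for genes named for surviving neurons, with genes on the horizontal axis and a dot for each array of naïve, sham, surviving and dying neurons. Hollow dots mark groups in which not both arrays were well above background, and the dying arrays of DDX1 and ATP2B1 lie far apart.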

The biological relevance of these results underscores the precise accuracy and specificity of the laser microdissection procedure in selecting dying and surviving neurons for our study.

**Table 1:** Selected Genes Found Highly Expressed in Dying or Surviving Hippocampal Neurons.

Gene	Description	Cellular Function	Ratio
BDNF	Brain-derived neurotrophic factor	Growth, development, survival, plasticity	6.35
BLNK	B-cell linker	Apoptosis, inflammatory response	**−15.82**
CAMK2A	Calcium/calmodulin-dependent protein kinase (CaM kinase) II alpha	Long-term potentiation, spatial learning, brain plasticity, development	5.31
CASP3	Caspase 3, apoptosis-related cysteine peptidase	Apoptosis, synaptic plasticity	**−10.19**
CD59	CD59 molecule, complement regulatory protein	Immune response, defense response	6.50
CDC42	Cell division cycle 42 (GTP binding protein, 25 kDa)	Apoptosis, cell cycle progression	**−5.38**
CFL1	Cofilin 1 (non-muscle)	Cytoskeletal organization and remodeling	13.15
CREB 1	cAMP responsive element binding protein 1	Survival, development, transcription regulation, synaptic plasticity	6.33
EPHB1	EPH receptor B1	Proliferation, morphogenesis, CNS development, synaptic plasticity	9.85
IL1β	Interleukin 1, beta	Inflammatory & immune response, apoptosis, embryonic dev	**−5.92**
INPP5D	(SHIP-1) Inositol polyphosphate-5-phosphatase	Apoptosis, cell cycle progression	**−9.71**
MAPK1	Mitogen-activated protein kinase 1	Cell growth, development, survival, signal transduction	6.98
MAPK9	(SAPK) Mitogen-activated protein kinase 9	Immune and stress response, growth	11.12
NCAM1	Neural cell adhesion molecule 1	Migration, growth, development	**−5.12**
NOTCH2	Notch homolog 2 (Drosophila)	Apoptosis, cell fate determination, development	**−11.07**
PDCD6IP (ALIX, AIP1)	Programmed cell death 6 interacting protein	Apoptosis, cell death regulator, cytokinesis	7.26
PTPN11	(SHP-2) Protein tyrosine phosphatase, non-receptor type 11 (Noonan syndrome 1)	Differentiation, mitogenesis, development, apoptosis	**−5.32**
REL	V-rel reticuloendotheliosis viral oncogene homolog (avian)	Development, survival, immune modulation, synaptic plasticity	8.07
RET	Ret proto-oncogene	Survival, growth, differentiation, development, functional plasticity, apoptosis	**−7.14**
RYBP	RING1 and YY1 binding protein	CNS development, transcriptional repressor, apoptosis	9.83
SKIL	SKI-like oncogene	Axonal morphogenesis, proliferation	7.75
SNCA	Synuclein, alpha (nonA4 component of amyloid precursor)	Molecular chaperone, membrane trafficking, cell viability, synaptogenesis, synaptic plasticity	7.49
TLR2	Toll-like receptor 2	Inflammatory immune response, apoptosis	**−5.75**
UCHL1	Ubiquitin carboxyl-terminal esterase L1 (ubiquitin thiolesterase)	Synaptic plasticity, cell homeostasis, development	5.35
YY1	YY1 transcription factor	Transcription regulator, stress response, proliferation, development	10.92

Positive uninjured∶injured ratios indicate increased expression in surviving neurons relative to dying neurons. Negative uninjured∶injured ratios (bold) indicate increased expression in dying neurons relative to surviving neurons.

Ingenuity pathway analysis distinguished seven prominently defined groups of interacting genes with common features that included similar biological functions (Fig. 3; Figs. S2, S3, S4, S5, S6, S7, S8; descriptions in Tables S2, S3, S4, S5, S6, S7, S8). 

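The paper's Tables S2 to S8 name 118 genes with a probe on the array, found by accession or, for APC, whose accession the table does not give, by symbol, 66 with a positive and 52 with a negative ratio. All 118 had the direction of the table in the difference between the group means of log2 signals. The ratio of mean signals before the log2 was below 1 for ADCYAP1 (0.675), AES (0.985) and TSC22D3 (0.984), all listed as higher in surviving neurons. For 100 of the 118 genes, both arrays of one group lay above both arrays of the other. The median difference was 2.31 for the genes listed as higher in surviving and -3.16 for those listed as higher in dying neurons, and with the 29 genes below background in one of the groups at their bound 2.07 and -2.98. In limma, 109 of the 118 were well above background on both arrays of at least 1 of the groups and were tested, and 83 of them had an unadjusted p under 0.05. Adjusted over all probes tested, 0 passed the threshold, with a smallest adjusted p of 0.0727, and adjusted over the list alone 81 did. Because the study chose these genes on these arrays, none of these counts is independent evidence. This holds for the shared direction and the separation of the arrays as well. Without dying replicate 2, 81 genes passed when adjusted over all probes, and 113 kept their direction. The direction held for 108 genes whichever of the 4 arrays was left out, counting HPRT1, which has no value without dying replicate 2. Of the 118 genes, 59 were well above background on all 4 arrays, and 65 differed by 5-fold or more with the bounds. On the brightest probes used here, 6 met the filter on replicates of both groups (BDNF, EPHB1, MAPK8IP3, SCARB1, SPG20 and TGM2). Of these, only 1, TGM2, also differed by 5-fold or more. For the others, a probe of the accession other than the brightest came nearest to the paper's ratio. Table 1 shares 23 genes with these lists, of which 19 had an unadjusted p under 0.05 and 18 passed when adjusted over the list alone. The remaining genes of Table 1, CD59 and NCAM1, differed by 2.32 and 0.92.

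**Figure D4:**
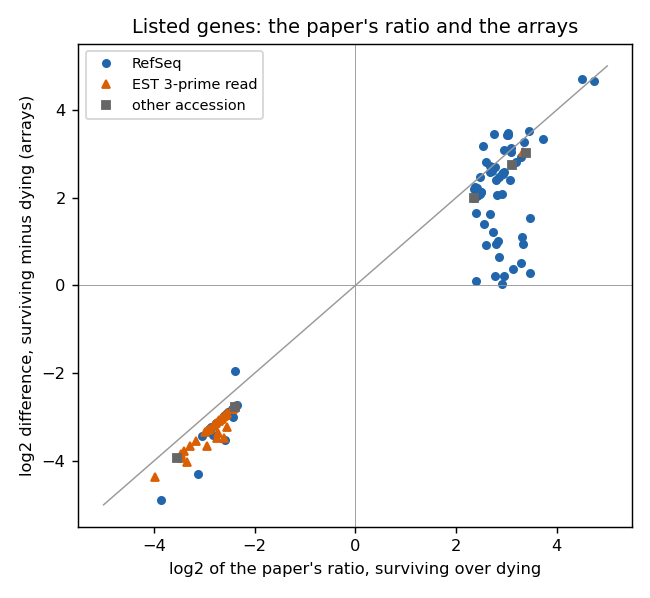
Log2 difference between surviving and dying neurons on the arrays (vertical axis) against the log2 of the paper's ratio (horizontal axis) for the 118 listed genes, marked by the kind of accession, with the line of equality. All 118 lie in the quadrant of the same sign, and most genes listed as higher in dying neurons are measured by 3′ reads. The study chose these genes on these arrays, so the shared sign is not independent evidence.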

Since functionally interacting genes are likely co-regulated and involved in similar biological processes, the co-expression of so many genes that are differentially expressed in dying and surviving neurons imply a coordinated role in cell death or cell survival. For instance, most of the genes in Groups 1, 3 and 4 that are highly expressed in surviving neurons are associated with critical cell metabolic functions and cell growth, survival and developmental pathways (References S1). Likewise, the clustering of genes associated with cell death, cell cycle regulation and stress responses in Groups 5 and 6 suggests that a cascade of functionally linked degenerative events is occurring in dying neurons.

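Group 1 held 19 genes with a probe, Group 3 held 16 and Group 4 held 25. Those listed as higher in surviving neurons numbered 17, 12 and 18, and their median differences between surviving and dying neurons, with genes below background in one group at their bound, were 2.07, 2.25 and 1.84 on the log2 scale. The few listed as higher in dying neurons, 2, 4 and 7, had median differences of -2.01, -3.38 and -2.75. An unadjusted p under 0.05 was found for 11, 14 and 12 genes of the 3 groups.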

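In Group 5, 27 of 35 genes were listed as higher in dying neurons, with a median difference of -3.04, and the other 8 had a median of 2.34. Group 6 held 8 such genes of 12, with a median of -3.00, beside 4 with a median of 1.95, and Group 7 held 4 of 13, with a median of -3.21, beside 9 with a median of 2.09. Among the 52 genes of all groups listed as higher in dying neurons, the sham level lay nearer to surviving neurons for 38 and nearer to dying neurons for 14. For the 66 listed as higher in surviving neurons these counts were 57 and 8. Both sham arrays were well above background for only 24 of the 52 genes, with counts of 15 and 9, and for 56 of the 66, with counts of 52 and 3. With naïve in place of sham rats, among genes well above background there, the counts were 9 and 17 of 26, towards dying neurons, and 49 and 5 of 55. These counts set arrays of injured rats against control arrays from another slide. They were made with the scaling to the array median alone, and the place of the controls depends on the scaling. Against sham, the median of all probes in surviving neurons rose by 0.78 with the 75th percentile. It rose by 1.84 with the median of probes above background. The paper takes functionally linked genes as likely to be regulated together, and from their shared expression it proposes a coordinated role in the death or survival of these neurons.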

### Unexpected gene expression associated with neuronal survival or death suggests injury-induced genes have pleiotropic functions

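The probe that the paper's tables give for CDC42, a 3′ read of an expressed sequence tag, had a log2 signal of 1.13 ± 0.29 (SD, n = 2) in surviving and 3.93 ± 1.24 (SD, n = 2) in dying neurons, a difference of -2.80 (standard error 0.69, adjusted p = 0.117). The RefSeq probes of CDC42, well above background on all 4 arrays, differed by 1.29 and 1.45, towards surviving neurons, with unadjusted p = 0.0274 and 0.0216 from limma. Against dying replicate 1 alone, the difference on the 3′ read was -3.68 and past the threshold, and against dying replicate 2 alone -1.92 and not past it.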

We were not surprised to find high expression of cell cycle regulatory genes (e.g., CDC6, CDT1, CDC42) in dying neurons. Increased expression of cell cycle genes in post-mitotic neurons is associated with apoptosis [21], [22]. However, we were surprised to find in surviving neurons high expression of several other genes that are associated with regulation of the cell cycle (e.g., HDAC6, SIAH2) and of canonical cell death-associated genes such as PDCD6IP (programmed cell death 6 interacting protein). 

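HDAC6 and SIAH2 were well above background on both surviving arrays and on 1 of the 2 dying arrays, and differed by 2.12 (standard error 1.09, adjusted p = 0.301) and 2.61 (standard error 0.76, adjusted p = 0.130). Without dying replicate 1, the differences fell to 0.29 and 1.45. Without dying replicate 2, they were 3.95 and 3.77, set against the lower of the 2 dying signals. Because only 1 dying array was well above background, the latter sizes are not exact. PDCD6IP, well above background on all 4 arrays, differed by 0.64 (standard error 0.55, adjusted p = 0.534) on its brightest probe, less than the SD of 0.88 between the dying replicates. Its other probes differed by 0.42, 2.49 and 0.42, apart from 1 that was at background on all 4 arrays. The probe with a difference of 2.49 came nearest to the paper's ratio.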

Interestingly, for every gene associated with cell death that showed unexpectedly high expression in surviving neurons, we found published reports that suggested a pro-survival function for these genes (References S1). Indeed, several studies have shown that many pro-apoptotic genes, such as BAD and caspase-3, have dual roles in cell death or survival that depend on the cellular context [23], [24].

We also found that cell death-associated genes that were highly upregulated in dying neurons have pleiotropic pro-survival functions associated with development, neuronal remodeling and memory. For instance, the cell division cycle 42 (CDC42) gene is implicated in apoptosis but also regulates cytoskeletal dynamics and neuronal remodeling [25] and was reported to be essential for tubulogenesis and cell lineage determination in the developing mouse pancreas [26]. 

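PTPN11 was read from a 3′ read, whose log2 signal was 1.07 ± 0.21 (SD, n = 2) in surviving and 3.85 ± 1.25 (SD, n = 2) in dying neurons, a difference of -2.78 (standard error 0.69, adjusted p = 0.118). Its RefSeq probes differed by 1.17 and 0.31, in the opposite direction, with unadjusted p = 0.264 and 0.705 from limma. The difference on the 3′ read passed the threshold without dying replicate 2 (-3.67) and not without dying replicate 1 (-1.90).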

Dying neurons also had increased levels of the PTPN11 gene, which encodes protein tyrosine phosphatase SHP2 which is known to be involved in mitogenesis and apoptosis [27]. However, a recent study in Drosophila found that SHP2, a positive regulator of the Ras/MAPK signaling pathway, also regulates the spacing effect for long-term memory induction [28]. 

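RYBP had a log2 signal of 7.24 ± 0.14 (SD, n = 2) in surviving neurons and 6.73 ± 0.99 (SD, n = 2) in dying neurons on its brightest probe. The difference of 0.51 (standard error 0.55, adjusted p = 0.625) was smaller than the spread between the dying replicates and became -0.19 without dying replicate 2. Another RYBP probe, well above background on 1 of the 2 dying arrays, differed by 3.22, with an unadjusted p = 0.00406 from limma.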

Genes that have previously been associated only with pro-apoptotic functions, such as Ring1 and YY1 binding protein (RYBP), showed exceptionally high expression in surviving neurons. Given the dynamic expression of this gene during embryogenesis and nervous system development [29], increased RYBP expression apparently reflects activation of the regenerative response of the injured brain. Interestingly, the alpha synuclein (SNCA) gene, which has been implicated in Parkinson's disease pathology, and found to be highly upregulated in surviving neurons, has recently been shown to act in pro-survival processes (i.e., SNCA acts as a molecular chaperone in synapses and protects against oxidative stress) [30].

### Genes involved in neural and synaptic plasticity are key to neuronal survival

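BDNF (NM_012513) had a log2 signal of 0.56 ± 0.22 (SD, n = 2) in surviving and -1.06 ± 0.03 (SD, n = 2) in dying neurons, and NTF5, which the files name Ntf4, had 0.91 ± 1.42 (SD, n = 2) and -1.64 ± 1.99 (SD, n = 2). BDNF differed by 1.62 (standard error 0.42, adjusted p = 0.122), and a further BDNF probe, well above background on 1 of the 2 dying arrays, by 2.29. The further probe came nearest to the paper's ratio. The difference of NTF5, 2.55 (standard error 1.30, adjusted p = 0.295), rests on 1 of the 2 dying arrays above background. CREB1 was well above background on 1 of the 2 surviving arrays and on no dying array. It was not tested, and the mean of the surviving arrays was at least 2.29-fold higher.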

Consistent with previous reports, surviving hippocampal neurons expressed high levels of numerous genes associated with neural plasticity and regenerative processes such as BDNF, NTF5 and CREB. Increases in neurotrophin levels after TBI have long been associated with neuronal survival [31]. Importantly, genes that mediate synaptic plasticity such as BDNF [32] and CREB, an essential regulator of activity-dependent synaptogenesis and plasticity [33], have essential roles in neuronal development and regulate multiple cell survival genes [34]. These plasticity genes and other genes that were highly expressed in surviving neurons were also prominently represented in canonical pathways associated with development, survival and plasticity (Fig. 4A–C). The single cell resolution that facilitated our comparison of gene expression in dying and surviving neurons also allowed us to show, for the first time, that genes such as BDNF and CREB are highly expressed primarily in surviving, Fluoro-Jade-negative neurons. 

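In the sham arrays, which share no slide with those of the injured rats, BDNF had a log2 signal of 2.97 ± 0.07 (SD, n = 2). On this probe, the brightest, its level was lower in both kinds of injured neurons, by a log2 difference from sham of -2.41 (standard error 0.41, adjusted p = 0.0120) in surviving and -4.03 (standard error 0.42, adjusted p = 0.000985) in dying neurons. A further BDNF probe differed from sham by 0.079 (adjusted p = 0.925) in surviving neurons, so not lower there, and by -2.22 (adjusted p = 0.0113) in dying neurons. On the brightest probe, the difference in surviving neurons was not past the threshold when any single array of the surviving or sham pools was left out (adjusted p between 0.0840 and 0.123), nor with the normexp correction (0.543), the mean over its probes (0.104) or scaling by the median of probes above background (0.303). The difference in dying neurons failed only the normexp correction among the alternatives run, with an adjusted p = 0.519 from limma.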

Immunolabeling strikingly confirmed the gene expression data, demonstrating that CREB protein expression is prominent in surviving hippocampal neurons but virtually undetectable in dying, Fluoro-Jade-positive neurons (Fig. 5A).

**Figure 4:**
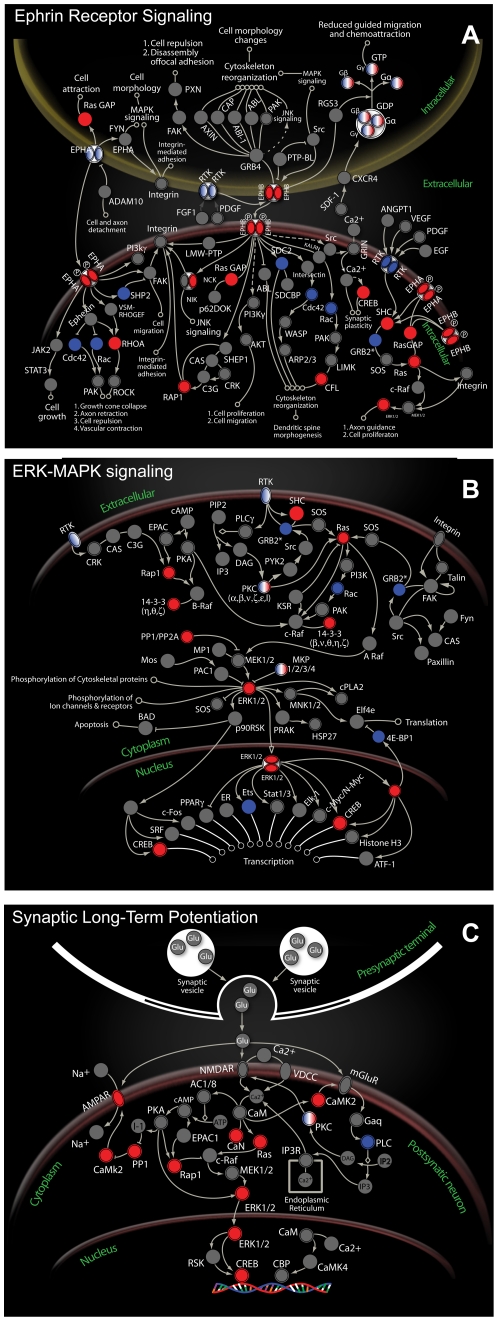
Genes in surviving neurons prominently represented in canonical pathways associated with development, survival and synaptic plasticity. ***A,*** Canonical ephrin receptor pathway. ***B,*** Canonical neurotrophin//TRK signaling pathway. ***C,*** Canonical synaptic long-term potentiation pathway. Red indicates genes expressed >5-fold in surviving neurons relative to dying neurons. Blue indicates genes expressed >5-fold in dying neurons relative to surviving neurons.

**Figure 5:**
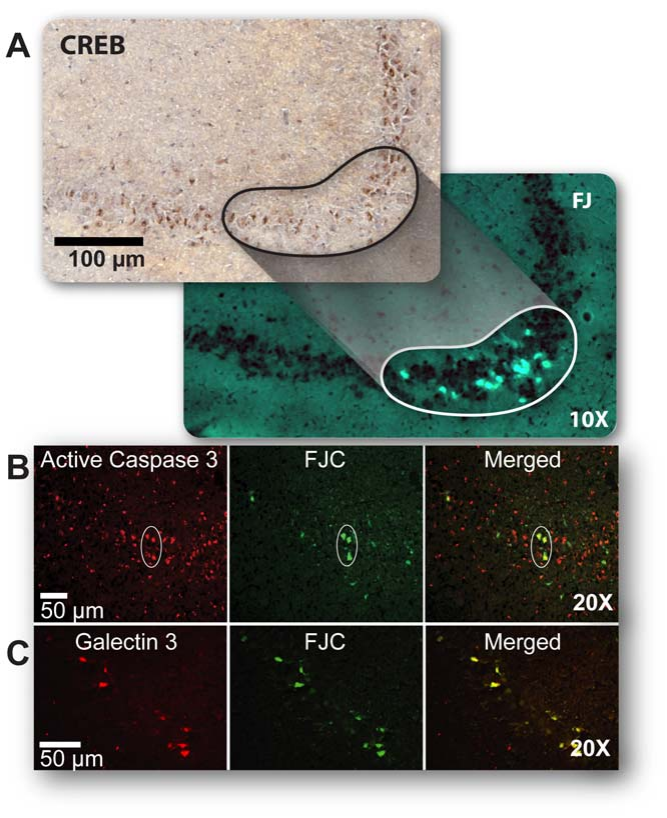
Validation of gene expression data. ***A,*** Adjacent rat hippocampal brain sections labeled with an antibody to cAMP-response element binding protein (CREB), lower panel stained with Fluoro-Jade. CREB protein expression, prominent in surviving neurons, is undetectable in dying neurons. ***B,*** Active Caspase-3 is consistently found in FJC-positive dying neurons (circled) but also is expressed in surviving neurons. ***C,*** Galectin-3, a known marker of activated microglia, is also a marker of dying neurons. It consistently co-localized with FJC positive neurons. Note, Fluoro-Jade C was used for co-localization studies. Results in (A–C) replicated in 3–4 animals for each antibody.

Clearly, one way that the brain deals with the pathological consequences of brain trauma is to reset gene expression to an earlier, embryological state at a time when developing cells were more plastic. This is a common theme that is found in other regenerating tissues; for example, mechanisms of bone repair in adults closely resemble bone formation during embryogenesis [35]. Numerous genes that have been implicated in brain development and that appear to be reactivated in the injured brain (Table 1, Tables S2, S3, S4, S5, S6, S7, S8) are also implicated in brain plasticity [36]. Moreover, multiple genes that regulate synaptic plasticity and are upregulated in surviving neurons appear to be functionally connected to these developmental genes (Fig. 3). 

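Among immune regulatory genes, CD59 had a log2 signal of 6.01 ± 0.16 (SD, n = 2) in surviving and 3.69 ± 2.35 (SD, n = 2) in dying neurons (standard error of the difference between groups 0.95, adjusted p = 0.212). REL was well above background on both surviving arrays and on no dying array, at least 3.21-fold higher in surviving neurons (adjusted p = 0.112). TSC22D3 differed between surviving and dying neurons by 0.09 (standard error 0.54, adjusted p = 0.943) and MAPK9 by 0.28 (standard error 0.51, adjusted p = 0.787) on their brightest probes, within the spread of their replicates. For TSC22D3, another probe, well above background on 1 of the 2 dying arrays, differed by 2.01, and the difference on the brightest probe ranged from -0.51 to 0.69 with single arrays left out. The brightest MAPK9 probe ranged from -0.17 to 0.73 in the same way, another MAPK9 probe, well above background on 1 of the 2 dying arrays, differed by 1.45, and a further one, well above background on no dying array, was at least 4.42-fold higher in surviving neurons (adjusted p = 0.0802). On the brightest probes, both genes changed sign under quantile normalization (-0.20 for TSC22D3 and -0.0018 for MAPK9). For both, a probe other than the brightest came nearest to the paper's ratio. CD59 passed the threshold without dying replicate 2, with 3.98, and fell to 0.66 without dying replicate 1.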

The unexpected expression of multiple immune regulatory genes (e.g., CD59, REL, TSC22D3, MAPK9) in surviving neurons is consistent with recent studies demonstrating that many immune proteins have pleiotropic functional roles in brain development and plasticity [37].

Also consistent with our results, a recent study of recovery after stroke found that increased plasticity in surviving neurons allows previously hard-wired neurons to adopt wider functional roles to compensate for loss of stroke-damaged neurons [38]. Furthermore, a review of numerous studies of mutant mice with enhanced cognition suggests that a key common underlying mechanism is activation of signaling pathways that affect synaptic plasticity [39]. Genome-wide profiling of human brains has also implicated changes in brain plasticity as a key mechanism contributing to recovery after brain injury and to age-associated declines in cognitive function [40]. Since many lines of evidence suggest that brain plasticity mechanisms are reactivated by pharmacological drug treatment or by injury, our data indicate that increased expression of brain plasticity genes in individual neurons is a key determinant of survival after injury.

### Neuronal survival involves reactivation and reprogramming of genes involved in cell growth and development

A review of the evolution of regeneration in the CNS found that regeneration in diverse organisms recapitulates the paths taken during early embryonic CNS development, suggesting that successful regeneration and repair is facilitated by a regeneration-competent environment [41]. In surviving neurons, we identified a strong mobilization of developmental genes and a favorable environment created by concurrent increases in multiple survival-associated genes. 

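EPHB1 had a log2 signal of 2.95 ± 0.13 (SD, n = 2) in surviving and 1.86 ± 0.22 (SD, n = 2) in dying neurons. It differed by 1.09 (standard error 0.45, adjusted p = 0.214), and another of its probes, measured on 1 of the 2 dying arrays, by 3.64. The latter probe came nearest to the paper's ratio.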

Genes such as MAPK1 and EPHB1, which have pleiotropic roles in signal transduction, cell growth and development, were more highly expressed in surviving neurons. In addition, the majority of genes, such as CDC42 and RYBP, that have pleiotropic functions and that showed increased expression in surviving neurons, also have been shown to contribute to cellular or embryological development (Table 1; Tables S2, S3, S4, S5, S6, S7, S8). We were surprised to find that dying neurons expressed higher levels than adjacent surviving neurons of several genes known primarily for their roles in development and cell growth (e.g., NCAM1, NOTCH2 and RET). 

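NCAM1 was read by gene name, because no accession for it could be read. Probes of 3′ reads carry no gene symbol, so the paper's ratio may come from another probe. On the probe found, NCAM1 was higher in surviving than in dying neurons, with log2 signals of 0.21 ± 0.77 (SD, n = 2) and -0.71 ± 1.61 (SD, n = 2). NCAM1 was well above background on 1 of the 2 dying arrays. Its difference had a standard error of 0.78 and an adjusted p = 0.522, and became -0.21 without dying replicate 1. NOTCH2 and RET were read from 3′ reads and differed by -3.84 (standard error 0.83, adjusted p = 0.111) and -3.21 (standard error 0.60, adjusted p = 0.102), RET with 1 of the 2 surviving arrays above background. A RefSeq probe of NOTCH2, well above background on 1 of the 2 dying arrays, differed by 1.13, and RefSeq probes of RET, the former with 1 dying array above background, by 0.70 and -0.85. On the 3′ reads, both genes passed the threshold without dying replicate 2 (-5.06 and -3.98) and not without dying replicate 1 (-2.63 and -2.43).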

The strong mobilization of developmental genes in both surviving and dying neurons suggests that reprogramming and reactivation of transcriptional pathways involved in embryological development of the CNS may be an essential element of neuronal survival response, although in dying neurons the response is insufficient to permit recovery.

Importantly, evidence of increased expression both of genes that promote neuronal survival and those that contribute to embryological development, suggest additional therapeutic targets to improve recovery after injury. For example, Andrews et al. recently showed that functional recovery of the adult CNS was improved after nerve injury by re-expression of α9 integrin, a gene that induces neurite outgrowth during embryogenesis and is subsequently developmentally downregulated [42].

### Neuroprotection involves activation of key regulators of neuronal homeostasis

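SHC1 was well above background on both surviving arrays and on neither dying array, at least 4.76-fold higher in surviving neurons (adjusted p = 0.160), and another SHC1 probe, well above background on 1 of the 2 surviving arrays and no dying array, was at least 1.14-fold higher. ATP2B1 had a log2 signal of 7.46 ± 0.11 (SD, n = 2) in surviving and 5.28 ± 2.46 (SD, n = 2) in dying neurons (standard error of the difference 1.07, adjusted p = 0.281), and another of its probes differed by 2.35.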

Surviving neurons expressed high levels of genes that coordinate cellular pathways critical to maintenance of cell homeostasis (i.e., stress responses), anti-inflammatory responses and mitochondrial function (e.g., SHC1, CREB, MAPK1, ATP2B1 and UCHL1). Increased expression of genes associated with regulation of cellular and neuroanatomical plasticity in surviving neurons is a clear indication that the activation of these homeostatic processes is crucial to the brain's self repair mechanisms. Examination of the gene networks associated with these regulatory genes suggest that they regulate a coordinated response to injury (i.e., counteract inflammatory signaling), maintain ionic and membrane homeostasis and key metabolic functions, all of which influence cell survival.

### Biological Relevance and Validation of Gene Expression Data

Extensive *in silico* verification that correlated gene expression data with cell fate gave us confidence in the biological relevance of our array data (Table 1; Tables S2, S3, S4, S5, S6, S7, S8, References S1). Genes highly expressed in surviving neurons were found in numerous studies to be involved in biological processes associated with survival, proliferation, regeneration and development. Conversely, genes highly expressed in dying neurons have been shown to be associated with cell death or cellular dysfunction. However, we found that genes such as Caspase 3, that were prominently expressed in dying, Fluoro-Jade-positive neurons were also expressed in many surviving neurons (Fig. 5B). Indeed our data shows that both pro-survival and pro-death genes are expressed in surviving and dying neurons; other than their differential staining with Fluoro-Jade, only the relative numbers of these genes with many diverse functions distinguish the dying from surviving neurons. This suggests that we should be cautious in interpreting the expression of biomarkers of cell death as indicative of cell fate at the level of individual neurons. Because we hypothesized that stochastic expression of neuroprotective genes would play a significant role in determining cell fate and because it is known that multiple factors such as posttranscriptional and posttranslational regulatory mechanisms and differences in half-lives of mRNA and their respective proteins may result in poor or uncertain correlation of mRNA and protein expression, [43]–[45], we did not expect that expression of all selected genes would be validated at the protein level. Nonetheless, we did observe significant correlation of mRNA and protein levels in independent brain samples; significantly, confirmation experiments (quantitative real-time PCR and immunohistochemical analysis) were performed on multiple experimental RNA samples of dying and surviving neurons (collected from minimally 6–8 brain injured rats) one to two years after the array experiments (Fig. 5A–C, Fig. 6, Table 2). Of greater import, we identified unexpected markers of cell death or cell survival in neurons; high levels of galectin-3—a known marker of activated microglia—were consistently detected primarily in dying neurons (Fig. 5C), suggesting that this gene could be also used as a marker of neuronal injury. We also found that a gene recently identified as a potential marker for brain injury, UCHL1, is highly expressed in surviving neurons and has previously been associated with synaptic plasticity and homeostasis [46].

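UCHL1 had a log2 signal of 9.57 ± 0.24 (SD, n = 2) in surviving and 7.53 ± 0.70 (SD, n = 2) in dying neurons, a difference of 2.05 (standard error 0.52, adjusted p = 0.120) that passed the threshold without dying replicate 2 (2.54) and not without dying replicate 1 (1.56). In sham it was 10.87 ± 0.37 (SD, n = 2). The difference from sham was -1.29 (standard error 0.51, adjusted p = 0.111) in surviving neurons, which changed sign to 0.55 when arrays were scaled by the median of probes above background, and -3.34 (standard error 0.51, adjusted p = 0.00307) in dying neurons. The former passed the threshold with the 4 arrays of surviving and sham neurons alone, with an intensity trend and with array weights (adjusted p = 0.0306, 0.0470 and 0.0143). The latter no longer passed it with the normexp correction (adjusted p = 0.519). Whether these comparisons with sham reflect injury or slide cannot be told apart.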

**Figure 6:**
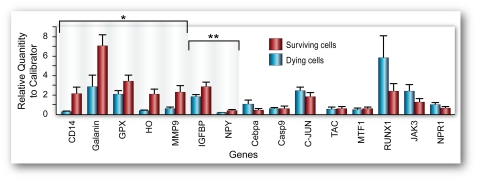
Quantitative, real-time PCR confirmation of differential gene expression in pools of dying and surviving hippocampal neurons. qPCR values represent mean and SEM (n = 7 pools for all genes, n = 6 pools for MMP-9) *p<0.05, **0.5<p<0.10, remaining genes were increased in surviving or dying neurons, supporting the trends in the Agilent arrays but were not statistically significant. Scale bars: A, 100 µm. B and C, 50 µm.

**Table 2:** Immunohistochemical validation of gene array data.

Antibody	Support Agilent Array			
ANGIOTENSIN	•	a	Ab	+
BDNF	†	o	Ab	−
BLNK	•	o	SC	−
CASP3	†	d	IG	+
CD47	•	e	LB	+
CDC42	‡	o	GT	−
CDC6	•	c	SC	+
CREB	†	c	Ab	+
DR4	†	e	Ab	+
GALANIN	†	b	SC	+
GALECTIN-3	•	c	Ab	+
GAPDH	•	g	Ab	+
GPX1	†	o	Ab	−
HAX-1	†	o	SC	+
IL1-β	†	c	Ab	+
IFNγ	†	o	Ab	−
MMP9	•	o	NB	−
NCAM1	•	c	Ab	+
NGF	†	f	M	+
SHIP	†	c	Ab	+
SOCS2	†	d	SC	+
UCHL1	†	o	LB	−
YY1	•	o	SC	−

Results replicated in 3–4 animals for each antibody. **Antibody host:** •, mouse; †, rabbit; ‡, chicken. **Antibody dilution:** a, 1∶20; b, 1∶50; c, 1∶100; d, 1∶200; e, 1∶500; f, 1∶1000; g, 1∶5000; o, antibody did not work. **Antibody company:** Ab, Abcam; SC, Santa Cruz Biotechnology; IG, IMGenex; LB, Lifespan Biosciences; GT, Gene Tex; NB, Novus Biologicals; M, Millipore.

## Discussion

Which molecular signals, whether present before or activated by TBI, promote recovery and survival versus neuronal death? To address this question, comparison between neurons from specific brain regions in uninjured control rats and comparable regions in TBI rats is confounded by the fact that only a fraction of the neurons in any brain region die after TBI—the remainder survive. Our alternative approach is the first to investigate injury-induced gene expression in pure populations of adjacent dying and surviving hippocampal neurons, all of which have apparently suffered a similar insult. Of course, pre-insult gene expression in differentially vulnerable neurons cannot be determined. Neither can we monitor the temporal changes in injury-induced cell signals in any one group of neurons. However, analysis of networks of interacting genes that are differentially expressed in dying or surviving neurons 24 hours post-injury permitted inferences regarding neuronal protective responses that persist beyond the initial response to trauma and that involve long-term survival and regenerative signals. The results of our random sampling experiment that showed evidence of stochasticity in gene expression in neurons from uninjured rats and both dying and surviving neurons from TBI rats suggest unpredictable fluctuations in gene expression could influence the effects of TBI on vulnerable brain cells, i.e., determine whether a neuron dies or survives following TBI.

### Cell survival and cell death represent the interactions of multiple signaling networks

Because of the unexpectedly high expression in surviving neurons of cell death-associated genes and in dying neurons of protective genes, we conclude that increased expression of any one factor is unlikely to explain cell survival or death. The novel inference supported by this study is that neuronal survival is a function of the interactions of multiple signaling networks and has a distinct molecular signature (i.e., increased expression of a broad network of neuroprotective cellular signals), probably relating both to baseline, pre-injury gene expression and gene expression induced by TBI. This molecular signature is associated with cellular reprogramming processes that lead to regeneration, cell growth and plasticity.

In other complex human disorders such as common neuropsychiatric phenotypes [47], hundreds of proteins are altered, reflecting a global disruption of neuronal homeostasis. Several neurodegenerative diseases progress along functionally connected large-scale neuronal networks [48]. An analysis of common human diseases concluded that the complex phenotypes represent modulation of molecular networks by genetic and environmental factors [49]. Likewise, studying the puzzling opposing effects of NMDA receptor activation, Zhang et al. found that NMDA receptor subunits, expressed synaptically or extrasynaptically, activated distinct, multigene cell survival or cell death programs [50]. This, together with analysis of our data, is consistent with our hypothesis that survival or death of individual neurons represents the net result of an integrated network of injury-induced signals superimposed on pre-injury stochastic gene expression.

### A rheostat model of neuronal survival after TBI

Korsmeyer et al. [51] suggested that the balance of pro- and anti-apoptotic factors, working as a cell survival rheostat, controlled the fate of cancer cells. Similarly, our data suggest that neuronal survival after TBI is regulated by a cell survival/death rheostat (Fig. 7). In all gene expression systems, specific genes show randomly fluctuating levels of expression, perhaps insuring that some proportion of cells will adapt and respond to sudden stressors [52], [53]. We suggest that, in hippocampal neurons subjected to TBI, neuronal survival is promoted by pro-survival gene networks that are upregulated either stochastically pre-injury or induced post-injury as part of the brain's protective response, and most importantly, increase the ratio of pro-survival to pro-death genes. Conversely, in dying neurons, the ratio is reversed. The cell survival rheostat has no single switch, but rather is a continuously variable function that interacts with TBI or with other injuries as they act upon hundreds of signaling pathways induced by TBI. To support of our model, we speculate that analysis of degenerating and surviving neurons in animal models of human neurological diseases such as Alzheimer's, Huntington's and Parkinson's may show similar increases in pro-death and pro-survival genes, respectively.

**Figure 7:**
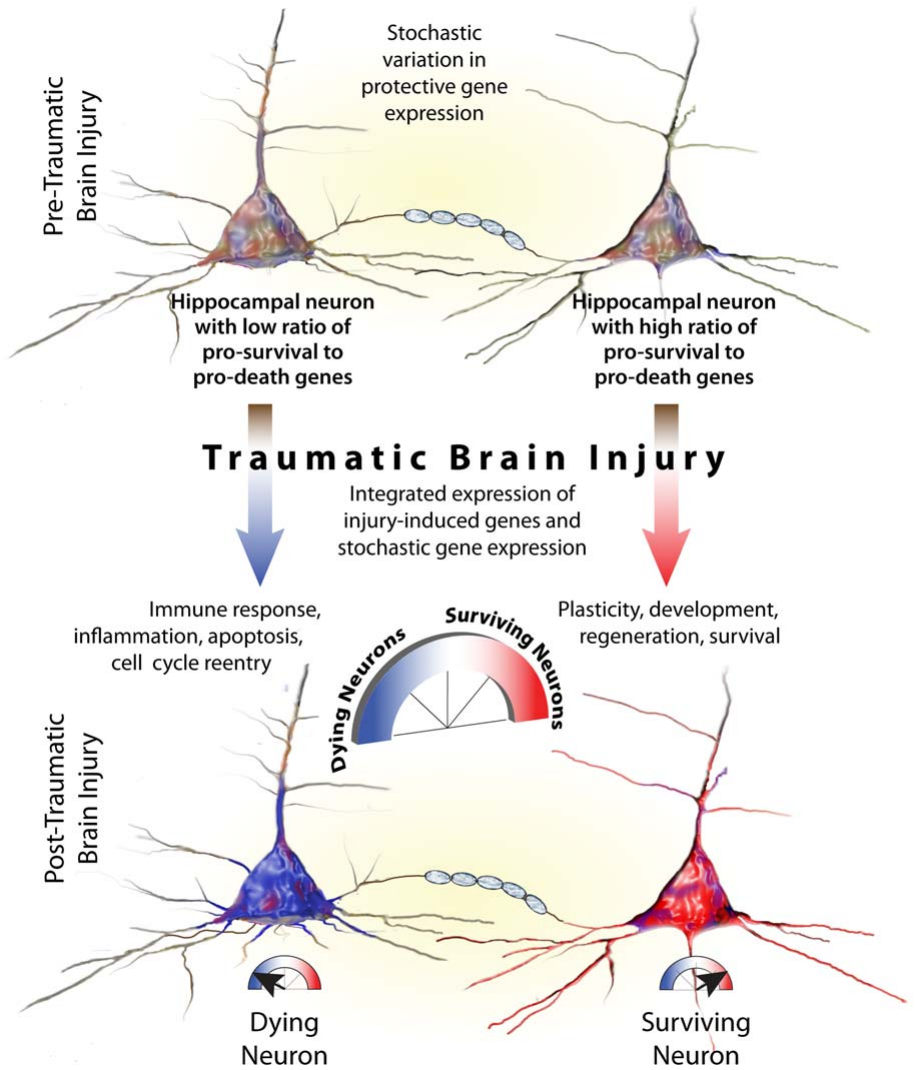
Rheostat model of neuronal survival after traumatic brain injury.

A cellular rheostat appears to be an essential element of ischemic preconditioning (IP), which stimulates fundamental genomic reprogramming that promotes cytoprotection and survival [54]. In a study exploring the modulatory effect of activated microglia on hippocampal neurogenesis, Battista et al. suggest that the balance between pro- and anti-inflammatory molecules provides a rheostat-like regulation [55]. The discovery of signaling networks that regulate cell death also supports the existence of a cell death/survival rheostat [56].

Molecular rheostats are ubiquitous and central to transcriptional regulation [57], metabolism [58], [59] and maintenance of homeostasis. Regulatory microRNAs fine-tune protein synthesis according to the needs of cells [43] and their dysregulation contributes to several neurodegenerative disorders [60]. MAPK-regulated gene transcription has been described as a continuously variable, rheostat-like switch [61]. Small molecule metabolites act as dynamic rheostats to fine-tune defined gene circuits by binding to chromatin-modifying enzymes and regulating the activity of transcriptional corepressors [62]. Individual genes have been shown to act as molecular rheostats. The histone deacetylase, SIRT 1, is thought to act as a rheostat to modulate the functional link between energy metabolism and circadian clock machinery [63]. The transcription factor, Sox-2, functions as a molecular rheostat for stem cell differentiation [64]. Memory formation is determined by a cellular rheostat in which the dynamic expression of CREB at the time of learning determines which neurons encode memories [65].

Interestingly, treatments that coordinately upregulate or downregulate key cell signals appear to modulate the cell-survival rheostat. For example, the anti-aging intervention, caloric restriction (CR), appears to shift metabolic rheostats that increase antioxidant defenses [66] and resemble the molecular mechanisms associated with ischemic preconditioning [67]. CR has also been shown to induce recovery of spatial memory deficits in rats subjected to global cerebral ischemia [68]. Indeed, the reported effects of both CR and IP on global neuroprotective gene expression networks directly support the concept of a cellular rheostat that integrates external and endogenous signals to increase the possibility of a beneficial functional outcome.

### Modulating the cell survival rheostat to promote neural repair after TBI

If cell survival is an emergent property of complex cell signaling networks, then polygenic therapeutic strategies may be necessary to effectively shift the neuronal death rheostat, rather than strategies targeting individual genes. In neurons that survive TBI, increased expression of genes associated with neuronal development suggests that therapeutic strategies could target networks of genes associated with development and cellular reprogramming. Indeed, our study reflects the recent observation that clinical management could be linked to molecular biology by identifying core subnetworks associated with diseases. Therapeutic strategies could be designed to influence the net output of these molecular rheostats [69]. Therapeutic application of this model to disease states other than TBI will require identification of common signaling networks associated with cell survival in surviving neurons from other neurological disorders.

In terms of prompt application of these concepts to therapy of TBI patients, several drugs that are used clinically for other purposes have the potential to alter the cell survival rheostat, perhaps by influencing the expression of gatekeeper genes that act on other genes involved in cell survival. Several therapies are currently used to treat the common sequelae of TBI, such as depression, anxiety and cognitive dysfunction. Some of the drugs used to modify these disorders activate pro-survival genes. Indeed, the beneficial effects of these drugs could be interpreted as a positive effect on the cell survival rheostat. Donepezil (Aricept) appears to improve cognition in TBI and Alzheimer's Disease patients, in part, by influencing CREB expression and CREB-mediated enhancement of neurogenesis [70]. Rolipram, an inhibitor of phosphodiesterase type IV, also activates CREB pathways and enhances neurogenesis [71] and could be therapeutic for TBI patients. In transgenic Alzheimer's mice, treatment with sildenafil, a phosphodiesterase 5 inhibitor that enhances phosphorylation of CREB, improved memory and reduced Aβ levels [72]. Several FDA-approved antidepressants exert pleiotropic effects on multiple prosurvival pathways—anti-inflammatory properties and promotion of synaptic structural plasticity [73]–[75]. Some of the effects of the antidepressant lithium on mood stabilization and neurogenesis are mediated by its inhibitory effects on a key protein, glycogen synthase kinase-3β, thus influencing a cascade of pro-survival cell signaling networks [76]. Rasagiline acts on multiple targets and may be neuroprotective in several neurodegenerative disorders [77].

Several drugs used for non-neurologic disorders also exert pleiotropic effects. Rapamycin, which inhibits microglial activation, was neuroprotective in TBI models [78], [79]. In aging mice, rapamycin's lifespan-extending effects appeared to be mediated by inhibition of the mTOR pathway, which has pleiotropic effects on autophagy, cell growth, cell-cycle progression, mitochondrial metabolism and insulin-like signaling [80]. BDNF increased expression of AMPK, which, like rapamycin, negatively regulates the mTOR pathways [81]. Perhaps drugs that activate AMPK, such as AMPK-mimetics or the antidiabetic drug metformin, could be neuroprotective after TBI [82]. These drugs all appear to work on key cell signaling cascades that result in a favorable shift in the cell survival rheostat. To support of our rheostat model of neuronal survival, in future experiments we will compare the effects of potentially neuroprotective drugs on the transcriptome of drug-treated TBI rats. We speculate that drugs which increase expression of multiple cell signaling networks associated with cell survival and regeneration will have the greatest translational potential.

Increasingly, it is accepted that understanding the function and regulation of molecular networks and how they are perturbed or affected by disease is critical to understanding the complex etiology of human disorders. Our study provides only a brief snapshot of the effects of TBI on some cell signaling networks that are involved in cell survival or cell death but our data supports our conclusion that cell fate after TBI is not only an emergent property of multiple interacting cell-survival signals but that stochastic variations in cell survival signals that exist pre-injury may influence cell fate. Although this idea is not novel, our hypothesis that cell fate is determined by the integration of injury-induced gene expression with pre-injury stochastic expression of cell death and cell survival genes in neurons subjected to brain trauma has not hitherto been considered in studies of TBI. Thus, we suggest that therapeutic interventions that mobilize multiple, endogenous regenerative cell signaling networks have the potential to significantly improve treatment and functional recovery in TBI patients. Moreover, if stochastic fluctuations in pre-injury expression of pro-survival genes can affect cell fate, there is an important implication from this hypothesis. Not unlike a preconditioning effect, some studies have shown that consumption of omega-3 fatty acids – the components in fish oil that have proven anti-inflammatory and antioxidative properties – may improve outcome after brain injury and neurodegenerative disorders suggesting that dietary interventions could influence recovery from clinical brain injury [83], [84]. Finally, instead of specific biomarkers, the global mobilization of a constellation of cell survival and regenerative signals could be utilized as a useful screening tool, a transcriptional cell survival signature, to evaluate the therapeutic potential of neuroprotective drugs for TBI and other neurodegenerative disorders.

## Materials and Methods

### Fluid percussion traumatic brain injury

The Institutional Animal Care and Use Committee of the University of Texas Medical Branch approved all animal procedures (Approval ID # 0105015 through 30 April 2012). Fluid percussion TBI was performed on 400–500 g male Sprague-Dawley rats as previously described [20].

### Sample preparation and laser capture microdissection (LCM) for real-time PCR and microarray analysis

24 h post-injury, rat brains were removed, immediately frozen in dry ice and stored at −80°C until they were prepared for cryostat sectioning and laser capture. Once the hippocampal region was reached (Bregma –3.15 mm to Bregma −4.15 mm), 10 µm coronal serial sections were collected and mounted on uncoated, precleaned superfrost glass slides (Fisher Scientific, Pittsburgh, PA). The slides were kept at −20°C until sectioning was complete. Immediately after sectioning, the frozen sections were thawed at room temperature for 30 sec and fixed for 1 min with 75% ethanol, briefly rinsed in RNase-free water (1 min), stained with 1% cresyl violet (10–15 sec), rinsed in RNase-free water (30 sec×2), stained with 0.001% Fluoro-Jade (4 min), rinsed in RNase-free water (1 min×3), then dehydrated in 95% ethanol (30 sec), 100% ethanol (30 sec) and xylene (3 min×2), air-dried for 10 to 15 min in a hood, and stored desiccated for no more than 1 hr at room temperature before LCM. All solutions were prepared with RNase-free water; and the cresyl violet and the Fluoro-Jade solutions were sterile filtered just before use. Fluoro-Jade staining clearly distinguishes dying, degenerating neurons from surviving neurons in the rat brain [8], [15], [85], and we have adapted the conventional staining protocol for maximum preservation of RNA integrity during the laser microdissection procedures.

LCM was performed using a PixCell IIe laser capture microscope with an infrared diode laser (MDS Analytical Technologies, Sunnyvale, CA). To minimize contamination from adjacent surviving Fluoro-Jade negative hippocampal CA3 pyramidal neurons, dying, Fluoro-Jade-positive CA3 neurons from the ipsilateral (directly under the injury site) rat hippocampus were captured using the smallest laser spot size (7.5 micron) with a power setting of 75–100 mW and pulse duration of 0.45–0.85 ms, but these last two settings were adjusted, as necessary, for optimum capture of the cells. Surviving, Fluoro-Jade-negative neurons were only selected when found adjacent to dying neurons. Pools of dying and surviving neurons were captured on the thermoplastic films of separate CapSure Macro LCM Caps (MDS Analytical Technologies, Sunnyvale, CA). The caps with captured cells were placed in 0.5 ml tubes with 100 µl lysis solution from the RNAquous-Micro RNA isolation kit (Ambion, Austin, TX) and vortexed for 15 sec immediately after capture, stored at −20°C and then vortexed for 30 sec before the RNA isolation procedure. Unless specified, individual neurons were pooled from 3–6 rat brains for microarray studies and pooled dying and surviving neurons from 6 or 7 separate rats were used for PCR confirmation studies.

### RNA preparation for microarray analysis

Dying and surviving neurons (approximately 600 neurons each) from at least three rats were pooled for each biological replicate sample during the RNA isolation procedure by running the RNA/lysis solution mixtures of multiple LCM caps sequentially through the same spin columns and total RNA was isolated using the RNAqueous-Micro kit according to the manufacturer's protocols. Following spin column purification, post-elution DNase1 treatment was performed according to protocols in the RNAqueous Micro kit to remove trace amounts of genomic DNA. The concentration and quality of total RNA was assessed using an Agilent Bioanalyzer with the RNA6000 Pico Lab Chip (Agilent Technologies). Only pooled RNA samples of high quality and sufficient quantity (>25 pg/µl) were used for Agilent array analysis. RNA preparation for real-time PCR analysis of array data and stochastic gene expression analysis was identical to that for microarray analysis except for the numbers of dying and surviving neurons used in these procedures (see below).

### Agilent whole-genome rat microarrays

Labeled cRNA was prepared from total RNA samples. Briefly, the Poly(A)+ RNA population within total RNA was amplified using MessageAMP II (Applied Biosystems, Foster City, CA). After a second round of reverse transcription, second-strand cDNA synthesis, and purification of double-stranded cDNA, in vitro transcription was performed using T7 RNA polymerase in the presence of Biotin-11-UTP. The quantity and quality of the cRNA was assayed by spectrophotometry and on the Agilent Bioanalyzer.

Biological replicate samples of dying and surviving hippocampal neuron total RNA were labeled and hybridized in duplicate to Agilent whole-genome rat arrays (Agilent Technologies, Santa Clara, CA). 1 µg of purified cRNA was fragmented to uniform size and applied to the microarrays in hybridization buffer. Agilent Whole-Genome rat microarrays are comprised of approximately 41,000 60-mer probes designed to conserved exons across the transcripts of targeted genes. These probes represent well annotated, full length, and partial rat gene sequences from major public databases. Arrays were hybridized at 65°C for 17 hrs in a rotating incubator and washed at 37°C for 1 min. After staining with Streptavidin-Alexa555, rinsed and dried arrays were scanned with an Agilent G2565 Microarray Scanner (Agilent Technologies, Santa Clara, CA) at 5 µm resolution. Agilent Feature Extraction software was used to process the scanned images from arrays (gridding and feature intensity extraction) and the data generated for each probe on the array was analyzed with GeneSpring GX v7.3.1 software (Agilent Technologies, Santa Clara, CA).

### Gene and Ingenuity Pathway analysis

To compare individual gene expression values across arrays, raw data from Agilent arrays was imported into GeneSpring GX 7.3.1 (Agilent Technologies, Santa Clara, CA) and then expression of individual genes normalized to the median value of each array (per chip normalization to the 50th percentile) as well as the median of each gene across all samples. Genes were removed for further analysis if at least one replicate sample was not above background intensity. Further filtering was performed to only include genes whose values were within 50% for biological replicate samples. The filtered gene list was queried for genes that have ratios greater than 2.0 and less than 0.5 (2-fold changes) in surviving or dying neurons relative to sham treatment. The filtered genes were uploaded into Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Redwood City, CA) and mapped to the functional networks available in the Ingenuity Pathway Knowledge Base. Genes displaying 5-fold or greater changes (between dying, Fluoro-Jade-positive and surviving, Fluoro-Jade-negative neurons) in pathways and networks with highly significant enrichments based on P values were further analyzed.

Biological function analysis showed that genes associated with behavior were significantly overrepresented. Then, the behavior gene list was used as a base and expanded using the “expand” and “explore” functions from Ingenuity, to generate a complete network of genes with 5-fold difference in expression between dying and surviving neurons. The network was then clustered into seven pathways based on proximity in the network and direction of the changes in expression.

### Accession Numbers

Microarray data is MIAME compliant and raw data has been deposited in the Gene Expression Omnibus under the accession number **GSE16735**.

### Real-time quantitative PCR validation of Agilent array data

Quantitative real-time PCR was performed on a MX3000 multiplex Quantitative PCR System from Strategene (La Jolla, CA) with Taqman reagents from Applied Biosystems (Foster City, CA). Reverse transcriptase (RT) reactions were performed with reagents from the Taqman Reverse Transcriptase Reagents kit; and the AmpliTaq Gold polymerase with Gene Amp kit was used for qPCR sequences of the probe (Table S9), forward primers and reverse primers for all genes were designed using BioRad (Hercules, CA) Beacon Designer Software. The probes were labeled by Integrated DNA Technologies (Coraville, IA) with the recommended 5′dyes (FAM, Cy5, HEX or ROX) and the 3′ quenchers (Tamra NHS Ester-Sp or Iowa Black). One 50 µl RT reaction was completed for each DNase-treated RNA sample as follows. Total RNA, from approximately 300 neurons acquired by LCM, in a volume of 10 µl was added to 5 µl of 10×buffer, 11 µl of 25 mM MgCl2, 10 µl of dNTP (10 mM each dNTP), 2.5 µl of random hexamers (50 µM, 5 nmoles random hexamers), 1 µl of RNase inhibitor enzyme (20 U/ul), 1.25 µl of Multiscribe Reverse Transcriptase enzyme (50 U/µl) and 9.25 µl of nuclease-free water. The RT reactions were incubated for 10 min at 25°C, then 30 min at 48°C, and 5 min at 95°C in a Robocycler PCR machine (Stratagene). The PCR reactions were performed using 1 µl of the RT produced from the above procedure for each 25 µl PCR reaction. The PCR was performed as follows: 2.5 µl of the 10×buffer (containing 15 mM MgCl2 from the AmpliTaq Gold with Gene Amp kit), 4 µl of 25 mM MgCl2, 2 µl of 10 mM dNTPs (2.2 µl were used for 2- and 3-gene multiplexing sets and 2.5 µl were used for a four-gene set), 0.1 µl forward and reverse primers at 25–75 uM (100–300 nM in final concentration), 0.1 µl of Taqman dual labeled probe from IDT at 12.5–25 uM (50–100 nM in final concentration), and 0.125 µl of AmpliTaq gold (0.25 µl were used for a two-gene multiplexing set, 0.375 µl for a three-gene set and 0.5 µl for a fourgene set). The final volume of the reaction was brought to 25 µl with nuclease-free water. This reaction is used for a single well in the 96-well plate. The Thermal Profile setup used for the PCR reaction was one cycle for 2 min at 50°C, then one cycle for 10 min at 95°C, and a two-step PCR with 50 cycles each for 15 sec at 95°C and 1 min at 60°C.

### Validation of muliplexed real-time PCR

Each PCR reaction was performed in triplicate and standard curves were performed in triplicate for each primer and probe set and every multiplexing set using 1 µl of a 1∶10 serial dilution of a 1 µg RT reaction. Standard curve points were tested with 5 points from 20 ng to 2 pg of RT per PCR reaction. Every multiplexing set has a standard curve containing at least four of the five points (detects down to 20 pg) with an efficiency of 90%–110% and an RSq value above 0.98. Every experiment contained a no-template-negative control and a no-RT-negative control. Valid controls are those in which Ct values are always at least 5 Ct values below the lowest experimental value for that specific gene. We used GAPDH as our normalizing gene for all of our PCRs. All data from the PCR was collected and analyzed using MXPro software (Stratagene).

### Statistical analysis of gene expression in dying vs. surviving neurons

Significant differences in levels of mRNA for 27 different genes in dying and surviving neurons, as determined by quantitative real-time PCR, were assessed using the two-sample t test. Data analysis was conducted using statistical software, SAS®, Release 9.1 (SAS Institute Inc., SAS/STAT® 9.1 User's Guide, Cary, NC: SAS Institute Inc., 2004).

### Real-time PCR analysis of stochastic gene expression in naïve, surviving and dying neurons

Tissue was frozen in OCT mounting medium from six naïve and severe TBI brains, 10 µm sections were cut on a cryostat and mounted on superfrost clean slides. Sections from the TBI brain were stained with 0.001% Fluoro-Jade (Histo-chem) and counterstained with 1% cresyl violet and prepared for laser capture as described above. The naïve sections were stained only with 1% cresyl violet. LCM was performed as described above. 10 Fluoro-Jade-positive neurons (dying) and the adjacent 10 Fluoro-Jade-negative neurons (surviving) in the CA3 region of the hippocampus were collected from the same section in each TBI brain on separate CapSure Macro LCM Caps (Arcturus Engineering, Mountain View, CA). Ten neurons were also collected from the same section of each naïve brain on separate Macro caps. The caps were vortexed with a 100 ul of lysis buffer and stored at −80C until RNA isolation. RNA was isolated using the RNA Aqueous kit (Ambion) and then DNase treated at 37°C to remove any traces of genomic DNA. Total RNA was reverse transcribed using the Taqman Reverse Transcriptase Reagents kit (Applied Biosystems cat# N808-0234). Real-Time PCR was performed using a MX3000P Quantitative PCR system (Stratagene) as described previously.

### Statistical Methods for random sampling of stochastic gene expression

Due to complexity in the statistical design of this experiment, expression data were analyzed in 2 folds for each gene. Dying and surviving cells of TBI brains were from adjacent areas in the same brain. Therefore, brain (or animal) was playing a roll of “block” and death/survival was fixed effect. Those data were analyzed using analysis of variance for the randomized block design. Effects of TBI on gene expression were assessed using the mean differences of surviving cells in TBI animals and normal cells from naïve animals with the two-sample t-test. Effect of TBI on variability of gene expression among animals was assessed using the variance ratio of surviving cells to naïve cells with the F test. All tests were assessed at the 0.05 level of significance. Statistical computations were carried out using statistical software, the SAS® system, release 9.1 [86].

### Immunofluorescence and Fluoro-Jade C protocol for perfused sections

24 h after fluid percussion injury, rats were anesthetized, transcardially perfused, and fixed with freshly prepared, ice-cold, 4% paraformaldehyde in PBS (pH 7.4). Brains were removed, postfixed in 4% paraformaldehyde 1 hr at room temperature and embedded in 20% sucrose solution in PBS overnight at 4°C. Brains were frozen in O.C.T. embedding medium (Tissue Tek; Sakura, Tokyo, Japan), 16 µm thick frozen serial sections were cut on a cryostat , placed on precleaned superfrost plus slides (VWR, West Chester, PA), and stored at −80°C until needed. Frozen sections were allowed to equilibrate to room temperature and then incubated in NAOH+80% Ethanol for 5 min. Sections were then rinsed in 70% ethanol for 2 min, rinsed in de-ionized water for 2 min, incubated in 0.06% potassium permanganate for 3 min and rinsed in de-ionized water for 2 min. Sections were then blocked and permeabilized in 3% BSA with 0.3% Trition X-100 in PBS at room temperature for 30 min and then incubated in primary antibody diluted in PBS overnight at 4°C. Sections were rinsed for 5 min in PBS, and then incubated in ALEXA-conjugated secondary antibody diluted in PBS for 1 hr at room temperature (Alexa-594, 1∶250 dilution; Molecular Probes, Eugene, OR). The sections were then rinsed once in PBS for 5 min and incubated in 0.0001% Fluoro-Jade C+0.1% acetic acid for 10 min (Histochem Inc, Jefferson, Arkansas). Sections were rinsed 3 times 1 min in water, dehydrated in xylene for 1 min and coverslipped with Permount (Fisher Scientific, Houston, Texas). Staining controls were produced by omitting the primary antibodies.

### Immunofluorescence and Fluoro-Jade C protocol for fresh-frozen sections

24 h after fluid percussion TBI, rats were anesthetized and sacrificed. Brains were removed, frozen on dry ice for 10 min and then stored at −80°C until sectioned. Frozen 10 µm thick serial sections were cut on a cryostat, placed on pre-cleaned superfrost plus slides, and stored at −80°C until needed. Prior to immunolabeling, frozen sections were allowed to equilibrate to room temperature, fixed for 15 min in ice-cold, 4% paraformaldehyde and rinsed 3 times 5 min in PBS. They were then blocked in 5% normal serum in PBS for 30 min at room temperature and incubated in primary antibody diluted in PBS overnight at 4°C. The sections were rinsed 3 times 10 min in PBS, then incubated in ALEXA-conjugated secondary antibody diluted 1∶400 in PBS for 1 hr at room temperature (Alexa-594, Molecular Probes, Eugene OR). The sections were rinsed twice in PBS for 10 min, rinsed in tap water for 5 min, incubated in 0.06% potassium permanganate in tap water for 1 min and rinsed in tap water for 2 min. They were incubated in 0.0001% Fluoro-Jade C+0.1% acetic acid for 10 min (Histochem Inc., Jefferson, AR), rinsed 3 times, 1 min in tap water and finally mounted with acidic mounting media (0.1% acetic acid-80% glycerol). Staining controls were produced by omitting the primary antibodies.

### Immunohistochemistry protocol for diaminobenzidine (DAB) detection

Sections were washed in dH2O three times 5 min. Sections were then fixed in either acetone or methanol for 10 min. Sections were then washed in PBS for 5 min and incubated in 0.3% hydrogen peroxide in methanol for 20 min, rinsed in water twice for 5 min and then washed in PBS for 5 min. Sections were then incubated with a blocking solution (kit from Vector Biolabs) for 1 hr and then incubated in primary antibody that was diluted in blocking solution overnight at 4°C. Sections were rinsed in PBS three times 5 min, incubated for 30 min with diluted biotinylated secondary antibody (Vector Biolabs) at room temperature, rinsed in PBS three times 5 min and then incubated with Vectastain ABC reagent at room temperature for 45 min. Sections were rinsed in PBS three times 5 min and then incubated with DAB substrate for 2–10 min. Sections were immersed in dH20 for 5 min and then counterstained with hematoxylin and dehydrated in 95% ETOH 2×10 sec, then 100% ETOH 2×10 sec, followed by xylene 2×10 sec. Sections were air dried and then mounted with Permount.

Following immunohistochemistry, the sections were visualized using an Olympus BX51 microscope.

## Supporting Information

Figure S1 **Microarray analysis.**
(TIF) Click here for additional data file.

Figure S2 **Group 1.**
(TIF) Click here for additional data file.

Figure S3 **Group 2.**
(TIF) Click here for additional data file.

Figure S4 **Group 3.**
(TIF) Click here for additional data file.

Figure S5 **Group 4.**
(TIF) Click here for additional data file.

Figure S6 **Group 5.**
(TIF) Click here for additional data file.

Figure S7 **Group 6.**
(TIF) Click here for additional data file.

Figure S8 **Group 7.**
(TIF) Click here for additional data file.

Table S1 **Gene ontology annotations of genes differentially expressed 2-fold or greater between dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S2 **Group 1: SNCA Homeostasis genes differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S3 **Group 2: CD47 homeostasis differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S4 **Group 3: BDNF, DRD4, PDCD6IP, cell death control genes differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S5 **Group 4: BDNF and CREB genes differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S6 **Group 5: IL1β, CASP3 immune response genes differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S7 **Group 6: SOCS Acute Phase genes differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S8 **Group 7: YY1 Oxidative Stress Response genes differentially expressed in dying and surviving neurons.**
(DOC) Click here for additional data file.

Table S9 **Probe and primer sequences for qPCR.**
(DOC) Click here for additional data file.

References S1 **Supplementary References.**
(DOC) Click here for additional data file.

## References

[1] Squire LR, Stark CE, Clark RE (2004). The medial temporal lobe.. Annu Rev Neurosci.

[2] Bast T (2007). Toward an integrative perspective on hippocampal function: from the rapid encoding of experience to adaptive behavior.. Rev Neurosci.

[3] Thornhill S, Teasdale GM, Murray GD, McEwen J, Roy CW (2000). Disability in young people and adults one year after head injury: prospective cohort study.. BMJ.

[4] French LM, Parkinson GW (2008). Assessing and treating veterans with traumatic brain injury.. J Clin Psychol.

[5] Warden D (2006). Military TBI During the Iraq and Afghanistan Wars.. J Head Trauma Rehabil.

[6] Schouten JW (2007). Neuroprotection in traumatic brain injury: a complex struggle against the biology of nature.. Curr Opin Crit Care.

[7] Hellmich HL, Garcia JM, Shimamura M, Shah SA, Avila MA (2005). Traumatic brain injury and hemorrhagic hypotension suppress neuroprotective gene expression in injured hippocampal neurons.. Anesthesiology.

[8] Hellmich HL, Eidson KA, Capra BA, Garcia JM, Boone DR (2006). Injured Fluoro-Jade-positive hippocampal neurons contain high levels of zinc after traumatic brain injury.. Brain Res.

[9] Raj A, Rifkin SA, Andersen E, van Oudenaarden A (2010). Variability in gene expression underlies incomplete penetrance.. Nature.

[10] Raj A, van Oudenaarden A (2008). Nature, nurture, or chance: stochastic gene expression and its consequences.. Cell.

[11] Chang HH, Hemberg M, Barahona M, Ingber DE, Huang S (2008). Transcriptome-wide noise controls lineage choice in mammalian progenitor cells.. Nature.

[12] Hanna J, Saha K, Pando B, van ZJ, Lengner CJ (2009). Direct cell reprogramming is a stochastic process amenable to acceleration.. Nature.

[13] Fraser D, Kaern M (2009). A chance at survival: gene expression noise and phenotypic diversification strategies.. Mol Microbiol.

[14] Losick R, Desplan C (2008). Stochasticity and cell fate.. Science.

[15] Schmued LC, Albertson C, Slikker W (1997). Fluoro-Jade: a novel fluorochrome for the sensitive and reliable histochemical localization of neuronal degeneration.. Brain Res.

[16] Ye X, Carp RI, Schmued LC, Scallet AC (2001). Fluoro-Jade and silver methods: application to the neuropathology of scrapie, a transmissible spongiform encephalopathy.. Brain Res Brain Res Protoc.

[17] Bota M, Dong HW, Swanson LW (2003). From gene networks to brain networks.. Nat Neurosci.

[18] Lein ES, Hawrylycz MJ, Ao N, Ayres M, Bensinger A (2007). Genome-wide atlas of gene expression in the adult mouse brain.. Nature.

[19] Hoge CW, McGurk D, Thomas JL, Cox AL, Engel CC (2008). Mild traumatic brain injury in U.S. Soldiers returning from Iraq.. N Engl J Med.

[20] Shimamura M, Garcia JM, Prough DS, Hellmich HL (2004). Laser capture microdissection and analysis of amplified antisense RNA from distinct cell populations of the young and aged rat brain: effect of traumatic brain injury on hippocampal gene expression.. Mol Brain Res.

[21] Herrup K, Busser JC (1995). The induction of multiple cell cycle events precedes target-related neuronal death.. Development.

[22] Nagy Z (2000). Cell cycle regulatory failure in neurones: causes and consequences.. Neurobiol Aging.

[23] McLaughlin B, Hartnett KA, Erhardt JA, Legos JJ, White RF (2003). Caspase 3 activation is essential for neuroprotection in preconditioning.. Proc Natl Acad Sci U S A.

[24] Seo SY, Chen YB, Ivanovska I, Ranger AM, Hong SJ (2004). BAD is a pro-survival factor prior to activation of its pro-apoptotic function.. J Biol Chem.

[25] Alberts P, Rudge R, Irinopoulou T, Danglot L, Gauthier-Rouviere C (2006). Cdc42 and actin control polarized expression of TI-VAMP vesicles to neuronal growth cones and their fusion with the plasma membrane.. Mol Biol Cell.

[26] Kesavan G, Sand FW, Greiner TU, Johansson JK, Kobberup S (2009). Cdc42-mediated tubulogenesis controls cell specification.. Cell.

[27] Grossmann KS, Wende H, Paul FE, Cheret C, Garratt AN (2009). The tyrosine phosphatase Shp2 (PTPN11) directs Neuregulin-1/ErbB signaling throughout Schwann cell development.. Proc Natl Acad Sci U S A.

[28] Pagani MR, Oishi K, Gelb BD, Zhong Y (2009). The phosphatase SHP2 regulates the spacing effect for long-term memory induction.. Cell.

[29] Pirity MK, Locker J, Schreiber-Agus N (2005). Rybp/DEDAF is required for early postimplantation and for central nervous system development.. Mol Cell Biol.

[30] Chandra S, Gallardo G, Fernandez-Chacon R, Schluter OM, Sudhof TC (2005). Alpha-synuclein cooperates with CSPalpha in preventing neurodegeneration.. Cell.

[31] Almeida RD, Manadas BJ, Melo CV, Gomes JR, Mendes CS (2005). Neuroprotection by BDNF against glutamate-induced apoptotic cell death is mediated by ERK and PI3-kinase pathways.. Cell Death Differ.

[32] Lynch G, Kramar EA, Rex CS, Jia Y, Chappas D (2007). Brain-derived neurotrophic factor restores synaptic plasticity in a knock-in mouse model of Huntington's disease.. J Neurosci.

[33] Josselyn SA, Nguyen PV (2005). CREB, synapses and memory disorders: past progress and future challenges.. Curr Drug Targets CNS Neurol Disord.

[34] Mayr B, Montminy M (2001). Transcriptional regulation by the phosphorylation-dependent factor CREB.. Nat Rev Mol Cell Biol.

[35] Deschaseaux F, Sensebe L, Heymann D (2009). Mechanisms of bone repair and regeneration.. Trends Mol Med.

[36] Johnston MV (2009). Plasticity in the developing brain: implications for rehabilitation.. Dev Disabil Res Rev.

[37] Boulanger LM (2009). Immune proteins in brain development and synaptic plasticity.. Neuron.

[38] Winship IR, Murphy TH (2008). In vivo calcium imaging reveals functional rewiring of single somatosensory neurons after stroke.. J Neurosci.

[39] Lee YS, Silva AJ (2009). The molecular and cellular biology of enhanced cognition.. Nat Rev Neurosci.

[40] Lu T, Pan Y, Kao SY, Li C, Kohane I (2004). Gene regulation and DNA damage in the ageing human brain.. Nature.

[41] Tanaka EM, Ferretti P (2009). Considering the evolution of regeneration in the central nervous system.. Nat Rev Neurosci.

[42] Andrews MR, Czvitkovich S, Dassie E, Vogelaar CF, Faissner A (2009). Alpha9 integrin promotes neurite outgrowth on tenascin-C and enhances sensory axon regeneration.. J Neurosci.

[43] Baek D, Villen J, Shin C, Camargo FD, Gygi SP (2008). The impact of microRNAs on protein output.. Nature.

[44] Fortini ME (2009). Notch signaling: the core pathway and its posttranslational regulation.. Dev Cell.

[45] Gygi SP, Rochon Y, Franza BR, Aebersold R (1999). Correlation between protein and mRNA abundance in yeast.. Mol Cell Biol.

[46] Papa L, Akinyi L, Liu MC, Pineda J, Tepas J (2009). Ubiquitin C-terminal hydrolase is a novel biomarker in humans for severe traumatic brain injury*.. Crit Care Med.

[47] Ramocki MB, Zoghbi HY (2008). Failure of neuronal homeostasis results in common neuropsychiatric phenotypes.. Nature.

[48] Seeley WW, Crawford RK, Zhou J, Miller BL, Greicius MD (2009). Neurodegenerative diseases target large-scale human brain networks.. Neuron.

[49] Chen Y, Zhu J, Lum PY, Yang X, Pinto S (2008). Variations in DNA elucidate molecular networks that cause disease.. Nature.

[50] Zhang SJ, Steijaert MN, Lau D, Schutz G, Delucinge-Vivier C (2007). Decoding NMDA receptor signaling: identification of genomic programs specifying neuronal survival and death.. Neuron.

[51] Korsmeyer SJ, Shutter JR, Veis DJ, Merry DE, Oltvai ZN (1993). Bcl-2/Bax: a rheostat that regulates an anti-oxidant pathway and cell death.. Semin Cancer Biol.

[52] Thattai M, van OA (2004). Stochastic gene expression in fluctuating environments.. Genetics.

[53] Kaern M, Elston TC, Blake WJ, Collins JJ (2005). Stochasticity in gene expression: from theories to phenotypes.. Nat Rev Genet.

[54] Dirnagl U, Becker K, Meisel A (2009). Preconditioning and tolerance against cerebral ischaemia: from experimental strategies to clinical use.. Lancet Neurol.

[55] Battista D, Ferrari CC, Gage FH, Pitossi FJ (2006). Neurogenic niche modulation by activated microglia: transforming growth factor beta increases neurogenesis in the adult dentate gyrus.. Eur J Neurosci.

[56] Hitomi J, Christofferson DE, Ng A, Yao J, Degterev A (2008). Identification of a molecular signaling network that regulates a cellular necrotic cell death pathway.. Cell.

[57] Han JS, Szak ST, Boeke JD (2004). Transcriptional disruption by the L1 retrotransposon and implications for mammalian transcriptomes.. Nature.

[58] Armstrong JS, Whiteman M, Yang H, Jones DP (2004). The redox regulation of intermediary metabolism by a superoxide-aconitase rheostat.. Bioessays.

[59] Bigelow DJ, Squier TC (2005). Redox modulation of cellular signaling and metabolism through reversible oxidation of methionine sensors in calcium regulatory proteins.. Biochim Biophys Acta.

[60] Hebert SS, De SB (2009). Alterations of the microRNA network cause neurodegenerative disease.. Trends Neurosci.

[61] Hazzalin CA, Mahadevan LC (2002). MAPK-regulated transcription: a continuously variable gene switch?. Nat Rev Mol Cell Biol.

[62] Ladurner AG (2006). Rheostat control of gene expression by metabolites.. Mol Cell.

[63] Grimaldi B, Nakahata Y, Kaluzova M, Masubuchi S, Sassone-Corsi P (2009). Chromatin remodeling, metabolism and circadian clocks: the interplay of CLOCK and SIRT1.. Int J Biochem Cell Biol.

[64] Kopp JL, Ormsbee BD, Desler M, Rizzino A (2008). Small increases in the level of Sox2 trigger the differentiation of mouse embryonic stem cells.. Stem cells.

[65] Han JH, Kushner SA, Yiu AP, Cole CJ, Matynia A (2007). Neuronal competition and selection during memory formation.. Science.

[66] Masoro EJ (2000). Caloric restriction and aging: an update.. Exp Gerontol.

[67] Fontan-Lozano A, Lopez-Lluch G, Delgado-Garcia JM, Navas P, Carrion AM (2008). Molecular Bases of Caloric Restriction Regulation of Neuronal Synaptic Plasticity.. Mol Neurobiol.

[68] Roberge MC, Messier C, Staines WA, Plamondon H (2008). Food restriction induces long-lasting recovery of spatial memory deficits following global ischemia in delayed matching and non-matching-to-sample radial arm maze tasks.. Neuroscience.

[69] Schadt EE (2009). Molecular networks as sensors and drivers of common human diseases.. Nature.

[70] Kotani S, Yamauchi T, Teramoto T, Ogura H (2006). Pharmacological evidence of cholinergic involvement in adult hippocampal neurogenesis in rats.. Neuroscience.

[71] Nakagawa S, Kim JE, Lee R, Malberg JE, Chen J (2002). Regulation of neurogenesis in adult mouse hippocampus by cAMP and the cAMP response element-binding protein.. J Neurosci.

[72] Puzzo D, Staniszewski A, Deng SX, Privitera L, Leznik E (2009). Phosphodiesterase 5 inhibition improves synaptic function, memory, and amyloid-beta load in an Alzheimer's disease mouse model.. J Neurosci.

[73] Benekareddy M, Mehrotra P, Kulkarni VA, Ramakrishnan P, Dias BG (2008). Antidepressant treatments regulate matrix metalloproteinases-2 and -9 (MMP-2/MMP-9) and tissue inhibitors of the metalloproteinases (TIMPS 1–4) in the adult rat hippocampus.. Synapse.

[74] Lim CM, Kim SW, Park JY, Kim C, Yoon SH (2008). Fluoxetine affords robust neuroprotection in the postischemic brain via its anti-inflammatory effect.. J Neurosci Res.

[75] Paizanis E, Kelai S, Renoir T, Hamon M, Lanfumey L (2007). Life-long hippocampal neurogenesis: environmental, pharmacological and neurochemical modulations.. Neurochem Res.

[76] Wada A (2009). Lithium and neuropsychiatric therapeutics: neuroplasticity via glycogen synthase kinase-3beta, beta-catenin, and neurotrophin cascades.. J Pharmacol Sci.

[77] Weinreb O, Mandel S, Bar-Am O, Yogev-Falach M, vramovich-Tirosh Y (2009). Multifunctional neuroprotective derivatives of rasagiline as anti-Alzheimer's disease drugs.. Neurotherapeutics.

[78] Erlich S, Alexandrovich A, Shohami E, Pinkas-Kramarski R (2007). Rapamycin is a neuroprotective treatment for traumatic brain injury.. Neurobiol Dis.

[79] Hailer NP (2008). Immunosuppression after traumatic or ischemic CNS damage: it is neuroprotective and illuminates the role of microglial cells.. Prog Neurobiol.

[80] Harrison DE, Strong R, Sharp ZD, Nelson JF, Astle CM (2009). Rapamycin fed late in life extends lifespan in genetically heterogeneous mice.. Nature.

[81] Gomez-Pinilla F, Vaynman S, Ying Z (2008). Brain-derived neurotrophic factor functions as a metabotrophin to mediate the effects of exercise on cognition.. Eur J Neurosci.

[82] Steinberg GR, Kemp BE (2009). AMPK in Health and Disease.. Physiol Rev.

[83] Mills JD, Bailes JE, Sedney CL, Hutchins H, Sears B (2011). Omega-3 fatty acid supplementation and reduction of traumatic axonal injury in a rodent head injury model.. J Neurosurg.

[84] Palacios-Pelaez R, Lukiw WJ, Bazan NG (2010). Omega-3 essential fatty acids modulate initiation and progression of neurodegenerative disease.. Mol Neurobiol.

[85] Hellmich HL, Capra B, Eidson K, Garcia J, Kennedy D (2005). Dose-dependent neuronal injury after traumatic brain injury.. Brain Res.

[86] SAS Institute, Inc. (2004). SAS/STAT User's Guide. Version 9.1.

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S1 — Gene ontology annotations of genes differentially expressed 2-fold or greater between dying and surviving neurons.

**Table-S 1.** Gene ontology annotations of genes differentially expressed 2-fold or greater between dying and surviving neurons.

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S2 — Group 1: SNCA Homeostasis genes differentially expressed in dying and surviving neurons.

**Table S2, Group 1: SNCA Homeostasis genes differentially expressed in dying and surviving neurons.**

| **Accession Number** | **Gene** | **Description** | **Cellular Function** | **Ratio** | **References** |
| --- | --- | --- | --- | --- | --- |
| XM_224614 | BAP1 | BRCA1 associated protein-1 (ubiquitin carboxy-terminal hydrolase) | cytostasis, proliferation, development | 10.230 | [1-2] |
| NM_001005905 | CCT2 | chaperonin containing TCP1, subunit 2 (beta) | growth, protein folding, synaptic plasticity | 5.993 | [3-6] |
| XM_340896 | CDC6 | cell division cycle 6 homolog (S. cerevisiae) | apoptosis, negatively regulates cell proliferation | -7.092 | [7] |
| AI112987 | CDT1 | chromatin licensing and DNA replication factor 1 | cell cycle regulator | -6.494 | [8] |
| NM_017147 | CFL1 | cofilin 1 (non-muscle) | cytoskeletal organization and remodeling | 13.150 | [9-10] |
| NM_053414 | DDX1 | DEAD (Asp-Glu-Ala-Asp) box polypeptide 1 | cell growth, regulation of translation, development | 5.618 | [11-13] |
|  | DUB |  |  | <5 fold |  |
| XM_228753 | HDAC6 | histone deacetylase 6 | regulation of cell cycle and transcription, neuronal plasticity | 5.614 | [14-16] |
| XM_342701 | HERC3 | hect domain and RLD 3 | protein modification and membrane trafficking | 7.180 | [17-18] |
| NM_053842 | MAPK1 | mitogen-activated protein kinase 1 | cell growth, development, survival, signal transduction | 6.982 | [19-22] |
| NM_176079 | MYOD1 | myogenic differentiation 1 | growth, myogenesis, survival | 5.823 | [23] |
|  | Polygalacturonase | |  | <5 fold |  |
| NM_001008289 | SBDS | Shwachman-Bodian-Diamond syndrome | ribosome biogenesis, cell survival | 5.442 | [24-25] |
| NM_134457 | SIAH2 | seven in absentia homolog 2 (Drosophila) | protein catabolism, cell cycle, development | 6.540 | [26-27] |
| XM_001057072 | SKIL | SKI-like oncogene | axonal morphogenesis, proliferation | 7.748 | [28-29] |
| NM_019169 | SNCA | synuclein, alpha (nonA4 component of amyloid precursor) | molecular chaperone, membrane trafficking, cell viability, synaptogenesis, synaptic plasticity | 7.494 | [30-33] |
| XM_215564 | SPG20 | spastic paraplegia 20 (Troyer syndrome) | microtubule dynamics, endosomal trafficking, development | 6.632 | [34-36] |
| XM_228060 | UBASH3A | ubiquitin associated and SH3 domain containing, A | cell regulation, proliferation | 5.219 | [37] |
|  | Ubiquitin | Polyubiquitin, Ub |  | <5 fold |  |
| NM_017237 | UCHL1 | ubiquitin carboxyl-terminal esterase L1 (ubiquitin thiolesterase) | synaptic plasticity, cell homeostasis, development | 5.354 | [38-42] |
| XM_343766 | USP9X | ubiquitin specific peptidase 9, X-linked | synaptic development, self-renewal of neural progenitors | 5.142 | [43-44] |
| XM_218997 | USP47 | ubiquitin specific peptidase 47 | cell growth and survival | 6.876 | [45-46] |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons. | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S3 — Group 2: CD47 homeostasis differentially expressed in dying and surviving neurons.

**Supplemental Table 4, Group 3: BDNF, DRD4, PDCD6IP, cell death control genes differentially expressed in dying and surviving neurons**.

| **Accession Number** | **Gene** | **Description** | **Cellular Function** | **Ratio** | **References** |
| --- | --- | --- | --- | --- | --- |
| XM_220178 | ADCY9 | adenylate cyclase 9 | cAMP signaling, growth | 8.724 | [61-62] |
|  | Adenylate Cyclase | |  | no change | |
| NM_012513 | BDNF | brain-derived neurotrophic factor | growth, development, survival, plasticity | 6.349 | [63-65] |
| AA925583 | BLNK | B-cell linker | apoptosis, inflammatory response | -15.823 | [66-67] |
| BF400818 | CDC42 | cell division cycle 42 (GTP binding protein, 25kDa) | apoptosis, cell cycle progression | -5.376 | [68] |
| AW915356 | DDEF1 | development and differentiation enhancing factor 1 | cell spreading, morphology | 10.520 | [69-70] |
| NM_012944 | DRD4 | dopamine receptor 4 | dopamine signaling, synaptic plasticity, CNS development | 26.700 | [71-75] |
| NM_019356 | EIF2S1 | eukaryotic translation initiation factor 2, subunit 1 alpha, 35kDa | protein synthesis, survival, glucose homeostasis | 5.469 | [76-78] |
| XM_217250 | EPHB1 | EPH receptor B1 | proliferation, morphogenesis, CNS development, synaptic plasticity | 9.849 | [79-82] |
| NM_001034944 | GRAP2 | GRB2-related adaptor protein 2 | signal transduction, cell-cell signaling | 8.198 | [83] |
| NM_031610 | KCNJ3 | potassium inwardly-rectifying channel, subfamily J, member 3 |  | <5 fold |  |
| NM_017297 | KCNJ5 | potassium inwardly-rectifying channel, subfamily J, member 5 |  | <5 fold |  |
| NM_013192 | KCNJ6 | potassium inwardly-rectifying channel, subfamily J, member 6 | synaptic plasticity, neuronal excitability, brain morphogenesis | 6.885 | [84-86] |
| AA818199 | KHDRBS1 (SAM68) | KH domain containing, RNA binding, signal transduction associated 1 | cell death, cell cycle arrest, RNA splicing, development | -10.929 | [87-91] |
| XM_217246 | NCK1 | NCK adaptor protein 1 | cytoskeletal regulation, cell migration, development | 7.581 | [92-94] |
| XM_001076624 | PDCD6IP (ALIX, AIP1) | programmed cell death 6 interacting protein | apoptosis, cell death regulator, cytokinesis | 7.256 | [95-99] |
| XM_342857 | SH3GL2 (Endophilin) | SH3-domain GRB2-like 2 | synaptic vesicle biogenesis | 8.128 | [100-101] |
| NM_031238 | SH3GL3 (SH3P13) | SH3-domain GRB2-like 3 | synaptic vesicle and membrane biogenesis, vascular development | 8.472 | [102-105] |
| AI179025 | SH3KBP1 (SETA) | SH3-domain kinase binding protein 1 | apoptosis | -9.009 | [106] |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons. | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S4 — Group 3: BDNF, DRD4, PDCD6IP, cell death control genes differentially expressed in dying and surviving neurons.

**Table S4, Group 3: BDNF, DRD4, PDCD6IP, cell death control genes differentially expressed in dying and surviving neurons**.

| **Accession Number** | **Gene** | **Description** | **Cellular Function** | **Ratio** | **References** |
| --- | --- | --- | --- | --- | --- |
| XM_220178 | ADCY9 | adenylate cyclase 9 | cAMP signaling, growth | 8.724 | [61-62] |
|  | Adenylate Cyclase | |  | no change | |
| NM_012513 | BDNF | brain-derived neurotrophic factor | growth, development, survival, plasticity | 6.349 | [63-65] |
| AA925583 | BLNK | B-cell linker | apoptosis, inflammatory response | -15.823 | [66-67] |
| BF400818 | CDC42 | cell division cycle 42 (GTP binding protein, 25kDa) | apoptosis, cell cycle progression | -5.376 | [68] |
| AW915356 | DDEF1 | development and differentiation enhancing factor 1 | cell spreading, morphology | 10.520 | [69-70] |
| NM_012944 | DRD4 | dopamine receptor 4 | dopamine signaling, synaptic plasticity, CNS development | 26.700 | [71-75] |
| NM_019356 | EIF2S1 | eukaryotic translation initiation factor 2, subunit 1 alpha, 35kDa | protein synthesis, survival, glucose homeostasis | 5.469 | [76-78] |
| XM_217250 | EPHB1 | EPH receptor B1 | proliferation, morphogenesis, CNS development, synaptic plasticity | 9.849 | [79-82] |
| NM_001034944 | GRAP2 | GRB2-related adaptor protein 2 | signal transduction, cell-cell signaling | 8.198 | [83] |
| NM_031610 | KCNJ3 | potassium inwardly-rectifying channel, subfamily J, member 3 |  | <5 fold |  |
| NM_017297 | KCNJ5 | potassium inwardly-rectifying channel, subfamily J, member 5 |  | <5 fold |  |
| NM_013192 | KCNJ6 | potassium inwardly-rectifying channel, subfamily J, member 6 | synaptic plasticity, neuronal excitability, brain morphogenesis | 6.885 | [84-86] |
| AA818199 | KHDRBS1 (SAM68) | KH domain containing, RNA binding, signal transduction associated 1 | cell death, cell cycle arrest, RNA splicing, development | -10.929 | [87-91] |
| XM_217246 | NCK1 | NCK adaptor protein 1 | cytoskeletal regulation, cell migration, development | 7.581 | [92-94] |
| XM_001076624 | PDCD6IP (ALIX, AIP1) | programmed cell death 6 interacting protein | apoptosis, cell death regulator, cytokinesis | 7.256 | [95-99] |
| XM_342857 | SH3GL2 (Endophilin) | SH3-domain GRB2-like 2 | synaptic vesicle biogenesis | 8.128 | [100-101] |
| NM_031238 | SH3GL3 (SH3P13) | SH3-domain GRB2-like 3 | synaptic vesicle and membrane biogenesis, vascular development | 8.472 | [102-105] |
| AI179025 | SH3KBP1 (SETA) | SH3-domain kinase binding protein 1 | apoptosis | -9.009 | [106] |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons. | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S5 — Group 4: BDNF and CREB genes differentially expressed in dying and surviving neurons.

**Table S5, Group 4: BDNF and CREB genes differentially expressed in dying and surviving neurons.**

| **Accession Number** | **Gene** | **Description** | | **Cellular Function** | **Ratio** | **References** |
| --- | --- | --- | --- | --- | --- | --- |
| NM_012892 | ACCN1 (ASIC2) | amiloride-sensitive cation channel 1, neuronal (degenerin) | migration, vascular remodeling, morphogenesis, neurotransmission | | 6.558 | [107-108] |
| NM_024154 | ACCN2 (ASIC1A) | amiloride-sensitive cation channel 2, neuronal | acidosis, cell damage | | -5.208 | [109-112] |
| NM_016989 | ADCYAP1 (PACAP38) | adenylate cyclase activating polypeptide 1 (pituitary) | cell-cell signaling, survival, synaptic plasticity, development | | 9.975 | [113-115] |
| NM_019220 | AES(GRG) | amino-terminal enhancer of split | regulation of transcription, development, growth | | 7.498 | [116-118] |
| XM_217411 | ALS2CR8 (CaRF) | amyotrophic lateral sclerosis 2 (juvenile) chromosome region, candidate 8 | transcription regulator | | 6.723 | [119] |
| NM_012513 | BDNF | brain-derived neurotrophic factor | survival, growth, synaptic plasticity, development | | 6.349 | [120-122] |
| NM_012920 | CAMK2A | calcium/calmodulin-dependent protein kinase (CaM kinase) II alpha | long-term potentiation, spatial learning, brain plasticity, development | | 5.311 | [123-125] |
| NM_021739 | CAMK2B | calcium/calmodulin-dependent protein kinase (CaM kinase) II beta | survival, plasticity, synaptic transmission | | 7.719 | [126] |
| XM_343169 | CFD (adipsin) | complement factor D (adipsin) | proteolysis, complement-driven inflammation | | -5.917 | [127-128] |
| NM_134443 | CREB 1 | cAMP responsive element binding protein 1 | survival, development, transcription regulation, synaptic plasticity | | 6.333 | [129-132] |
| XM_226237 | CSNK2A2 | casein kinase 2, alpha prime polypeptide | cell growth, viability, development, cell cycle progression, circadian rhythms | | 5.866 | [133-136] |
| BQ781257 | ETS2 | v-ets erythroblastosis virus E26 oncogene homolog 2 (avian) | apoptosis, regulation of transcription, development | | -5.208 | [137] |
| NM_024360 | HES1 | hairy and enhancer of split 1, (Drosophila) | neural development, fate determination | | 5.549 | [138-140] |
| U92079 | HOMER1 | homer homolog 1 (Drosophila) | glutamate receptor signaling, plasticity, development, sleep regulation | | 5.14 | [141-146] |
| NM_053310 | HOMER3 | homer homolog 3 (Drosophila) | postsynaptic scaffold protein, synaptic plasticity, calcium regulation, growth | | 9.78 | [147-149] |
| NM_134408 | LPHN2 | latrophilin 2 | exocytosis, latrotoxin receptor | | -5.405 | [150-151] |
| NM_053842 | MAPK1 | mitogen-activated protein kinase 1 | survival, transcription regulation, growth, proliferation | | 6.982 | [20] [152-154] |
| XM_573919 | MSR1 | macrophage scavenger receptor 1 | adhesion, apoptosis, phagocytosis | | -14.472 | [155-156] |
|  | NGFB | nerve growth factor, beta polypeptide |  | | <5 fold |  |
| BQ202892 | NOTCH2 | Notch homolog 2 (Drosophila) | apoptosis, cell fate determination, development | | -11.074 | [157] |
| NM_013184 | NTF5 | neurotrophin 5 (neurotrophin 4/5) | growth factor, survival, synaptic plasticity | | 7.601 | [158-159] |
| NM_017232 | PTGS2 (Cox‑2) | prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) | regulation of inflammatory response, survival, mitogenesis, synaptic plasticity | | 6.346 | [160-162] |
| XM_223688 | REL | v-rel reticuloendotheliosis viral oncogene homolog (avian) | development, survival, immune modulation, synaptic plasticity | | 8.07 | [163-166] |
| BQ190001 | SHANK1 | SH3 and multiple ankyrin repeat domains 1 | scaffold protein, synaptic plasticity, development, calcium homeostasis | | -5.848 | [167-170] |
| XM_342851 | TLE1 | transducin-like enhancer of split 1 (E(sp1) homolog, Drosophila) | neuronal development and differentiation | | 5.142 | [171-172] |
| NM_031345 | TSC22D3 (GILZ) | TSC22 domain family, member 3 | anti-inflammatory, immunosuppressive | | 5.224 | [173-175] |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons | | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S6 — Group 5: IL1β, CASP3 immune response genes differentially expressed in dying and surviving neurons.

**Table S6, Group 5: IL1β, CASP3 immune response genes differentially expressed in dying and surviving neurons.**

| **Accession Number** | **Gene** | **Description** | | **Cellular Function** | **Ratio** | **References** |
| --- | --- | --- | --- | --- | --- | --- |
| BI275292 | ANGPT2 | angiopoietin 2 | angiogenesis, apoptosis | | -6.623 | [176-179] |
| AI169021 | CALB1 | calbindin 1, 28kDa | regulation of calcium signaling, apoptosis | | -6.061 | [180-182] |
| AI059604 | CASP3 | caspase 3, apoptosis- related cysteine peptidase | apoptosis, synaptic plasticity | | -10.194 | [183-187] |
| XM_342824 | CCL19 | chemokine (C-C motif) ligand 19 | inflammatory and immune response, immune homeostasis | | -6.803 | [188-190] |
| AA998669 | DIDO1 | death inducer-obliterator 1 | apoptosis, developmental apoptosis | | -5.814 | [191-192] |
| AA817984 | DUSP1 (MKP-1) | dual specificity phosphatase 1 | stress response, apoptosis, synaptic plasticity, regulation of myogenesis | | -6.711 | [193-197] |
| XM_001056128 | GLI1 | glioma-associated oncogene homolog 1 (zinc finger protein) | tumorigenesis, transcription regulation, development | | -6.098 | [198-201] |
| BQ781673 | GRB2 | growth factor receptor-bound protein 2 | cell cycle progression, motility, cell death, development | | -6.369 | [202-206] |
| NM_012583 | HPRT1 | hypoxanthine phosphoribosyltransferase 1 (Lesch-Nyhan syndrome) | regulation of purine metabolism, neuronal development | | 5.324 | [207-208] |
| AI013394 | HS3ST1 | heparan sulfate (glucosamine) 3-O-sulfotransferase 1 | development, anticoagulant | | -5.405 | [209-210] |
| AA859605 | ICAM1 (CD54) | intercellular adhesion molecule 1 (CD54), human rhinovirus receptor | cell adhesion, gatekeeper trafficking molecule | | 9.97 | [211-213] |
|  | IGF1 | insulin-like growth factor 1 (somatomedin C) |  | | no change | |
| AW917764 | IGFBP5 | insulin-like growth factor binding protein 5 | growth, apoptosis, mitogenesis, myogenesis, development | | -11.710 | [214-218] |
| NM_013104 | IGFBP6 | insulin-like growth factor binding protein 6 | apoptosis, negative regulation of proliferation, development | | -7.519 | [219-220] |
| AI044707 | IL1B | interleukin 1, beta | inflammatory and immune response, apoptosis, embryonic development | | -5.917 | [221-225] |
| AA858732 | LYZ | lysozyme (renal amyloidosis) | cytolysis, inflammatory response | | -7.407 | [226-227] |
| XM_220232 | MAPK8IP3 (JSAP1) | mitogen-activated protein kinase 8 interacting protein 3 | proliferation, differentiation, transport, neuritogenesis, embryonic neurogenesis | | 7.699 | [228-231] |
| NM_017322 | MAPK9 (SAPK) | mitogen-activated protein kinase 9 | immune and stress response, growth | | 11.12 | [232-233] |
| NM_031053 | MLH1 | mutL homolog 1, colon cancer, nonpolyposis type 2 (E. coli) | DNA mismatch repair, cell viability | | 6.782 | [234-235] |
| NM_021838 | NOS3 | nitric oxide synthase 3 (endothelial cell) | nitric oxide signaling, hypertrophy | | -5.435 | [138] [236-238] |
| AA925099 | PDGFRA | platelet-derived growth factor receptor, alpha polypeptide | mitogenesis, proliferation, growth | | -7.634 | [239-240] |
| AI555498 | PDGFRB | platelet-derived growth factor receptor, beta polypeptide | mitogenesis, proliferation, growth, development | | -10.593 | [241-243] |
| NM_017139 | PENK | proenkephalin | stress response, pain perception, apoptosis | | -6.098 | [244-246] |
| NM_134367 | PPP3CC | protein phosphatase 3 (formerly 2B), catalytic subunit, gamma isoform | neurodevelopment, synaptic plasticity | | 7.575 | [247-249] |
| NM_017171 | PRKCE | protein kinase C, epsilon | survival, anti-apoptotic, cell-cell signaling | | 8.42 | [250-253] |
| NM_017044 | PTH | parathyroid hormone | apoptosis, calcium and bone homeostasis, fetal mineral homeostasis | | -5.988 | [254-257] |
| CA504956 | PTPN11 (SHP-2) | protein tyrosine phosphatase, non-receptor type 11 (Noonan syndrome 1) | differentiation, mitogenesis, development, apoptosis | | -5.319 | [258-261] |
| NM_012763 | PTPRA (RPTPA, LAR) | protein tyrosine phosphatase, receptor type, A | cell adhesion, proliferation, neuronal migration, neurotrophic signaling, synaptic plasticity, | | 7.563 | [262-264] |
| AA942731 | PTPRD | protein tyrosine phosphatase, receptor type, D | tumor suppressor, synaptic plasticity | | -7.692 | [265-266] |
| AI639318 | RET | ret proto-oncogene | survival, growth, differentiation, development, functional plasticity, apoptosis | | -7.143 | [267-273] |
| XM_342810 | RIPK2 (RIP2) | receptor-interacting serine-threonine kinase 2 | apoptosis, activation-induced cell death, adaptive immune response | | -6.452 | [274-275] |
| AI029930 | SERPINC1 (ANTITHROMBIN) | serpin peptidase inhibitor, clade C (antithrombin), member 1 | anticoagulant | | -5.319 | [276-278] |
| AA943153 | SNAP25 | synaptosomal-associated protein, 25kDa | exocytosis, synaptic transmission and plasticity | | -6.369 | [279-281] |
| AA925792 | SOD1 | superoxide dismutase 1, soluble (amyotrophic lateral sclerosis 1 (adult)) | oxidative stress response, antioxidant, survival, development, synaptic plasticity | | -7.874 | [282-285] |
| AA996732 | TGM2 | transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase) | stress response, apoptosis | | -7.576 | [286-288] |
| NM_198769 | TLR2 | toll-like receptor 2 | inflammatory immune response, apoptosis | | -5.747 | [289-292] |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons | | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S7 — Group 6: SOCS Acute Phase genes differentially expressed in dying and surviving neurons.

**Table S7, Group 6: SOCS Acute Phase genes differentially expressed in dying and surviving neurons.**

| **Accession Number** | **Gene** | **Description** | | **Cellular Function** | **Ratio** | **References** |
| --- | --- | --- | --- | --- | --- | --- |
| NM_033230 | AKT1 | v-akt murine thymoma viral oncogene homolog 1 |  | | no change | |
| AA996957 | ANXA5 | annexin A5 | apoptosis, membrane trafficking | | -6.098 | [293-295] |
| NM_001007798 | BTK | Bruton agammaglobulinemia tyrosine kinase |  | | no change | |
| AI178828 | EIF4EBP1 | eukaryotic translation initiation factor 4E binding protein 1 | translational repressor, apoptosis, synaptic plasticity | | -6.536 | [296-299] |
| XM_341479 | HABP4 (Ki‑1/57) | hyaluronan binding protein 4 | regulation of transcription | | 7.125 | [300-302] |
| AI501398 | INPP5D (SHIP-1) | inositol polyphosphate-5-phosphatase | apoptosis, cell cycle progression | | -9.709 | [303-304] |
| NM_053466 | JAK1 | Janus kinase 1 (a protein tyrosine kinase) | | | <5 fold |  |
| NM_031514 | JAK2 | Janus kinase 2 (a protein tyrosine kinase) | | | <5 fold |  |
| NM_012855 | JAK3 | Janus kinase 3 (a protein tyrosine kinase, leukocyte) | | | <5 fold |  |
| NM_031020 | MAPK14 | mitogen-activated protein kinase 14 | | | <5 fold |  |
| NM_053847 | MAPK8 | mitogen-activated protein kinase 8 |  | | <5 fold |  |
| BF553322 | MCL1 | myeloid cell leukemia sequence 1 (BCL2-related) | anti-apoptosis, cell homeostasis, survival | | -5.236 | [305-309] |
| AA997941 | NDRG2 | NDRG family member 2 | cell cycle regulation, apoptosis, development | | -6.289 | [310-313] |
| NM_133307 | PRKCD | protein kinase C, delta | apoptosis, gatekeeper | | -5.128 | [314-317] |
| AI171093 | PRKCQ | protein kinase C, theta | apoptosis, immune response | | -6.803 | [318-320] |
| NM_031090 | RAB1A | RAB1A, member RAS oncogene family | membrane trafficking | | 5.275 | [321] |
| NM_053517 | SHC1 (SHCA) | SHC (Src homology 2 domain containing) transforming protein 1 | stress response, proliferation, survival, growth | | 9.129 | [322-323]] |
| NM_058208 | SOCS2 | supressor of cytokine signaling 2 | survival, growth, anti-inflammatory, development | | 22.51 | [324-328] |
| NM_012747 | STAT3 | signal transducer and activator of  transcription 3 (acute-phase response factor) | | | <5 fold |  |
| AI231821 | STMN1 | stathmin 1/oncoprotein 18 | microtubule depolymerization, apoptosis, neuronal plasticity, development | | -5.464 | [329-331] |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons | | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S8 — Group 7: YY1 Oxidative Stress Response genes differentially expressed in dying and surviving neurons.

**Table S8, Group 7: YY1 Oxidative Stress Response genes differentially expressed in dying and surviving neurons.**

| **Accession Number** | **Gene** | **Description** | | **Cellular Function** | **Ratio** | | **References** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| NM_019183 | ACTC1 | actin, alpha, cardiac muscle 1 | cardiac function, morphogenesis, cell motility | | 11.04 | [332-334] | | |  |
|  | APC | adenomatosis polyposis coli | proliferation, growth, migration, cell signaling, synaptic plasticity | | 8.536 | [335-337] | | |  |
| XM_342494 | BUB1B | BUB1 budding uninhibited by benzimidazoles 1 homolog beta (yeast) | spindle checkpoint function, cell cycle, oocyte maturation | | -8.264 | [338-341] | | |  |
| AA894004 | CAPG | capping protein (actin filament), gelsolin-like | actin capping, cell motility, phagocytosis | | -6.993 | [342-344] | | |  |
| NM_199502 | CHRDL1 | chordin-like 1 | angiogenesis, differentiation | | -8.772 | [345] | | |  |
| XM_001065606 | CTNND2 (NPRAP) | catenin (cadherin-associated protein), delta 2 (neural plakophilin-related arm-repeat protein) | cell adhesion, cell morphogenesis, cell polarity, cerebral development | | 6.059 | [346-349] | | |  |
| XM_223440 | HMGB3 | high-mobility group box 3 | self-renewal, differentiation | | 5.414 | [350-351] | | |  |
| XM_215184 | INCENP | inner centromere protein antigens 135/155kDa | mitosis, cytokinesis | | 5.516 | [352-353] | | |  |
| XM_232220 | RYBP | RING1 and YY1 binding protein | CNS development, transcriptional repressor, apoptosis | | 9.825 | [354-357] | | |  |
| NM_053822 | S100A8 (MRP8) | S100 calcium binding protein A8 | inflammatory response, apoptosis | | -7.246 | [358-362] | | |  |
| NM_031541 | SCARB1 | scanvenger receptor class b, member 1 | cholesterol metabolism, antiinflammatory, synaptic plasticity | | 6.836 | [156] [363-366] | | |  |
| NM_173290 | YY1 | YY1 transcription factor | transcription regulator, stress response, proliferation, development | | 10.92 | [367-371] | | |  |
| AW142556 | ZNF148 (ZBP-89) | zinc finger protein 148 | transcription regulator, growth, development | | 8.651 | [372-374] | | |  |
| Ingenuity Pathway Analysis of genes with expression levels greater than five-fold between dying and surviving neurons highlighted seven prominent groups of functionally interconnected genes. Note the remarkable correlation of cell fate with cellular functions (blue color and negative fold changes indicate genes highly expressed in dying neurons, pink color and positive fold changes indicate genes highly expressed in surviving neurons). Ratio is uninjured to injured neurons. | | | | | | | |  | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** Table S9 — Probe and primer sequences for qPCR.

| **Table S9. Probe and primer sequences for qPCR.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Gene** | **Accession #** | **Probe Sequence** | **Sense Primer** | **Anti-sense Primer** | **Dye** |
| Cebpa | NM_012524 | CCAACACCTTCTGCTGCGTCTCCA | GGATAAGAACAGCAACGAGTACC | CGGTCATTGTCACTGGTCAAC | FAM |
| IL16R | NM_017020 | CCAAGCAACCAGGCAAGCCAGGCA | GCTTCACTGCTGGAATTGGC | TAAAGAACTGCTAGGAAACTCTGC | ROX |
| Casp9 | NM_031632 | TTCCTCAGGGCTCAGCACACGCAT | GCCTCATCATCAACAACGTGAAC | TCTTAGCAGTCAGGTCGTTCTTC | FAM |
| Bid | NM_022684 | ACGTCTTCCGCACGACCGTGAACT | GGCCAGTCATGCACCATCTC | TTTCTAACCAAGTCCCTCACGTAG | CY5 |
| C-Jun | X17163 | TACGCTGCCCAGTGTCACCTCCGC | GCCCTAGCTGAACTGCATAGC | CCAGCTACTGAGGCCACAGC | ROX |
| HSP70 | Z27118 | TCCCCACCAAGCAGACGCAGACCT | CTCATCAAGCGCAACTCCAC | CCTCGTACACCTGGATCAGC | Cy5 |
| GPX | NM_030826 | ACCGAGCACCACCAGGCCACGA | ACTACACCGAAATGAATGATCTGC | TCCTGATGTCCGAACTGATTGC | ROX |
| BDNF | NM_12513 | ACTCCGACCCCGCCCGCCGT | TGCCGCAAACATGTCTATGAGG | CCCACTCGCTAATACTGTCACAC | FAM |
| TAC | NM_012666.1 | AGCCGCCTGCACTGCCTCACA | GTACAAGTTTGCCAGCGATGC | AGACACACAGGAGTTTCTCTGC | CY5 |
| PIAS2 | NM_053337.1 | ATGAGGCTGACAATCCCGTGCCGC | TGTCCTTGATGTGCCCTTTAGG | AAATCCAGGTGGGCTTCTTCTC | ROX |
| MTF1 | XM_342910 | ATGACGGCAGGCAGCATCACACCC | GCAGGGGTAGAGGAAAGAGC | TCTTCATCCTTCCAATTTCTGACC | FAM |
| JUNB | NM_021836 | CCGCCAGCCTGTTCCGCAGCC | GAGGAACCGCAGACCGTACC | GAGGAACCGCAGACCGTACC | ROX |
| nNOS | U67309 | CGGAGAAGGACCAGTCCACCACGG | GCCATCGTCTCCTACCACAC | CATCGTCAGCCTGTATTCTGTTG | FAM |
| BAX | NM_017059 | CATCCTGGGGCGGCTGCTCCAA | CCCACCAGCTCTGAACAGTTC | ACACTCGCTCAGCTTCTTGG | CY5 |
| iNOS | NM_012611 | TTGCGTGTGCCTGCTGCCTTCCTG | CTGGAGGTGCTGGAAGAGTTC | TGGGAGGAGCTGATGGAGTAG | ROX |
| HO | M12129 | ATGCCCCGCTCTACTTCCCTGAGG | GAGCGAAACAAGCAGAACCC | GGCTGGTGTGTAAGGGATGG | FAM |
| CD14 | NM_021744 | AGCCAAAGTTCCTGACAAGCCCGC | GAGGCGTATAACTCTGGCGTAG | CCTTAAACAAAGAGGCGATGTCC | CY5 |
| SOS2 | XM_001080400 | CCTCGCCACGGATTCCACGCAGAT | CCCTAATTCACCAAGCACTCCTC | GTGAGCAAGATTGTTGTGACTGG | ROX |
| NPY1r | NM_001013032 | TGTTCCTGCTCTGCCACCTCACGG | TGCCACCTGCAACCACAATC | AAGAAGAACTGCAAGTCTCTCTGG | FAM |
| IGFBP3 | NM_012588.1 | TTGTCCACGCACCAGCAGAAGCCC | AAGAAACAGTGTCGCCCTTCC | GGTGTCATAGCCTGGCAATGG | CY5 |
| MMP9 | NM_031055.1 | AGCAGAGCCTTCCCTCCACGACGC | TCAGAGGTAACCCTGGTCACC | AGTCGAATTTCCAGATACGTTCCC | ROX |
| NPY | NM_012614.1 | AGCGAGGGTCAGTCCACACAGCC | GCCATGATGCTAGGTAACAAACG | CAGAATGCCCAAACACACGAG | FAM |
| NFYB | NM_031553 | TCACCGCTCCTCCGCTCACTTGCT | GAAAGGTCAGGTCCCTGTCG | ATTCCAAGTGCTGGCTGCTC | CY5 |
| RUNX1 | NM_017325 | CTACCTGCCGCCGCCCTACCCA | GCTCGACCTCTCGCTACCAC | CCGAGGTGCCGTAGTACAGG | ROX |
| JAK3 | NM_012855.1 | AGCCAGGTCACGATGCACGCAGC | CTGCAAGGGCATGGAGTACC | CTCACTCTCCACCAGGATGTTG | FAM |
| NPR1 | NM_012613.1 | CGCTCCTTCCGCATCCGCCATAGG | ATGGCACTTGCACTACTGGATG | GCATCTTTAGCCCTACCACACC | CY5 |
| SOD1 | NM_012613.1 | CCACACCGTCCTTTCCAGCAGCCA | AAGAGAGGCATGTTGGAGACC | ATCACACGATCTTCAATGGACAC | ROX |
| GAL | NM_033237.1 | AGGCAGGGGCACAGCAACACTTCC | CCACAGATCATTTAGCGACAAGC | CCATTATAGTGCGGACGATATTGC | FAM |
| GAPDH | NM_017008 | ATCTTCCAGGAGCGCGATCCCG | AAGCTGGTCATCAATGGGAAAC | GAAGACGCCAGTAGACTCCACG | HEX |
| Cebpa, CCAAT/enhancer binding protein alpha; Casp9, Caspase 9; Bid, BH3 interacting domain death agonist; HSP70, Heat Shock Protein 70; GPX-1, Glutathione Peroxidase 1; BDNF, Brain Dervived Neutrophic Factor; TAC1, Tachykinin 1; PIAS2, Protein inhibitor of activated STAT, 2; MTF1, Metal response element binding transcription factor 1; nNos, Neuronal Nitric Oxide Synthase; BAX , Bcl2-associated X protein; iNOS, nitric oxide synthase 2; HO-1, Heme oxygenase-1; CD14, CD14 molecule; SOS2, Son of Sevenless homolog 2; NPY1r, Neuropeptide Y receptor Y1; IGFBP3, Insulin-like growth factor binding protein 3; MMP9, Matrix Metallopeptidase 9; NPY, Neuropeptide Y; NFYB, Nuclear Transcription Factor-Y beta; RUNX1, Runt Related transcription factor 1; JAK3, Janus kinase 3; NPR1, Atrionatriuretic Peptide Receptor A; SOD1, Superoxide Dismutase 1 | | | | | |

# Supplementary material for: Influence of Stochastic Gene Expression on the Cell Survival Rheostat after Traumatic Brain Injury
**Source:** PLoS One. 2011 Aug 11;6(8):e23111. doi: 10.1371/journal.pone.0023111
**Supplement:** References S1 — Supplementary References.

Supplemental Reference List

1. Misaghi S, Ottosen S, Izrael-Tomasevic A, Arnott D, Lamkanfi M et al. (2009) Association of C-terminal ubiquitin hydrolase BRCA1-associated protein 1 with cell cycle regulator host cell factor 1. Mol Cell Biol 29: 2181-2192.

2. Tse WK, Eisenhaber B, Ho SH, Ng Q, Eisenhaber F et al. (2009) Genome-wide loss-of-function analysis of deubiquitylating enzymes for zebrafish development. BMC Genomics 10: 637.

3. Dekker C, Stirling PC, McCormack EA, Filmore H, Paul A et al. (2008) The interaction network of the chaperonin CCT. EMBO J 27: 1827-1839.

4. Yu JH, Seo JY, Kim KH, Kim H (2008) Differentially expressed proteins in cerulein-stimulated pancreatic acinar cells: implication for acute pancreatitis. Int J Biochem Cell Biol 40: 503-516.

5. Ding Q, Vaynman S, Souda P, Whitelegge JP, Gomez-Pinilla F (2006) Exercise affects energy metabolism and neural plasticity-related proteins in the hippocampus as revealed by proteomic analysis. Eur J Neurosci 24: 1265-1276.

6. Schuller E, Gulesserian T, Seidl R, Cairns N, Lube G (2001) Brain t-complex polypeptide 1 (TCP- 1) related to its natural substrate beta1 tubulin is decreased in Alzheimer's disease. Life Sci 69: 263-270.

7. Takabatake N, Toriyama S, Igarashi A, Tokairin Y, Takeishi Y et al. (2009) A novel polymorphism in CDC6 is associated with the decline in lung function of ex-smokers in COPD. Biochem Biophys Res Commun 381: 554-559.

8. Tada S (2007) Cdt1 and geminin: role during cell cycle progression and DNA damage in higher eukaryotes. Front Biosci 12: 1629-1641.

9. Chae JI, Kim J, Woo SM, Han HW, Cho YK et al. (2009) Cytoskeleton-associated proteins are enriched in human embryonic-stem cell-derived neuroectodermal spheres. Proteomics 9: 1128-1141.

10. Willis D, Li KW, Zheng JQ, Chang JH, Smit A et al. (2005) Differential transport and local translation of cytoskeletal, injury-response, and neurodegeneration protein mRNAs in axons. J Neurosci 25: 778-791.

11. Godbout R, Packer M, Katyal S, Bleoo S (2002) Cloning and expression analysis of the chicken DEAD box gene DDX1. Biochim Biophys Acta 1574: 63-71.

12. Kircher SG, Kim SH, Fountoulakis M, Lubec G (2002) Reduced levels of DEAD-box proteins DBP-RB and p72 in fetal Down syndrome brains. Neurochem Res 27: 1141-1146.

13. Sato N, Sugimura Y, Hayashi Y, Murase T, Kanou Y et al. (2008) Identification of genes differentially expressed in mouse fetuses from streptozotocin-induced diabetic pregnancy by cDNA subtraction. Endocr J 55: 317-323.

14. Ajamian F, Suuronen T, Salminen A, Reeben M (2003) Upregulation of class II histone deacetylases mRNA during neural differentiation of cultured rat hippocampal progenitor cells. Neurosci Lett 346: 57-60.

15. Pandey UB, Nie Z, Batlevi Y, McCray BA, Ritson GP et al. (2007) HDAC6 rescues neurodegeneration and provides an essential link between autophagy and the UPS. Nature 447: 859-863.

16. Kim AH, Puram SV, Bilimoria PM, Ikeuchi Y, Keough S et al. (2009) A centrosomal Cdc20-APC pathway controls dendrite morphogenesis in postmitotic neurons. Cell 136: 322-336.

17. Garcia-Gonzalo FR, Rosa JL (2005) The HERC proteins: functional and evolutionary insights. Cell Mol Life Sci 62: 1826-1838.

18. Davies W, Smith RJ, Kelsey G, Wilkinson LS (2004) Expression patterns of the novel imprinted genes Nap1l5 and Peg13 and their non-imprinted host genes in the adult mouse brain. Gene Expr Patterns 4: 741-747.

19. Lu Z, Xu S (2006) ERK1/2 MAP kinases in cell survival and apoptosis. IUBMB Life 58: 621-631.

20. Jia J, Chen X, Zhu W, Luo Y, Hua Z et al. (2008) CART protects brain from damage through ERK activation in ischemic stroke. Neuropeptides 42: 653-661.

21. Kim SJ, Lee K (2008) Extracts of Liriopsis tuber protect AMPA induced brain damage and improve memory with the activation of insulin receptor and ERK I/II. Phytother Res 22: 1450-1457.

22. Tomaselli B, Nedden SZ, Podhraski V, Baier-Bitterlich G (2008) p42/44 MAPK is an essential effector for purine nucleoside-mediated neuroprotection of hypoxic PC12 cells and primary cerebellar granule neurons. Mol Cell Neurosci 38: 559-568.

23. Goetsch SC, Hawke TJ, Gallardo TD, Richardson JA, Garry DJ (2003) Transcriptional profiling and regulation of the extracellular matrix during muscle regeneration. Physiol Genomics 14: 261-271.

24. Rujkijyanont P, Watanabe K, Ambekar C, Wang H, Schimmer A et al. (2008) SBDS-deficient cells undergo accelerated apoptosis through the Fas-pathway. Haematologica 93: 363-371.

25. Hesling C, Oliveira CC, Castilho BA, Zanchin NI (2007) The Shwachman-Bodian-Diamond syndrome associated protein interacts with HsNip7 and its down-regulation affects gene expression at the transcriptional and translational levels. Exp Cell Res 313: 4180-4195.

26. Carlucci A, Adornetto A, Scorziello A, Viggiano D, Foca M et al. (2008) Proteolysis of AKAP121 regulates mitochondrial activity during cellular hypoxia and brain ischaemia. EMBO J 27: 1073-1084.

27. Hu G, Chung YL, Glover T, Valentine V, Look AT et al. (1997) Characterization of human homologs of the Drosophila seven in absentia (sina) gene. Genomics 46: 103-111.

28. Stegmuller J, Konishi Y, Huynh MA, Yuan Z, Dibacco S et al. (2006) Cell-intrinsic regulation of axonal morphogenesis by the Cdh1-APC target SnoN. Neuron 50: 389-400.

29. Pearson-White S, Crittenden R (1997) Proto-oncogene Sno expression, alternative isoforms and immediate early serum response. Nucleic Acids Res 25: 2930-2937.

30. Chandra S, Gallardo G, Fernandez-Chacon R, Schluter OM, Sudhof TC (2005) Alpha-synuclein cooperates with CSPalpha in preventing neurodegeneration. Cell 123: 383-396.

31. Zhong SC, Luo X, Chen XS, Cai QY, Liu J et al. (2009) Expression and Subcellular Location of Alpha-Synuclein During Mouse-Embryonic Development. Cell Mol Neurobiol .

32. Mladenovic DA, Perovic M, Tesic V, Tanic N, Rakic L et al. (2010) Long-term dietary restriction modulates the level of presynaptic proteins in the cortex and hippocampus of the aging rat. Neurochem Int 56: 250-255.

33. Hashimoto M, Hsu LJ, Rockenstein E, Takenouchi T, Mallory M et al. (2002) alpha-Synuclein protects against oxidative stress via inactivation of the c-Jun N-terminal kinase stress-signaling pathway in neuronal cells. J Biol Chem 277: 11465-11472.

34. Bakowska JC, Jenkins R, Pendleton J, Blackstone C (2005) The Troyer syndrome (SPG20) protein spartin interacts with Eps15. Biochem Biophys Res Commun 334: 1042-1048.

35. Burgunder JM, Hunziker W (2003) Hereditary spastic paraplegia: clues from a rare disorder for a common problem? IUBMB Life 55: 347-352.

36. Patel H, Cross H, Proukakis C, Hershberger R, Bork P et al. (2002) SPG20 is mutated in Troyer syndrome, an hereditary spastic paraplegia. Nat Genet 31: 347-348.

37. Tsygankov AY (2008) Multidomain STS/TULA proteins are novel cellular regulators. IUBMB Life 60: 224-231.

38. Sakurai M, Sekiguchi M, Zushida K, Yamada K, Nagamine S et al. (2008) Reduction in memory in passive avoidance learning, exploratory behaviour and synaptic plasticity in mice with a spontaneous deletion in the ubiquitin C-terminal hydrolase L1 gene. Eur J Neurosci 27: 691-701.

39. Dodge R, Loomans C, Sharma A, Bonner-Weir S (2009) Developmental pathways during in vitro progression of human islet neogenesis. Differentiation 77: 135-147.

40. Shen H, Sikorska M, Leblanc J, Walker PR, Liu QY (2006) Oxidative stress regulated expression of ubiquitin Carboxyl-terminal Hydrolase-L1: role in cell survival. Apoptosis 11: 1049-1059.

41. Bonin M, Poths S, Osaka H, Wang YL, Wada K et al. (2004) Microarray expression analysis of gad mice implicates involvement of Parkinson's disease associated UCH-L1 in multiple metabolic pathways. Brain Res Mol Brain Res 126: 88-97.

42. Walters BJ, Campbell SL, Chen PC, Taylor AP, Schroeder DG et al. (2008) Differential effects of Usp14 and Uch-L1 on the ubiquitin proteasome system and synaptic activity. Mol Cell Neurosci 39: 539-548.

43. Xu J, Taya S, Kaibuchi K, Arnold AP (2005) Spatially and temporally specific expression in mouse hippocampus of Usp9x, a ubiquitin-specific protease involved in synaptic development. J Neurosci Res 80: 47-55.

44. Jolly LA, Taylor V, Wood SA (2009) USP9X enhances the polarity and self-renewal of embryonic stem cell-derived neural progenitors. Mol Biol Cell 20: 2015-2029.

45. Xu J (2005) Age-related changes in Usp9x protein expression and DNA methylation in mouse brain. Brain Res Mol Brain Res 140: 17-24.

46. Peschiaroli A, Skaar JR, Pagano M, Melino G (2010) The ubiquitin-specific protease USP47 is a novel beta-TRCP interactor regulating cell survival. Oncogene 29: 1384-1393.

47. Bhargava A, Meijer OC, Dallman MF, Pearce D (2000) Plasma membrane calcium pump isoform 1 gene expression is repressed by corticosterone and stress in rat hippocampus. J Neurosci 20: 3129-3138.

48. Renteria RC, Strehler EE, Copenhagen DR, Krizaj D (2005) Ontogeny of plasma membrane Ca2+ ATPase isoforms in the neural retina of the postnatal rat. Vis Neurosci 22: 263-274.

49. Tempel BL, Shilling DJ (2007) The plasma membrane calcium ATPase and disease. Subcell Biochem 45: 365-383.

50. Matozaki T, Murata Y, Okazawa H, Ohnishi H (2009) Functions and molecular mechanisms of the CD47-SIRPalpha signalling pathway. Trends Cell Biol 19: 72-80.

51. Murata T, Ohnishi H, Okazawa H, Murata Y, Kusakari S et al. (2006) CD47 promotes neuronal development through Src- and FRG/Vav2-mediated activation of Rac and Cdc42. J Neurosci 26: 12397-12407.

52. Stahel PF, Flierl MA, Morgan BP, Persigehl I, Stoll C et al. (2009) Absence of the complement regulatory molecule CD59a leads to exacerbated neuropathology after traumatic brain injury in mice. J Neuroinflammation 6: 2.

53. Ramlawi B, Otu H, Rudolph JL, Mieno S, Kohane IS et al. (2007) Genomic expression pathways associated with brain injury after cardiopulmonary bypass. J Thorac Cardiovasc Surg 134: 996-1005.

54. Ke ZJ, Bowen WM, Gibson GE (2006) Peripheral inflammatory mechanisms modulate microglial activation in response to mild impairment of oxidative metabolism. Neurochem Int 49: 548-556.

55. Daniel C, Amann K, Hohenstein B, Bornstein P, Hugo C (2007) Thrombospondin 2 functions as an endogenous regulator of angiogenesis and inflammation in experimental glomerulonephritis in mice. J Am Soc Nephrol 18: 788-798.

56. Xue M, Del Bigio MR (2001) Acute tissue damage after injections of thrombin and plasmin into rat striatum. Stroke 32: 2164-2169.

57. Vawter MP, Ferran E, Galke B, Cooper K, Bunney WE et al. (2004) Microarray screening of lymphocyte gene expression differences in a multiplex schizophrenia pedigree. Schizophr Res 67: 41-52.

58. Murphy JA, Franklin TB, Rafuse VF, Clarke DB (2007) The neural cell adhesion molecule is necessary for normal adult retinal ganglion cell number and survival. Mol Cell Neurosci 36: 280-292.

59. Sieber FE, Traystman RJ, Martin LJ (1997) Delayed neuronal death after global incomplete ischemia in dogs is accompanied by changes in phospholipase C protein expression. J Cereb Blood Flow Metab 17: 527-533.

60. Choi SY, Chang J, Jiang B, Seol GH, Min SS et al. (2005) Multiple receptors coupled to phospholipase C gate long-term depression in visual cortex. J Neurosci 25: 11433-11443.

61. Toyota T, Hattori E, Meerabux J, Yamada K, Saito K et al. (2002) Molecular analysis, mutation screening, and association study of adenylate cyclase type 9 gene (ADCY9) in mood disorders. Am J Med Genet 114: 84-92.

62. Cumbay MG, Watts VJ (2004) Novel regulatory properties of human type 9 adenylate cyclase. J Pharmacol Exp Ther 310: 108-115.

63. Kharebava G, Makonchuk D, Kalita KB, Zheng JJ, Hetman M (2008) Requirement of 3-phosphoinositide-dependent protein kinase-1 for BDNF-mediated neuronal survival. J Neurosci 28: 11409-11420.

64. Rogoz Z, Skuza G, Legutko B (2008) Repeated co-treatment with fluoxetine and amantadine induces brain-derived neurotrophic factor gene expression in rats. Pharmacol Rep 60: 817-826.

65. Ploughman M, Windle V, Maclellan CL, White N, Dore JJ et al. (2009) Brain-derived neurotrophic factor contributes to recovery of skilled reaching after focal ischemia in rats. Stroke 40: 1490-1495.

66. Han W, Takano T, He J, Ding J, Gao S et al. (2001) Role of BLNK in oxidative stress signaling in B cells. Antioxid Redox Signal 3: 1065-1073.

67. Mizuno K, Tagawa Y, Mitomo K, Watanabe N, Katagiri T et al. (2002) Src homology region 2 domain-containing phosphatase 1 positively regulates B cell receptor-induced apoptosis by modulating association of B cell linker protein with Nck and activation of c-Jun NH2-terminal kinase. J Immunol 169: 778-786.

68. Zhao J, Pei DS, Zhang QG, Zhang GY (2007) Down-regulation Cdc42 attenuates neuronal apoptosis through inhibiting MLK3/JNK3 cascade during ischemic reperfusion in rat hippocampus. Cell Signal 19: 831-843.

69. Matsui C, Kaieda S, Ikegami T, Mimori-Kiyosue Y (2008) Identification of a link between the SAMP repeats of adenomatous polyposis coli tumor suppressor and the Src homology 3 domain of DDEF. J Biol Chem 283: 33006-33020.

70. Miyata M, Raven JF, Baltzis D, Koromilas AE, Sabe H (2008) IRES-mediated translational control of AMAP1 expression during differentiation of monocyte U937 cells. Cell Cycle 7: 3273-3281.

71. Wong AH, Van Tol HH (2003) The dopamine D4 receptors and mechanisms of antipsychotic atypicality. Prog Neuropsychopharmacol Biol Psychiatry 27: 1091-1099.

72. Yuen EY, Yan Z (2009) Dopamine D4 receptors regulate AMPA receptor trafficking and glutamatergic transmission in GABAergic interneurons of prefrontal cortex. J Neurosci 29: 550-562.

73. Oak JN, Oldenhof J, Van Tol HH (2000) The dopamine D(4) receptor: one decade of research. Eur J Pharmacol 405: 303-327.

74. Baimoukhametova DV, Hewitt SA, Sank CA, Bains JS (2004) Dopamine modulates use-dependent plasticity of inhibitory synapses. J Neurosci 24: 5162-5171.

75. Holmboe K, Nemoda Z, Fearon RM, Csibra G, Sasvari-Szekely M et al. (2010) Polymorphisms in dopamine system genes are associated with individual differences in attention in infancy. Dev Psychol 46: 404-416.

76. Petrov T, Underwood BD, Braun B, Alousi SS, Rafols JA (2001) Upregulation of iNOS expression and phosphorylation of eIF-2alpha are paralleled by suppression of protein synthesis in rat hypothalamus in a closed head trauma model. J Neurotrauma 18: 799-812.

77. Wyrwicz LS, Gaj P, Hoffmann M, Rychlewski L, Ostrowski J (2007) A common cis-element in promoters of protein synthesis and cell cycle genes. Acta Biochim Pol 54: 89-98.

78. Scheuner D, Vander MD, Song B, Flamez D, Creemers JW et al. (2005) Control of mRNA translation preserves endoplasmic reticulum function in beta cells and maintains glucose homeostasis. Nat Med 11: 757-764.

79. Biervert C, Horvath E, Fahrig T (2001) Semiquantitative expression analysis of ephrine-receptor tyrosine kinase mRNA's in a rat model of traumatic brain injury. Neurosci Lett 315: 25-28.

80. Chumley MJ, Catchpole T, Silvany RE, Kernie SG, Henkemeyer M (2007) EphB receptors regulate stem/progenitor cell proliferation, migration, and polarity during hippocampal neurogenesis. J Neurosci 27: 13481-13490.

81. Petros TJ, Shrestha BR, Mason C (2009) Specificity and sufficiency of EphB1 in driving the ipsilateral retinal projection. J Neurosci 29: 3463-3474.

82. Liu WT, Han Y, Li HC, Adams B, Zheng JH et al. (2009) An in vivo mouse model of long-term potentiation at synapses between primary afferent C-fibers and spinal dorsal horn neurons: essential role of EphB1 receptor. Mol Pain 5: 29.

83. Birge RB, Knudsen BS, Besser D, Hanafusa H (1996) SH2 and SH3-containing adaptor proteins: redundant or independent mediators of intracellular signal transduction. Genes Cells 1: 595-613.

84. Saenz del BL, Cortes R, Mengod G, Zarate J, Echevarria E et al. (2008) Distribution and neurochemical characterization of neurons expressing GIRK channels in the rat brain. J Comp Neurol 510: 581-606.

85. Chung HJ, Ge WP, Qian X, Wiser O, Jan YN et al. (2009) G protein-activated inwardly rectifying potassium channels mediate depotentiation of long-term potentiation. Proc Natl Acad Sci U S A 106: 635-640.

86. Yao G, Chen XN, Flores-Sarnat L, Barlow GM, Palka G et al. (2006) Deletion of chromosome 21 disturbs human brain morphogenesis. Genet Med 8: 1-7.

87. Babic I, Cherry E, Fujita DJ (2006) SUMO modification of Sam68 enhances its ability to repress cyclin D1 expression and inhibits its ability to induce apoptosis. Oncogene 25: 4955-4964.

88. Paronetto MP, Achsel T, Massiello A, Chalfant CE, Sette C (2007) The RNA-binding protein Sam68 modulates the alternative splicing of Bcl-x. J Cell Biol 176: 929-939.

89. Polotskaia A, Wang M, Patschan S, Addabbo F, Chen J et al. (2007) Regulation of arginine methylation in endothelial cells: role in premature senescence and apoptosis. Cell Cycle 6: 2524-2530.

90. Lim DA, Suarez-Farinas M, Naef F, Hacker CR, Menn B et al. (2006) In vivo transcriptional profile analysis reveals RNA splicing and chromatin remodeling as prominent processes for adult neurogenesis. Mol Cell Neurosci 31: 131-148.

91. Paronetto MP, Bianchi E, Geremia R, Sette C (2008) Dynamic expression of the RNA-binding protein Sam68 during mouse pre-implantation development. Gene Expr Patterns 8: 311-322.

92. Fawcett JP, Georgiou J, Ruston J, Bladt F, Sherman A et al. (2007) Nck adaptor proteins control the organization of neuronal circuits important for walking. Proc Natl Acad Sci U S A 104: 20973-20978.

93. Ruusala A, Pawson T, Heldin CH, Aspenstrom P (2008) Nck adapters are involved in the formation of dorsal ruffles, cell migration, and Rho signaling downstream of the platelet-derived growth factor beta receptor. J Biol Chem 283: 30034-30044.

94. Bladt F, Aippersbach E, Gelkop S, Strasser GA, Nash P et al. (2003) The murine Nck SH2/SH3 adaptors are important for the development of mesoderm-derived embryonic structures and for regulating the cellular actin network. Mol Cell Biol 23: 4586-4597.

95. Trioulier Y, Torch S, Blot B, Cristina N, Chatellard-Causse C et al. (2004) Alix, a protein regulating endosomal trafficking, is involved in neuronal death. J Biol Chem 279: 2046-2052.

96. Mahul-Mellier AL, Strappazzon F, Petiot A, Chatellard-Causse C, Torch S et al. (2008) Alix and ALG-2 are involved in tumor necrosis factor receptor 1-induced cell death. J Biol Chem 283: 34954-34965.

97. Zhan L, Liu B, Jose-Lafuente M, Chibalina MV, Grierson A et al. (2008) ALG-2 interacting protein AIP1: a novel link between D1 and D3 signalling. Eur J Neurosci 27: 1626-1633.

98. Pan S, Wang R, Zhou X, He G, Koomen J et al. (2006) Involvement of the conserved adaptor protein Alix in actin cytoskeleton assembly. J Biol Chem 281: 34640-34650.

99. Krebs J, Klemenz R (2000) The ALG-2/AIP-complex, a modulator at the interface between cell proliferation and cell death? A hypothesis. Biochim Biophys Acta 1498: 153-161.

100. Schuske KR, Richmond JE, Matthies DS, Davis WS, Runz S et al. (2003) Endophilin is required for synaptic vesicle endocytosis by localizing synaptojanin. Neuron 40: 749-762.

101. Reutens AT, Begley CG (2002) Endophilin-1: a multifunctional protein. Int J Biochem Cell Biol 34: 1173-1177.

102. Gould RM, Freund CM, Palmer F, Feinstein DL (2000) Messenger RNAs located in myelin sheath assembly sites. J Neurochem 75: 1834-1844.

103. Ringstad N, Nemoto Y, De CP (1997) The SH3p4/Sh3p8/SH3p13 protein family: binding partners for synaptojanin and dynamin via a Grb2-like Src homology 3 domain. Proc Natl Acad Sci U S A 94: 8569-8574.

104. Sittler A, Walter S, Wedemeyer N, Hasenbank R, Scherzinger E et al. (1998) SH3GL3 associates with the Huntingtin exon 1 protein and promotes the formation of polygln-containing protein aggregates. Mol Cell 2: 427-436.

105. Gomez GA, Veldman MB, Zhao Y, Burgess S, Lin S (2009) Discovery and characterization of novel vascular and hematopoietic genes downstream of etsrp in zebrafish. PLoS One 4: e4994.

106. Chen B, Borinstein SC, Gillis J, Sykes VW, Bogler O (2000) The glioma-associated protein SETA interacts with AIP1/Alix and ALG-2 and modulates apoptosis in astrocytes. J Biol Chem 275: 19275-19281.

107. Grifoni SC, Jernigan NL, Hamilton G, Drummond HA (2008) ASIC proteins regulate smooth muscle cell migration. Microvasc Res 75: 202-210.

108. Grifoni SC, McKey SE, Drummond HA (2008) Hsc70 regulates cell surface ASIC2 expression and vascular smooth muscle cell migration. Am J Physiol Heart Circ Physiol 294: H2022-H2030.

109. Arias RL, Sung ML, Vasylyev D, Zhang MY, Albinson K et al. (2008) Amiloride is neuroprotective in an MPTP model of Parkinson's disease. Neurobiol Dis 31: 334-341.

110. Xiong ZG, Zhu XM, Chu XP, Minami M, Hey J et al. (2004) Neuroprotection in ischemia: blocking calcium-permeable acid-sensing ion channels. Cell 118: 687-698.

111. Simon R, Xiong Z (2006) Acidotoxicity in brain ischaemia. Biochem Soc Trans 34: 1356-1361.

112. Pignataro G, Simon RP, Xiong ZG (2007) Prolonged activation of ASIC1a and the time window for neuroprotection in cerebral ischaemia. Brain 130: 151-158.

113. Suk K, Park JH, Lee WH (2004) Neuropeptide PACAP inhibits hypoxic activation of brain microglia: a protective mechanism against microglial neurotoxicity in ischemia. Brain Res 1026: 151-156.

114. Frechilla D, Garcia-Osta A, Palacios S, Cenarruzabeitia E, Del RJ (2001) BDNF mediates the neuroprotective effect of PACAP-38 on rat cortical neurons. Neuroreport 12: 919-923.

115. Li M, David C, Kikuta T, Somogyvari-Vigh A, Arimura A (2005) Signaling cascades involved in neuroprotection by subpicomolar pituitary adenylate cyclase-activating polypeptide 38. J Mol Neurosci 27: 91-105.

116. Jennings BH, Ish-Horowicz D (2008) The Groucho/TLE/Grg family of transcriptional co-repressors. Genome Biol 9: 205.

117. Yu X, Li P, Roeder RG, Wang Z (2001) Inhibition of androgen receptor-mediated transcription by amino-terminal enhancer of split. Mol Cell Biol 21: 4614-4625.

118. Tetsuka T, Uranishi H, Imai H, Ono T, Sonta S et al. (2000) Inhibition of nuclear factor-kappaB-mediated transcription by association with the amino-terminal enhancer of split, a Groucho-related protein lacking WD40 repeats. J Biol Chem 275: 4383-4390.

119. Tao X, West AE, Chen WG, Corfas G, Greenberg ME (2002) A calcium-responsive transcription factor, CaRF, that regulates neuronal activity-dependent expression of BDNF. Neuron 33: 383-395.

120. Wu H, Lu D, Jiang H, Xiong Y, Qu C et al. (2008) Simvastatin-Mediated Upregulation of VEGF and BDNF, Activation of the PI3K/Akt Pathway, and Increase of Neurogenesis Are Associated with Therapeutic Improvement after Traumatic Brain Injury. J Neurotrauma 25: 130-139.

121. Martinowich K, Manji H, Lu B (2007) New insights into BDNF function in depression and anxiety. Nat Neurosci 10: 1089-1093.

122. Griesbach GS, Hovda DA, Molteni R, Wu A, Gomez-Pinilla F (2004) Voluntary exercise following traumatic brain injury: brain-derived neurotrophic factor upregulation and recovery of function. Neuroscience 125: 129-139.

123. Babcock AM, Standing D, Bullshields K, Schwartz E, Paden CM et al. (2005) In vivo inhibition of hippocampal Ca2+/calmodulin-dependent protein kinase II by RNA interference. Mol Ther 11: 899-905.

124. Atkins CM, Chen S, Alonso OF, Dietrich WD, Hu BR (2006) Activation of calcium/calmodulin-dependent protein kinases after traumatic brain injury. J Cereb Blood Flow Metab 26: 1507-1518.

125. Haberman RP, Lee HJ, Colantuoni C, Koh MT, Gallagher M (2008) Rapid encoding of new information alters the profile of plasticity-related mRNA transcripts in the hippocampal CA3 region. Proc Natl Acad Sci U S A 105: 10601-10606.

126. Lund LM, McQuarrie IG (2002) Calcium/calmodulin-dependent protein kinase IIbeta isoform is expressed in motor neurons during axon outgrowth and is part of slow axonal transport. J Neurosci Res 67: 720-728.

127. Rohrer B, Guo Y, Kunchithapautham K, Gilkeson GS (2007) Eliminating complement factor D reduces photoreceptor susceptibility to light-induced damage. Invest Ophthalmol Vis Sci 48: 5282-5289.

128. Turnberg D, Lewis M, Moss J, Xu Y, Botto M et al. (2006) Complement activation contributes to both glomerular and tubulointerstitial damage in adriamycin nephropathy in mice. J Immunol 177: 4094-4102.

129. Mostert JP, Koch MW, Heerings M, Heersema DJ, De KJ (2008) Therapeutic potential of fluoxetine in neurological disorders. CNS Neurosci Ther 14: 153-164.

130. Tully T, Bourtchouladze R, Scott R, Tallman J (2003) Targeting the CREB pathway for memory enhancers. Nat Rev Drug Discov 2: 267-277.

131. Alberini CM (2009) Transcription factors in long-term memory and synaptic plasticity. Physiol Rev 89: 121-145.

132. Chang YC, Tzeng SF, Yu L, Huang AM, Lee HT et al. (2006) Early-life fluoxetine exposure reduced functional deficits after hypoxic-ischemia brain injury in rat pups. Neurobiol Dis 24: 101-113.

133. Brechet A, Fache MP, Brachet A, Ferracci G, Baude A et al. (2008) Protein kinase CK2 contributes to the organization of sodium channels in axonal membranes by regulating their interactions with ankyrin G. J Cell Biol 183: 1101-1114.

134. Gottlieb DJ, O'Connor GT, Wilk JB (2007) Genome-wide association of sleep and circadian phenotypes. BMC Med Genet 8 Suppl 1: S9.

135. Escalier D, Silvius D, Xu X (2003) Spermatogenesis of mice lacking CK2alpha': failure of germ cell survival and characteristic modifications of the spermatid nucleus. Mol Reprod Dev 66: 190-201.

136. Lee JH, Kim KY, Lee YK, Park SY, Kim CD et al. (2004) Cilostazol prevents focal cerebral ischemic injury by enhancing casein kinase 2 phosphorylation and suppression of phosphatase and tensin homolog deleted from chromosome 10 phosphorylation in rats. J Pharmacol Exp Ther 308: 896-903.

137. Wolvetang EJ, Bradfield OM, Hatzistavrou T, Crack PJ, Busciglio J et al. (2003) Overexpression of the chromosome 21 transcription factor Ets2 induces neuronal apoptosis. Neurobiol Dis 14: 349-356.

138. Bessho Y, Kageyama R (2003) Oscillations, clocks and segmentation. Curr Opin Genet Dev 13: 379-384.

139. Kageyama R, Ohtsuka T, Tomita K (2000) The bHLH gene Hes1 regulates differentiation of multiple cell types. Mol Cells 10: 1-7.

140. Kageyama R, Ohtsuka T, Kobayashi T (2008) Roles of Hes genes in neural development. Dev Growth Differ 50 Suppl 1: S97-103.

141. Tappe A, Klugmann M, Luo C, Hirlinger D, Agarwal N et al. (2006) Synaptic scaffolding protein Homer1a protects against chronic inflammatory pain. Nat Med 12: 677-681.

142. Ango F, Robbe D, Tu JC, Xiao B, Worley PF et al. (2002) Homer-dependent cell surface expression of metabotropic glutamate receptor type 5 in neurons. Mol Cell Neurosci 20: 323-329.

143. Rickhag M, Wieloch T, Gido G, Elmer E, Krogh M et al. (2006) Comprehensive regional and temporal gene expression profiling of the rat brain during the first 24 h after experimental stroke identifies dynamic ischemia-induced gene expression patterns, and reveals a biphasic activation of genes in surviving tissue. J Neurochem 96: 14-29.

144. Maret S, Dorsaz S, Gurcel L, Pradervand S, Petit B et al. (2007) Homer1a is a core brain molecular correlate of sleep loss. Proc Natl Acad Sci U S A 104: 20090-20095.

145. Sakamoto K, Yoshida S, Ikegami K, Minakami R, Kato A et al. (2007) Homer1c interacts with Hippi and protects striatal neurons from apoptosis. Biochem Biophys Res Commun 352: 1-5.

146. Jaubert PJ, Golub MS, Lo YY, Germann SL, Dehoff MH et al. (2007) Complex, multimodal behavioral profile of the Homer1 knockout mouse. Genes Brain Behav 6: 141-154.

147. Mizutani A, Kuroda Y, Futatsugi A, Furuichi T, Mikoshiba K (2008) Phosphorylation of Homer3 by calcium/calmodulin-dependent kinase II regulates a coupling state of its target molecules in Purkinje cells. J Neurosci 28: 5369-5382.

148. Parisiadou L, Bethani I, Michaki V, Krousti K, Rapti G et al. (2008) Homer2 and Homer3 interact with amyloid precursor protein and inhibit Abeta production. Neurobiol Dis 30: 353-364.

149. Huang GN, Huso DL, Bouyain S, Tu J, McCorkell KA et al. (2008) NFAT binding and regulation of T cell activation by the cytoplasmic scaffolding Homer proteins. Science 319: 476-481.

150. Bittner MA (2000) Alpha-latrotoxin and its receptors CIRL (latrophilin) and neurexin 1 alpha mediate effects on secretion through multiple mechanisms. Biochimie 82: 447-452.

151. Yoshida D, Nomura R, Teramoto A (2008) Regulation of cell invasion and signalling pathways in the pituitary adenoma cell line, HP-75, by reversion-inducing cysteine-rich protein with kazal motifs (RECK). J Neurooncol 89: 141-150.

152. Atkins CM, Oliva AA, Jr., Alonso OF, Chen S, Bramlett HM et al. (2007) Hypothermia treatment potentiates ERK1/2 activation after traumatic brain injury. Eur J Neurosci 26: 810-819.

153. Vauzour D, Vafeiadou K, Rice-Evans C, Williams RJ, Spencer JP (2007) Activation of pro-survival Akt and ERK1/2 signalling pathways underlie the anti-apoptotic effects of flavanones in cortical neurons. J Neurochem 103: 1355-1367.

154. Gomes E, Papa L, Hao T, Rockwell P (2007) The VEGFR2 and PKA pathways converge at MEK/ERK1/2 to promote survival in serum deprived neuronal cells. Mol Cell Biochem 305: 179-190.

155. Husemann J, Loike JD, Anankov R, Febbraio M, Silverstein SC (2002) Scavenger receptors in neurobiology and neuropathology: their role on microglia and other cells of the nervous system. GLIA 40: 195-205.

156. Bell MD, Lopez-Gonzalez R, Lawson L, Hughes D, Fraser I et al. (1994) Upregulation of the macrophage scavenger receptor in response to different forms of injury in the CNS. J Neurocytol 23: 605-613.

157. Ferrari Toninelli G., Bernardi C, Quarto M, Lozza G, Memo M et al. (2003) Long-lasting induction of Notch2 in the hippocampus of kainate-treated adult mice. Neuroreport 14: 917-921.

158. Royo NC, Conte V, Saatman KE, Shimizu S, Belfield CM et al. (2006) Hippocampal vulnerability following traumatic brain injury: a potential role for neurotrophin-4/5 in pyramidal cell neuroprotection. Eur J Neurosci 23: 1089-1102.

159. Royo NC, Lebold D, Magge SN, Chen I, Hauspurg A et al. (2007) Neurotrophin-mediated neuroprotection of hippocampal neurons following traumatic brain injury is not associated with acute recovery of hippocampal function. Neuroscience 148: 359-370.

160. Lin HW, Jain MR, Li H, Levison SW (2009) Ciliary neurotrophic factor (CNTF) plus soluble CNTF receptor alpha increases cyclooxygenase-2 expression, PGE2 release and interferon-gamma-induced CD40 in murine microglia. J Neuroinflammation 6: 7.

161. Hwang IK, Yi SS, Yoo KY, Park OK, Yan B et al. (2010) Effects of treadmill exercise on cyclooxygenase-2 in the hippocampus in type 2 diabetic rats: Correlation with the neuroblasts. Brain Res 1341: 84-92.

162. Strauss KI, Barbe MF, Marshall RM, Raghupathi R, Mehta S et al. (2000) Prolonged cyclooxygenase-2 induction in neurons and glia following traumatic brain injury in the rat. J Neurotrauma 17: 695-711.

163. O'Keeffe M, Grumont RJ, Hochrein H, Fuchsberger M, Gugasyan R et al. (2005) Distinct roles for the NF-kappaB1 and c-Rel transcription factors in the differentiation and survival of plasmacytoid and conventional dendritic cells activated by TLR-9 signals. Blood 106: 3457-3464.

164. Kuntzen C, Zazzeroni F, Pham CG, Papa S, Bubici C et al. (2007) A method for isolating prosurvival targets of NF-kappaB/Rel transcription factors. Methods Mol Biol 399: 99-124.

165. Vallabhapurapu S, Karin M (2009) Regulation and function of NF-kappaB transcription factors in the immune system. Annu Rev Immunol 27: 693-733.

166. Degnan BM, Vervoort M, Larroux C, Richards GS (2009) Early evolution of metazoan transcription factors. Curr Opin Genet Dev 19: 591-599.

167. Miletic G, Miyabe T, Gebhardt KJ, Miletic V (2005) Increased levels of Homer1b/c and Shank1a in the post-synaptic density of spinal dorsal horn neurons are associated with neuropathic pain in rats. Neurosci Lett 386: 189-193.

168. Sala C, Piech V, Wilson NR, Passafaro M, Liu G et al. (2001) Regulation of dendritic spine morphology and synaptic function by Shank and Homer. Neuron 31: 115-130.

169. Sala C, Roussignol G, Meldolesi J, Fagni L (2005) Key role of the postsynaptic density scaffold proteins Shank and Homer in the functional architecture of Ca2+ homeostasis at dendritic spines in hippocampal neurons. J Neurosci 25: 4587-4592.

170. Hung AY, Futai K, Sala C, Valtschanoff JG, Ryu J et al. (2008) Smaller dendritic spines, weaker synaptic transmission, but enhanced spatial learning in mice lacking Shank1. J Neurosci 28: 1697-1708.

171. Buscarlet M, Perin A, Laing A, Brickman JM, Stifani S (2008) Inhibition of cortical neuron differentiation by Groucho/TLE1 requires interaction with WRPW, but not Eh1, repressor peptides. J Biol Chem 283: 24881-24888.

172. Yao J, Liu Y, Husain J, Lo R, Palaparti A et al. (1998) Combinatorial expression patterns of individual TLE proteins during cell determination and differentiation suggest non-redundant functions for mammalian homologs of Drosophila Groucho. Dev Growth Differ 40: 133-146.

173. Berrebi D, Bruscoli S, Cohen N, Foussat A, Migliorati G et al. (2003) Synthesis of glucocorticoid-induced leucine zipper (GILZ) by macrophages: an anti-inflammatory and immunosuppressive mechanism shared by glucocorticoids and IL-10. Blood 101: 729-738.

174. Asselin-Labat ML, David M, Biola-Vidamment A, Lecoeuche D, Zennaro MC et al. (2004) GILZ, a new target for the transcription factor FoxO3, protects T lymphocytes from interleukin-2 withdrawal-induced apoptosis. Blood 104: 215-223.

175. Eddleston J, Herschbach J, Wagelie-Steffen AL, Christiansen SC, Zuraw BL (2007) The anti-inflammatory effect of glucocorticoids is mediated by glucocorticoid-induced leucine zipper in epithelial cells. J Allergy Clin Immunol 119: 115-122.

176. Nag S, Papneja T, Venugopalan R, Stewart DJ (2005) Increased angiopoietin2 expression is associated with endothelial apoptosis and blood-brain barrier breakdown. Lab Invest 85: 1189-1198.

177. Zhu Y, Lee C, Shen F, Du R, Young WL et al. (2005) Angiopoietin-2 facilitates vascular endothelial growth factor-induced angiogenesis in the mature mouse brain. Stroke 36: 1533-1537.

178. Calicchio ML, Collins T, Kozakewich HP (2009) Identification of Signaling Systems in Proliferating and Involuting Phase Infantile Hemangiomas by Genome-Wide Transcriptional Profiling. Am J Pathol 174: 1638-1649.

179. Lin TN, Wang CK, Cheung WM, Hsu CY (2000) Induction of angiopoietin and Tie receptor mRNA expression after cerebral ischemia-reperfusion. J Cereb Blood Flow Metab 20: 387-395.

180. Christakos S, Barletta F, Huening M, Dhawan P, Liu Y et al. (2003) Vitamin D target proteins: function and regulation. J Cell Biochem 88: 238-244.

181. Hilton GD, Ndubuizu A, Nunez JL, McCarthy MM (2005) Simultaneous glutamate and GABA(A) receptor agonist administration increases calbindin levels and prevents hippocampal damage induced by either agent alone in a model of perinatal brain injury. Brain Res Dev Brain Res 159: 99-111.

182. Fan Y, Shi L, Gu Y, Zhao Y, Xie J et al. (2007) Pretreatment with PTD-calbindin D 28k alleviates rat brain injury induced by ischemia and reperfusion. J Cereb Blood Flow Metab 27: 719-728.

183. Ringger NC, Tolentino PJ, McKinsey DM, Pike BR, Wang KK et al. (2004) Effects of injury severity on regional and temporal mRNA expression levels of calpains and caspases after traumatic brain injury in rats. J Neurotrauma 21: 829-841.

184. Zakeri Z, Lockshin RA (2008) Cell death: history and future. Adv Exp Med Biol 615: 1-11.

185. Di GS, Movsesyan V, Ahmed F, Cernak I, Schinelli S et al. (2005) Cell cycle inhibition provides neuroprotection and reduces glial proliferation and scar formation after traumatic brain injury. Proc Natl Acad Sci U S A 102: 8333-8338.

186. Keane RW, Kraydieh S, Lotocki G, Alonso OF, Aldana P et al. (2001) Apoptotic and antiapoptotic mechanisms after traumatic brain injury. J Cereb Blood Flow Metab 21: 1189-1198.

187. Kudryashov IE, Yakovlev AA, Kudryashova IV, Gulyaeva NV (2004) Inhibition of caspase-3 blocks long-term potentiation in hippocampal slices. Neurosci Behav Physiol 34: 877-880.

188. Forster R, valos-Misslitz AC, Rot A (2008) CCR7 and its ligands: balancing immunity and tolerance. Nat Rev Immunol 8: 362-371.

189. Khader SA, Rangel-Moreno J, Fountain JJ, Martino CA, Reiley WW et al. (2009) In a murine tuberculosis model, the absence of homeostatic chemokines delays granuloma formation and protective immunity. J Immunol 183: 8004-8014.

190. Robertson MJ (2002) Role of chemokines in the biology of natural killer cells. J Leukoc Biol 71: 173-183.

191. Garcia-Domingo D, Leonardo E, Grandien A, Martinez P, Albar JP et al. (1999) DIO-1 is a gene involved in onset of apoptosis in vitro, whose misexpression disrupts limb development. Proc Natl Acad Sci U S A 96: 7992-7997.

192. Garcia-Domingo D, Ramirez D, Gonzalez de BG, Martinez A (2003) Death inducer-obliterator 1 triggers apoptosis after nuclear translocation and caspase upregulation. Mol Cell Biol 23: 3216-3225.

193. Boutros T, Nantel A, Emadali A, Tzimas G, Conzen S et al. (2008) The MAP kinase phosphatase-1 MKP-1/DUSP1 is a regulator of human liver response to transplantation. Am J Transplant 8: 2558-2568.

194. Kuwano Y, Gorospe M (2008) Protecting the stress response, guarding the MKP-1 mRNA. Cell Cycle 7: 2640-2642.

195. Nagata T, Takahashi Y, Sugahara M, Murata A, Nishida Y et al. (2004) Profiling of genes associated with transcriptional responses in mouse hippocampus after transient forebrain ischemia using high-density oligonucleotide DNA array. Brain Res Mol Brain Res 121: 1-11.

196. Kondoh K, Sunadome K, Nishida E (2007) Notch signaling suppresses p38 MAPK activity via induction of MKP-1 in myogenesis. J Biol Chem 282: 3058-3065.

197. Sgambato V, Pages C, Rogard M, Besson MJ, Caboche J (1998) Extracellular signal-regulated kinase (ERK) controls immediate early gene induction on corticostriatal stimulation. J Neurosci 18: 8814-8825.

198. Galvin KE, Ye H, Erstad DJ, Feddersen R, Wetmore C (2008) Gli1 induces G2/M arrest and apoptosis in hippocampal but not tumor-derived neural stem cells. Stem cells 26: 1027-1036.

199. Bambakidis NC, Horn EM, Nakaji P, Theodore N, Bless E et al. (2009) Endogenous stem cell proliferation induced by intravenous hedgehog agonist administration after contusion in the adult rat spinal cord. J Neurosurg Spine 10: 171-176.

200. Matise MP, Joyner AL (1999) Gli genes in development and cancer. Oncogene 18: 7852-7859.

201. Dormoy V, Danilin S, Lindner V, Thomas L, Rothhut S et al. (2009) The sonic hedgehog signaling pathway is reactivated in human renal cell carcinoma and plays orchestral role in tumor growth. Mol Cancer 8: 123.

202. Giubellino A, Burke TR, Jr., Bottaro DP (2008) Grb2 signaling in cell motility and cancer. Expert Opin Ther Targets 12: 1021-1033.

203. Thornhill PB, Cohn JB, Stanford WL, Desbarats J (2008) The adaptor protein Grb2 regulates cell surface Fas ligand in Schwann cells. Biochem Biophys Res Commun 376: 341-346.

204. Russo C, Dolcini V, Salis S, Venezia V, Violani E et al. (2002) Signal transduction through tyrosine-phosphorylated carboxy-terminal fragments of APP via an enhanced interaction with Shc/Grb2 adaptor proteins in reactive astrocytes of Alzheimer's disease brain. Ann N Y Acad Sci 973: 323-333.

205. Venezia V, Russo C, Repetto E, Salis S, Dolcini V et al. (2004) Apoptotic cell death influences the signaling activity of the amyloid precursor protein through ShcA and Grb2 adaptor proteins in neuroblastoma SH-SY5Y cells. J Neurochem 90: 1359-1370.

206. Jang IK, Zhang J, Gu H (2009) Grb2, a simple adapter with complex roles in lymphocyte development, function, and signaling. Immunol Rev 232: 150-159.

207. Guibinga GH, Hsu S, Friedmann T (2010) Deficiency of the housekeeping gene hypoxanthine-guanine phosphoribosyltransferase (HPRT) dysregulates neurogenesis. Mol Ther 18: 54-62.

208. Torres RJ, Puig JG (2007) Hypoxanthine-guanine phosophoribosyltransferase (HPRT) deficiency: Lesch-Nyhan syndrome. Orphanet J Rare Dis 2: 48.

209. Shworak NW, HajMohammadi S, de Agostini AI, Rosenberg RD (2002) Mice deficient in heparan sulfate 3-O-sulfotransferase-1: normal hemostasis with unexpected perinatal phenotypes. Glycoconj J 19: 355-361.

210. Zhang L, Schwartz JJ, Miller J, Liu J, Fritze LM et al. (1998) The retinoic acid and cAMP-dependent up-regulation of 3-O-sulfotransferase-1 leads to a dramatic augmentation of anticoagulantly active heparan sulfate biosynthesis in F9 embryonal carcinoma cells. J Biol Chem 273: 27998-28003.

211. Cui J, Zhu N, Wang Q, Yu M, Feng J et al. (2009) p38 MAPK contributes to CD54 expression and the enhancement of phagocytic activity during macrophage development. Cell Immunol 256: 6-11.

212. Dietrich JB (2002) The adhesion molecule ICAM-1 and its regulation in relation with the blood-brain barrier. J Neuroimmunol 128: 58-68.

213. Chen Q, Appenheimer MM, Muhitch JB, Fisher DT, Clancy KA et al. (2009) Thermal facilitation of lymphocyte trafficking involves temporal induction of intravascular ICAM-1. Microcirculation 16: 143-158.

214. Beilharz EJ, Russo VC, Butler G, Baker NL, Connor B et al. (1998) Co-ordinated and cellular specific induction of the components of the IGF/IGFBP axis in the rat brain following hypoxic-ischemic injury. Brain Res Mol Brain Res 59: 119-134.

215. Ren H, Yin P, Duan C (2008) IGFBP-5 regulates muscle cell differentiation by binding to IGF-II and switching on the IGF-II auto-regulation loop. J Cell Biol 182: 979-991.

216. Beilharz EJ, Klempt ND, Klempt M, Sirimanne E, Dragunow M et al. (1993) Differential expression of insulin-like growth factor binding proteins (IGFBP) 4 and 5 mRNA in the rat brain after transient hypoxic-ischemic injury. Brain Res Mol Brain Res 18: 209-215.

217. Lee WH, Wang GM, Seaman LB, Vannucci SJ (1996) Coordinate IGF-I and IGFBP5 gene expression in perinatal rat brain after hypoxia-ischemia. J Cereb Blood Flow Metab 16: 227-236.

218. Wolf LV, Yang Y, Wang J, Xie Q, Braunger B et al. (2009) Identification of pax6-dependent gene regulatory networks in the mouse lens. PLoS One 4: e4159.

219. Cacalano NA, Le D, Paranjpe A, Wang MY, Fernandez A et al. (2008) Regulation of IGFBP6 gene and protein is mediated by the inverse expression and function of c-jun N-terminal kinase (JNK) and NFkappaB in a model of oral tumor cells. Apoptosis 13: 1439-1449.

220. Saito T, Akutsu S, Urushiyama T, Ishibashi K, Nakagawa Y et al. (2003) Changes in the mRNA expressions of insulin-like growth factors, their receptors, and binding proteins during the postnatal development of rat masseter muscle. Zoolog Sci 20: 441-447.

221. Fogal B, Hewett SJ (2008) Interleukin-1beta: a bridge between inflammation and excitotoxicity? J Neurochem 106: 1-23.

222. Bellehumeur C, Blanchet J, Fontaine JY, Bourcier N, Akoum A (2009) Interleukin 1 regulates its own receptors in human endometrial cells via distinct mechanisms. Hum Reprod 24: 2193-2204.

223. Franchi L, Eigenbrod T, Munoz-Planillo R, Nunez G (2009) The inflammasome: a caspase-1-activation platform that regulates immune responses and disease pathogenesis. Nat Immunol 10: 241-247.

224. Hutchinson PJ, O'Connell MT, Rothwell NJ, Hopkins SJ, Nortje J et al. (2007) Inflammation in human brain injury: intracerebral concentrations of IL-1alpha, IL-1beta, and their endogenous inhibitor IL-1ra. J Neurotrauma 24: 1545-1557.

225. Lu KT, Wu CY, Yen HH, Peng JH, Wang CL et al. (2007) Bumetanide administration attenuated traumatic brain injury through IL-1 overexpression. Neurol Res 29: 404-409.

226. Kim JV, Dustin ML (2006) Innate response to focal necrotic injury inside the blood-brain barrier. J Immunol 177: 5269-5277.

227. Gharibyan AL, Zamotin V, Yanamandra K, Moskaleva OS, Margulis BA et al. (2007) Lysozyme amyloid oligomers and fibrils induce cellular death via different apoptotic/necrotic pathways. J Mol Biol 365: 1337-1349.

228. Sato T, Torashima T, Sugihara K, Hirai H, Asano M et al. (2008) The scaffold protein JSAP1 regulates proliferation and differentiation of cerebellar granule cell precursors by modulating JNK signaling. Mol Cell Neurosci 39: 569-578.

229. Xu P, Yoshioka K, Yoshimura D, Tominaga Y, Nishioka T et al. (2003) In vitro development of mouse embryonic stem cells lacking JNK/stress-activated protein kinase-associated protein 1 (JSAP1) scaffold protein revealed its requirement during early embryonic neurogenesis. J Biol Chem 278: 48422-48433.

230. Iwanaga A, Sato T, Sugihara K, Hirao A, Takakura N et al. (2007) Neural-specific ablation of the scaffold protein JSAP1 in mice causes neonatal death. Neurosci Lett 429: 43-48.

231. Miura E, Fukaya M, Sato T, Sugihara K, Asano M et al. (2006) Expression and distribution of JNK/SAPK-associated scaffold protein JSAP1 in developing and adult mouse brain. J Neurochem 97: 1431-1446.

232. Rincon M, Davis RJ (2009) Regulation of the immune response by stress-activated protein kinases. Immunol Rev 228: 212-224.

233. Bourdi M, Korrapati MC, Chakraborty M, Yee SB, Pohl LR (2008) Protective role of c-Jun N-terminal kinase 2 in acetaminophen-induced liver injury. Biochem Biophys Res Commun 374: 6-10.

234. Gerykova-Bujalkova M, Krivulcik T, Bartosova Z (2008) Novel approaches in evaluation of pathogenicity of single-base exonic germline changes involving the mismatch repair genes MLH1 and MSH2 in diagnostics of Lynch syndrome. Neoplasma 55: 463-471.

235. Munday JS, French AF, Gibson IR, Gwynne K (2009) Widespread mismatch repair protein expression in canine cutaneous mast cell tumors. Vet Pathol 46: 227-232.

236. Loyer X, Heymes C, Samuel JL (2008) Constitutive nitric oxide synthases in the heart from hypertrophy to failure. Clin Exp Pharmacol Physiol 35: 483-488.

237. Mollsten A, Lajer M, Jorsal A, Tarnow L (2009) The endothelial nitric oxide synthase gene and risk of diabetic nephropathy and development of cardiovascular disease in type 1 diabetes. Mol Genet Metab 97: 80-84.

238. Zhang Y, Lu J, Shi J, Lin X, Dong J et al. (2008) Central administration of angiotensin-(1-7) stimulates nitric oxide release and upregulates the endothelial nitric oxide synthase expression following focal cerebral ischemia/reperfusion in rats. Neuropeptides 42: 593-600.

239. Morioka I, Tsuneishi S, Takada S, Matsuo M (2004) PDGF-alpha receptor expression following hypoxic-ischemic injury in the neonatal rat brain. Kobe J Med Sci 50: 21-30.

240. Perros F, Montani D, Dorfmuller P, Durand-Gasselin I, Tcherakian C et al. (2008) Platelet-derived growth factor expression and function in idiopathic pulmonary arterial hypertension. Am J Respir Crit Care Med 178: 81-88.

241. Ishii Y, Matsumoto Y, Watanabe R, Elmi M, Fujimori T et al. (2008) Characterization of neuroprogenitor cells expressing the PDGF beta-receptor within the subventricular zone of postnatal mice. Mol Cell Neurosci 37: 507-518.

242. Wu CY, Hsieh HL, Sun CC, Tseng CP, Yang CM (2008) IL-1 beta induces proMMP-9 expression via c-Src-dependent PDGFR/PI3K/Akt/p300 cascade in rat brain astrocytes. J Neurochem 105: 1499-1512.

243. Cohen ED, Ihida-Stansbury K, Lu MM, Panettieri RA, Jones PL et al. (2009) Wnt signaling regulates smooth muscle precursor development in the mouse lung via a tenascin C/PDGFR pathway. J Clin Invest 119: 2538-2549.

244. Schwartz JP, Nishiyama N (1994) Neurotrophic factor gene expression in astrocytes during development and following injury. Brain Res Bull 35: 403-407.

245. Rosenberger J, Petrovics G, Buzas B (2001) Oxidative stress induces proorphanin FQ and proenkephalin gene expression in astrocytes through p38- and ERK-MAP kinases and NF-kappaB. J Neurochem 79: 35-44.

246. McTavish N, Copeland LA, Saville MK, Perkins ND, Spruce BA (2007) Proenkephalin assists stress-activated apoptosis through transcriptional repression of NF-kappaB- and p53-regulated gene targets. Cell Death Differ 14: 1700-1710.

247. Eastwood SL, Salih T, Harrison PJ (2005) Differential expression of calcineurin A subunit mRNA isoforms during rat hippocampal and cerebellar development. Eur J Neurosci 22: 3017-3024.

248. Mathieu F, Miot S, Etain B, El Khoury MA, Chevalier F et al. (2008) Association between the PPP3CC gene, coding for the calcineurin gamma catalytic subunit, and bipolar disorder. Behav Brain Funct 4: 2.

249. Anantharam V, Lehrmann E, Kanthasamy A, Yang Y, Banerjee P et al. (2007) Microarray analysis of oxidative stress regulated genes in mesencephalic dopaminergic neuronal cells: relevance to oxidative damage in Parkinson's disease. Neurochem Int 50: 834-847.

250. Allen TR, Krueger KD, Hunter WJ, III, Agrawal DK (2005) Evidence that insulin-like growth factor-1 requires protein kinase C-epsilon, PI3-kinase and mitogen-activated protein kinase pathways to protect human vascular smooth muscle cells from apoptosis. Immunol Cell Biol 83: 651-667.

251. Uemura K, Aki T, Yamaguchi K, Yoshida K (2003) Protein kinase C-epsilon protects PC12 cells against methamphetamine-induced death: possible involvement of suppression of glutamate receptor. Life Sci 72: 1595-1607.

252. Malhotra A, Begley R, Kang BP, Rana I, Liu J et al. (2005) PKC-{epsilon}-dependent survival signals in diabetic hearts. Am J Physiol Heart Circ Physiol 289: H1343-H1350.

253. Shinohara H, Kayagaki N, Yagita H, Oyaizu N, Ohba M et al. (2001) A protective role of PKCepsilon against TNF-related apoptosis-inducing ligand (TRAIL)-induced apoptosis in glioma cells. Biochem Biophys Res Commun 284: 1162-1167.

How the deposited data were processed for this re-analysis (not part of the article)

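RNA of neurons captured by laser from the CA3 hippocampus was measured on 8 single-colour Agilent whole-genome rat arrays, 2 for each of naïve rats, sham-injured rats, surviving neurons and dying neurons. According to the methods, neurons were pooled from 3 to 6 rats for the arrays unless stated otherwise, and for each replicate of injured rats from at least 3. The processed intensities in the files of single arrays were made by the authors with Agilent Feature Extraction, according to the file headers, by subtracting background and removing trends across the array, without normalization between arrays. The same files hold, as deposited by the authors, the mean intensities of the spots and the median intensities of their local background without correction, and marks of 0 or 1 for spots well above background, saturated or non-uniform. The signal values of the series table were made by the authors by dividing the processed signal of a probe by 1 constant for each array, with signals under about 5 set to a floor, as found by comparing the deposited values with each other. The methods describe a scaling of each array to its median and of each gene to its median over samples, and the series values show no division by the median of a gene.

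The arrays held 45018 spots and 41012 probes besides controls, of which 263 probes were spotted 10 times. The number of spots marked as non-uniform was 734 and 6 in naïve, 15 and 8 in sham, 50 and 35 in surviving and 114 and 111 in dying neurons, and 0 spots were saturated. Non-uniform spots were left out, spots of a probe were averaged, each array was divided by its median over all probes, values under 0.01 were set to 0.01 and the log2 was taken. Precision is limited by the number of arrays, 2 per group. Of the probes, 24588 carry the accession of a RefSeq transcript, 236 of a RefSeq non-coding transcript, 7723 of a 3′ read of an expressed sequence tag, 2437 of a 5′ read, 5611 of a tag or unnamed transcript whose end is not stated, and 417 another accession with a gene symbol. The class was read from the accession and the description of the probe. RefSeq accessions of 10735 probes were found in the reference annotation, and 23406 probes carry a gene name.

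The groups were compared with limma 3.58.1 in R 4.3.3. A linear model of the 4 groups was fitted to all 8 arrays, leaving 4 residual degrees of freedom per probe before the spread was moderated across probes, and the contrasts were surviving against dying, surviving against sham, dying against sham and sham against naïve. Probes well above background on both arrays of at least 1 of the 2 groups were tested, and p-values were two-sided and adjusted by the Benjamini-Hochberg method within a contrast, with a threshold of 0.05. The counts over 2-fold and 5-fold followed the methods: well above background on all 4 arrays, with the larger replicate at most 1.5 times the smaller in both groups. The methods give a ratio relative to sham and the results compare dying with surviving neurons, so the latter was used and the former was run as an alternative. Where no array of a group was well above background, a lower bound was set by the lowest signal of any probe well above background on each array of that group, or by the signal of the probe itself where that was higher. Replicates were compared by Pearson's r and by average-linkage clustering on 1 minus r, without the division by the median of each gene. On simulated data with the spread of these arrays, 0 of 200 changed probes passed the threshold at log2 changes of 1, 2 or 3. With 2000 changed probes and an equal spread in all groups, 53.4% of those changed by 3 passed, with 40 false calls. With the spread of each group, 60.3% of those changed by 3 passed, with 57 false calls.

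The genes named are those the paper names in Table 1, Tables S2 to S8, its results, Fig. 6 and Table 2, with 5 probes in each direction between surviving and dying neurons and 3 in the other comparisons, and the members of the marker lists. These probes were those of largest change past the threshold or, where too few passed, those with the smallest p-values, among probes with a gene name that were well above background on all 4 arrays compared and had both arrays of one group above both of the other. The values in the paper's tables had been seen before this rule was written. A gene was read from the probe with its accession in the paper's tables, or from its gene name, and where several probes matched from the brightest over all 8 arrays. The text of Table S3 repeats that of Group 3, so that Group 2 was left out. Lists of marker genes were written for microglia and macrophages, astrocytes, oligodendrocytes, oligodendrocyte precursors, endothelium and pericytes, pyramidal neurons, interneurons, neutrophils and infiltrating leukocytes, immediate early genes and the respiratory chain, and tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, adjusted over the 10 lists of a contrast.

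The alternatives were scaling to the 75th percentile, quantile normalization, a normexp background correction with an offset of 50, the series values, no filter on dim probes and stricter ones, the 4 arrays of the groups compared alone, the replicate number or the slide as a block, an intensity trend in the spread, array weights, RefSeq probes alone, the mean over the probes of a gene, and each array left out in turn. For the counts over a fold, they also included no filter on replicates, a wider one in which the larger replicate is at most 2 times the smaller, and distinct gene names. Added after the data were seen were the keeping of non-uniform spots, scaling by the median of RefSeq probes, signals under 5 set to 5 with scaling by the median of probes above background, leaving out probes of 3′ reads, clustering of signals over the median of each gene and of probes over 2-fold, and quantile normalization with a dying array left out. A test by other splits of the samples was not applicable, because each group holds 2 arrays. The quantitative PCR, the antibody staining and the pathway analysis were not analysed here. Some genes that the paper names are not reported here.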

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

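The test for slides that hold both an injured and a control group was chosen only after the result was seen, as was the test of whether 3′ reads report the gene they are named for. The alternatives of scaling by the median of probes above background or of RefSeq probes and of keeping non-uniform spots were also chosen then. The groups, the contrasts, the filter for the probes tested and the other tests of this part were set before the data were examined.

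The paper compares surviving with dying neurons and gives no count against the controls, where many probes passed the threshold. Between dying and sham neurons, 11290 of 25629 probes passed in limma, 3864 higher and 7426 lower in dying neurons. Between surviving and sham neurons, 5074 of 26910 passed, 1834 higher and 3240 lower. Between sham and naïve rats, 0 of 20739 probes passed, with 1005 at an unadjusted p under 0.05. The share of probes past the threshold that were higher depends on the scaling: in dying neurons it was 34.2%, and 59.7% with the 75th percentile, 56.3% with quantile normalization, 63.0% with the series values and 84.2% with scaling by the median of probes above background. In surviving neurons it was 36.1%, and 73.4%, 59.3%, 75.3% and 94.9% under these settings. With the normexp correction 0 probes passed in both comparisons, with 2347 and 2496 at an unadjusted p under 0.05 for dying and surviving neurons. The count for surviving neurons fell to 253 without sham replicate 1, 513 without sham replicate 2, 415 without surviving replicate 1 and 361 without surviving replicate 2, and rose to 8555 without either dying replicate. For dying neurons it was 3049 without sham replicate 1, 5169 without sham replicate 2, 7845 without dying replicate 1 and 13425 without dying replicate 2. All arrays of injured rats lay on 1 slide, with 1 scan and 1 extraction protocol, and all arrays of controls on the other, so that 0 slides held both and neither a slide term nor a comparison within a slide can be had. Effects of injury and of slide, scan, protocol or amplification therefore cannot be told apart in these counts, and the biological explanation, the injury, stays open and untested.

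Probes of 3′ reads of expressed sequence tags, a class of probes the paper does not discuss, were higher in dying than in sham neurons. Their median difference was 1.01 over 4853 probes, of which 75.8% were above 0, while the median was -0.80 for RefSeq probes and -1.57 for 5′ reads. In surviving neurons the median of 3′ reads against sham was -0.28, and between sham and naïve rats it was -0.20. In dying neurons it stayed above 0 in every setting run, from 0.18 with the normexp correction to 2.38 with scaling by the median of probes above background, and was 0.58 without dying replicate 1 and 1.46 without dying replicate 2. The difference between 3′ and 5′ reads, set against the mean of sham, was 2.46 and 1.74 on the dying arrays, 0.55 and 0.76 on the surviving arrays and 0.29 and 0.84 on the naïve arrays. A lower signal of such probes together with the scaling is argued against for the comparison of surviving with dying neurons, which share a slide. At matched signal, the median of 3′ reads lay below that of RefSeq probes by a difference of -1.39. This difference was below 0 in 9 of 10 bins of signal, and 0.08 in the remaining bin, which held 25 probes of 3′ reads. A 3′ bias or a difference in RNA quality between pools stays open, because the probes that share a gene with a RefSeq probe, whose median difference was -0.39 over 152 genes, include no 3′ reads, as these carry no gene symbol. Whether 3′ reads report the gene they are named for also stays open. Of 28 genes that the paper lists by a 3′ read as higher in dying neurons, another RefSeq probe had the same sign in 17, against 29 of 32 genes listed by a RefSeq probe (two-sided Fisher's exact test, p = 0.0126), but only 3 of the latter are listed as higher in dying neurons, so that the direction and the kind of probe coincide. The slide is open as well for the difference from sham, and a change of 3′ ends with cell death, which the design names through the dying neurons, was not tested.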

How the results depend on the processing

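The keeping of non-uniform spots, the scaling by the median of RefSeq probes, the scaling by the median of probes above background, the leaving out of 3′ reads, the clustering of signals over the median of each gene or of probes over 2-fold and quantile normalization with a dying array left out were chosen only after the data were seen. For counts, correlations, list medians and shares, 34 results were recomputed under the alternatives, and 595 values kept their direction and side of the threshold or, for values without a test, stayed within the spread. Another 86 values of 18 results moved, 13 of 5 results came past the threshold, 7 of 3 results no longer passed it and 19 of 8 results reversed. Unless the construction of an alternative is named below as the cause, the cause was not tested.

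Some scalings moved the median of all probes. Between surviving and dying neurons, the shift was 0.21 with the normexp correction, -0.35 with the median of RefSeq probes and 0.36 with the median of probes above background, and it was within 0.1 for the 75th percentile, quantile normalization and the series values. Against sham, the shift was 0.78, 0.61, 0.52, 0.87 and 1.84 in surviving neurons and 0.73, 0.67, 0.18, 0.80 and 1.47 in dying neurons with the 75th percentile, quantile, normexp, series and above-background scalings, and -0.19 and 0.16 with the median of RefSeq probes. Signs against sham therefore depend on the scaling.

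The count of probes past the threshold of limma between surviving and dying neurons, 0 with 5900 at an unadjusted p under 0.05, was 2 with the series values and 1 with probes above background on all 8 arrays. With single arrays left out, where the lone array of a group is assumed to vary like the other groups, it ranged from 0 to 5994: 5994 without dying replicate 2, and 0 without dying replicate 1, with 4096 at an unadjusted p under 0.05. After quantile normalization it was 8505 without dying replicate 2 and 0 without dying replicate 1, with 5928 at an unadjusted p under 0.05. Between surviving and sham neurons, the count of 5074 became 0 with the normexp correction (2496 at an unadjusted p under 0.05), 3116 with probes above background in both groups, 12162 with the 4 arrays alone, 13275 with array weights, 2638 with RefSeq probes alone and 12001 with scaling by probes above background. It ranged from 253 to 8555 with single arrays left out: 253 and 513 without sham replicates 1 and 2, 415 and 361 without surviving replicates 1 and 2, and 8555 without either dying replicate. Between dying and sham neurons, the count of 11290 became 0 with the normexp correction (2347 at an unadjusted p under 0.05), 7236 with probes above background in both groups, 7401 with those on all 8 arrays and 7053 with RefSeq probes. It ranged from 3049, without sham replicate 1, to 13425, with 5169 without sham replicate 2. Fewer probes are tested by construction with stricter filters and RefSeq probes alone. Between sham and naïve rats, the count of 0, with 1005 at an unadjusted p under 0.05, became 1 with quantile normalization, 1 with all 8 arrays above background, 1 with array weights and 113 with the 4 arrays alone, and ranged from 0 to 15 with single arrays left out, 15 without either dying replicate. With the replicate number as a block, the counts were 0, 3491, 10395 and 0 in the order of these comparisons. The difference between replicates 1 and 2 correlated between groups with r from -0.193 to 0.0717 across 15254 probes. This gave no sign of pairing by number. With 2 arrays per group, it cannot exclude that pools of the same number share rats. The slide as a block gives the fit without it where both groups share a slide, and cannot give a value for injured against control arrays.

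The count over 2-fold under the filter of the methods, 1050, became 6459 without the filter on replicates, 2440 with the wider one, 303 with the normexp correction, 543 as distinct gene names and 6289 with the ratio relative to sham. It ranged from 1526 to 6651 with single arrays left out, where the filter on replicates holds for 1 group only: 2067 without surviving replicate 2, 3693 without dying replicate 1 and 6651 without dying replicate 2. Of the probes over 2-fold, 56.9% were higher in surviving neurons, and 43.1% with quantile normalization, 42.4% with the series values, 95.1% with the normexp correction and 31.4% with the median of RefSeq probes. The count over 5-fold, 32, became 850 without the filter on replicates, 115 with the wider one, 104 with no filter on background, 98 with probes above background in 1 group, 16 with all 8 arrays, 68 with quantile normalization, 4 with the normexp correction, 55 with the series values, 14 as gene names and 1419 relative to sham. It ranged from 106 to 1760 with single arrays left out: 106 and 125 without surviving replicates 1 and 2, 167 without dying replicate 1 and 1760 without dying replicate 2. The position of sham between dying and surviving neurons, 1.16 for probes higher in surviving neurons, was 0.70 with the 75th percentile, 0.63 with naïve in place of sham, 1.73 over 2-fold and 0.55 with scaling by probes above background, which gave 1.21 in place of 0.69 for probes higher in dying neurons. Dying replicate 2 correlated with the surviving arrays more than with dying replicate 1 by 0.0514, and by 0.0951 with the normexp correction. This difference reversed to -0.0519 with signals over the median of each gene and to -0.126 on probes over 2-fold under the filter. With signals over the median of each gene, it was -0.828 on these probes and -0.462 on probes over 2-fold without the filter on replicates. The filter on replicates favours a reversal by construction, and so does choosing probes by the difference between the means of these groups. Correlations between replicates have no value with 1 of the pair left out.

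Of the 118 listed genes, between 113 and 118 had the direction of the paper's tables under the alternatives that cover all of them. Adjusted over the list alone, 81 passed the threshold, and 0 with the normexp correction, 42 with probes above background in both groups, 34 with those on all 8 arrays, 44 with RefSeq probes and 48 without 3′ reads, the latter 4 by fewer genes tested. Without surviving replicates 1 and 2 the number was 44 and 53, and without dying replicates 1 and 2 it was 48 and 97, a range from 44 to 97. Adjusted over all probes it ranged from 0 to 81, the latter without dying replicate 2. Of the further genes read by name, 3 of 5 had the direction stated, and 3 to 5 with single arrays left out, 5 without dying replicate 1. For Fig. 6, 5 of 11 genes had the direction drawn, 9 with the normexp correction and 3 with scaling by probes above background. What depth limits, on arrays the signal over background, is seen in these lists: 59 of the 118 genes were well above background on all 4 arrays, 29 have a bound in place of a fold, and 109 could be tested.

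For the marker lists between surviving and dying neurons, medians with the normexp correction were 0.26 for endothelium, 1.08 for immediate early genes, 0.56 for interneurons, 0.031 for oligodendrocyte precursors and 0.65 for oligodendrocytes, all reversed. The normexp correction also gave -0.39 for neutrophils, then past the threshold (adjusted p = 0.0420), and 1.92 for pyramidal neurons, then not past it (adjusted p = 0.0886). The median of astrocytes, 0.08, reversed to -0.036 without a filter on dim probes, -0.16 with all 8 arrays above background and -0.26 with the median of RefSeq probes, and with scaling by probes above background immediate early genes reversed to 0.27 and oligodendrocytes to 0.15. With medians unchanged, endothelium (-1.19) and pyramidal neurons (1.18) no longer passed with fry or with an estimated correlation, microglia (-1.74) passed with fry but not with an estimated correlation, and neutrophils (-1.48) passed with fry, with the 4 arrays alone and without 3′ reads (adjusted p from 0.0112 to 0.0500). Without 3′ reads, interneurons (-0.61), oligodendrocyte precursors (-0.88) and oligodendrocytes (-0.22) also passed, and the precursors passed with all 8 arrays above background (-1.11) and with the block of replicate numbers (-0.88).

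With single arrays left out, the list medians ranged from -0.32 to 0.21 for astrocytes, -0.38 to 0.031 for immediate early genes, -1.37 to 0.15 for interneurons, -1.83 to 0.17 for neutrophils, -1.66 to -0.11 for oligodendrocyte precursors, 0.42 to 1.04 for the respiratory chain and 0.59 to 2.03 for pyramidal neurons. Without dying replicate 1, interneurons were at 0.15, the respiratory chain passed the threshold at 0.74 (adjusted p = 0.0444) and pyramidal neurons did not, at 0.59 (adjusted p = 0.0739). Without dying replicate 2, interneurons at -1.37 and oligodendrocyte precursors at -1.66 passed (adjusted p = 0.0453 for both), and the precursors also passed without surviving replicate 1, at -1.14 (adjusted p = 0.0494). Lists past the threshold against sham numbered 0 for surviving neurons, 1 with probes above background in both groups or on all 8 arrays and 2 with fry. For dying neurons the number was 1, and 2 with the normexp correction, 5 with fry and 0 with an estimated correlation, with a range from 1 to 2 over arrays left out, 2 without dying replicate 2.

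The share of probes over 2-fold and higher in dying neurons that carry no RefSeq accession, 74.2%, was 69.9% without the filter on replicates, 69.4% with quantile normalization, 79.7% with the series values, 67.0% with the median of RefSeq probes and 83.0% with scaling by probes above background, and ranged from 61.1% to 76.4% with single arrays left out. The share for those higher in surviving neurons, 22.8%, was 28.1% with the normexp correction and 27.1% with scaling by probes above background. The median of 3′ reads between surviving and dying neurons, -1.09, was -0.20 with the normexp correction and from -1.54 to -0.78 with single arrays left out, and that of 5′ reads, 0.34, reversed to -0.0066 with the median of RefSeq probes.

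Of 91 results of named genes, 1553 values under the alternatives other than leaving out an array and 658 values with an array left out kept their direction and side of the threshold. Leaving out an array brought 44 results past the threshold, all without dying replicate 2, took 5 results below it in 16 values and reversed 8 results in 10 values. The other alternatives brought 3 results past it, took 16 below it and reversed 10. CD47 (-0.0011) reversed to 0.055 with the 75th percentile, 0.035 with quantile normalization, 0.93 with the normexp correction, 0.080 with the series values, 1.49 with the mean over its probes, 0.0064 with non-uniform spots kept and 0.37 with scaling by probes above background, and ranged from -0.32 to 0.32 with single arrays left out, being above 0 without surviving replicate 1 or dying replicate 1. MAPK9 (0.28) reversed to -0.0018 with quantile normalization, -0.071 with the median of RefSeq probes and -0.17 without surviving replicate 1, within -0.17 to 0.73. TSC22D3 (0.09) reversed to -0.20, -0.26 and, without surviving replicate 2 or dying replicate 2, to -0.05 and -0.51, within -0.51 to 0.69. Leaving out dying replicate 1 reversed NCAM1 (range -0.21 to 2.06) and MMP9 (-1.40 to 0.22). Leaving out dying replicate 2 reversed RYBP (-0.19 to 1.21), and surviving replicate 2 reversed HMOX1 (-1.20 to 0.21). The sign of CDC6 also changed without dying replicate 1 (-7.12 to 0.32). There CDC6 was at background in both groups, so that its direction cannot be read. Its value of -7.12 is likewise set against surviving arrays at background. The normexp correction reversed CD14 (0.34), GPX1 (1.27), HMOX1 (0.36), MMP9 (0.68), NPY (0.56) and JUN (1.13), and scaling by probes above background reversed JUN (0.016) and UCHL1 against sham in surviving neurons (0.55). The marker lists have no value with RefSeq probes alone or with the mean over the probes of a gene.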

Differences from the paper's values

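The scaling of signals set to at least 5 by the median of probes above background, and the choice of another probe of an accession, were tried only after the values were seen. The other alternatives were set before the data were examined. Of 117 values of the paper compared, 20 differed: the number of genes over 2-fold, NCAM1 and 18 listed genes, all of these 18 listed as higher in surviving neurons. Ratios were taken as different where their directions differed, or where one was more than 1.5 times the other and the gap was larger than the SD of the ratio found here, which was computed from the spread of the replicates of both groups; on 1.5 times alone where a replicate was at the floor of the scaled signal. A lower bound was taken as different only if over 1.5 times the paper's ratio, and the number of genes on 1.5 times alone.

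The paper's number of genes that differ over 2-fold between dying and surviving neurons is 2163, and 1050 probes were found here. The count came within 1.5 times the paper's with the wider filter on replicates (2440), with no filter on background (1503), without surviving replicate 1 (1526) and without surviving replicate 2 (2067), and not with the other alternatives.

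Ratios of surviving to dying neurons are given with the paper's value after the value found here, from the brightest probe, and the alternatives of this paragraph and the next keep that probe or take the mean over the probes of the gene. CCT2 had 1.90 and the paper's 5.993, SPG20 2.34 and the paper's 6.632, and HABP4 2.01 and the paper's 7.125. For these 3 genes the normexp correction gave no difference (4.95, 6.54 and 4.86), and the other alternatives did. RAB1A had 3.15 and the paper's 5.275. It did not differ with the normexp correction (5.19), the series values (3.33), the mean over its probes (3.58), without surviving replicate 2 (3.71) and without dying replicate 2 (4.66), nor with the scaling by probes above background (4.07), chosen after seeing the values, and differed with the others. CSNK2A2 had 2.65 and the paper's 5.866. It did not differ with the mean over its probes (3.47), without surviving replicate 2 (4.33) and without dying replicate 2 (3.66), nor with the scaling by probes above background (3.43), and differed with the others. ADCYAP1 had 1.91 from the means of log2 signals and the paper's 9.975, while its ratio of mean signals before the log2 was 0.675, towards dying neurons. The value from log2 means did not differ without dying replicate 1 (10.5), where the remaining dying array was not well above background. It did under the other alternatives.

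Under none of these alternatives did the following come within the paper's values: ACTC1 with 2.88 and the paper's 11.04, USP47 with 1.93 and the paper's 6.876, ADCY9 with 1.30 and the paper's 8.724, BDNF with 3.07 and the paper's 6.349, EPHB1 with 2.13 and the paper's 9.849, PDCD6IP with 1.56 and the paper's 7.256, AES with 1.02 and the paper's 7.498, TSC22D3 with 1.07 and the paper's 5.224, MAPK8IP3 with 1.16 and the paper's 7.699, MAPK9 with 1.21 and the paper's 11.12, RYBP with 1.42 and the paper's 9.825, and SCARB1 with 1.15 and the paper's 6.836. With the scaling by probes above background and another probe of the accession, both chosen after seeing the values, all of these but ADCY9 came within 5% of the paper's, as described below. For NCAM1 the ratio of dying to surviving neurons was 0.527 and the paper's is 5.12, printed with a minus sign in Table 1 for higher expression in dying neurons, and it differed under all alternatives. Its probe was found by gene name, so the paper's ratio may come from another probe.

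With the scaling of signals set to at least 5 and, among the probes of an accession, the probe with the largest difference, both chosen after seeing the values, 115 of 118 listed ratios came within 5% of the paper's, all but those of ADCY9, CREB1 and PTGS2, and by direction this drops 0 of the 118 listed genes. With the brightest probe of each gene under that scaling, 93 of 118 came within 5%. Of 38 accessions with more than 1 probe, the nearest probe was the one with the largest difference in all 38, and in 8 the probes differ in sign.

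All 118 listed genes had the paper's direction on their brightest probe in the means of log2 signals. The study chose them on these arrays, so this is not independent evidence. In the ratio of mean signals before the log2, ADCYAP1 (0.675), AES (0.985) and TSC22D3 (0.984) lay below 1, against the paper's direction. In limma, 0 of the listed genes passed the threshold between surviving and dying neurons over all probes tested (83 at an unadjusted p under 0.05). The paper names CDC42 both among genes raised in dying neurons, as in Table 1, and among genes raised in surviving neurons. The probe of its listed accession differed by -2.80, and its RefSeq probes by 1.29 and 1.45. The paper gives CD47 as raised in surviving neurons, and its brightest probe differed by -0.0011, another by 2.98. According to the paper, replicates of dying neurons cluster together apart from surviving neurons, in a tree of the genes over 2-fold. Here the clustering of all probes joined dying replicate 2 to the surviving pair and dying replicate 1 last, under each scaling and filter on background that was run. The dying replicates joined each other, as in the paper, on all probes with signals over the median of each gene, a step the methods describe, and on probes over 2-fold under the filter with and without that step, settings chosen after seeing the values. On probes over 2-fold without the filter on replicates they did so with that step and not without it. Choosing probes by the difference between these groups itself favours joining by group. For genes that Fig. 6 places with surviving or dying neurons, which the paper measured by quantitative PCR in other samples and describes as following the arrays, the direction on the arrays was the one drawn in 5 of 11. Of those drawn as higher in surviving neurons, CD14 differed by -0.92, GAL by -1.91, GPX1 by -0.53, HMOX1 by -0.50, MMP9 by -0.59 and NPY by -1.03, while IGFBP3 differed by 1.01 in the direction drawn, as did the genes drawn as higher in dying neurons, CEBPA (-0.20), JUN (-0.36), RUNX1 (-1.44) and NPR1 (-2.35). With the normexp correction, 9 of the 11 had the direction drawn.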

Other observations

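The tests of 1 dying array apart from the others and of quantile normalization with a dying array left out were chosen only after the result was seen.

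The difference between surviving and dying neurons depended on which dying array stood for the group. Without dying replicate 2, so against dying replicate 1 alone, 5994 probes passed the threshold in limma, and without dying replicate 1 none did, with 4096 at an unadjusted p under 0.05. A candidate explanation is that dying replicate 1 stands apart from the other 3 arrays of injured rats, through its pool of cells, its RNA or its labelling, which the files do not separate. Its median signal was 19.4, against 48.3 to 53.0 on the other 3. A shift of all probes by the scaling is argued against as the whole cause, since after quantile normalization 8505 probes passed without dying replicate 2, of which 5698 had also passed in the same direction before it, and 0 without dying replicate 1, with 5928 at an unadjusted p under 0.05. For the difference between the groups, 990 probes were over 2-fold under the filter of the methods after quantile normalization, 683 of them among the 1050 found before it. That all 683 kept their direction says little, because a probe over 2-fold both times could reverse only by crossing both limits. The split by direction moved. The place of dying replicate 1 among the arrays depends on the measure: with signals over the median of each gene, the dying replicates correlated at r = 0.443, above the r = 0.380 and 0.402 of dying replicate 2 with the surviving arrays. The biological explanation, a more advanced stage of dying in 1 pool, was not tested.

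Markers of microglia and macrophages were lower in surviving than in dying neurons: 14 of 15 genes tested were below 0, with a median of -1.74 (camera, adjusted p = 1.84e-06; 0.0273 with fry and 0.386 with an estimated correlation). One gene at its bound left the median at -1.74. The adjusted p of camera stayed under 0.05 in every alternative to the fit that was run, up to 0.0180 with the normexp correction, where the median was -0.24. The abundant microglial transcripts moved together, with a median of -2.11: Cd74 differed by -1.74, C1qa by -1.85, C1qb by -2.50, Tyrobp by -2.27 and Ctss by -2.11. Cells of this type captured with dying neurons, or lying against them, may therefore be a source of immune transcripts in the dying pools. Of the 17 genes of the list with a probe, 13 were well above background in both sham arrays, 3 are in the paper's tables and 0 in another list. Expression of these genes by dying neurons stays open and was not tested. A lower share of neurons in the dying pools stays open as well: the medians of endothelium (-1.19), neutrophils (-1.48) and oligodendrocyte precursors (-0.88) were below 0 and that of pyramidal neurons (1.18) above it, though with the normexp correction those of endothelium and precursors reversed, while oligodendrocytes (-0.22) moved less and the astrocyte genes went both ways. Against sham, the list had a median of 2.35 in dying neurons (camera, adjusted p = 0.000226; 0.0126 with fry and 0.521 with an estimated correlation).

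Of the other lists between surviving and dying neurons, those of endothelium and pericytes (8 genes, median -1.19, adjusted p = 0.00695) and pyramidal neurons (14 genes, 1.18, adjusted p = 0.00868) passed the threshold of camera, and neither did with fry (adjusted p = 0.154 for both) or an estimated correlation (0.386 for both). Those that did not pass were neutrophils and infiltrating leukocytes (6 genes, -1.48, adjusted p = 0.0831, 0.0273 with fry), oligodendrocyte precursors (5 genes, -0.88, 0.0787), interneurons (9 genes, -0.61, 0.0831), oligodendrocytes (12 genes, -0.22, 0.168), the respiratory chain (7 genes, 0.73, 0.113), immediate early genes (10 genes, -0.10, 0.476) and astrocytes (13 genes, 0.584). For astrocytes the median of 0.08 was above 0 and the mean of -0.07 and the direction of camera were below it. The genes well above background in sham numbered 9 of 12 for endothelium, 15 of 18 for pyramidal neurons, 2 of 9 for neutrophils, 4 of 5 for precursors, 9 of 10 for interneurons, 11 of 13 for oligodendrocytes, 8 of 8 for the respiratory chain, 9 of 10 for immediate early genes and 11 of 14 for astrocytes. The paper's tables hold 2 genes of the pyramidal list and 1 each of the lists of astrocytes, endothelium, neutrophils and precursors, and 3 genes of the precursors, 2 of oligodendrocytes and 1 of endothelium are in another list.

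Between surviving and dying neurons, probes of 3′ reads had a median of -1.09 over 5032 probes, against 0.37 for RefSeq probes, 0.34 for 5′ reads and 0.18 for tags whose end is not stated. Among probes over 2-fold under the filter of the methods, 3′ reads made up 280 of the 453 higher in dying neurons (61.8%) and 12 of the 597 higher in surviving neurons (2.01%). The median was -0.78 without dying replicate 1 and -1.54 without dying replicate 2.

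Among probes with a gene name, well above background on all 4 arrays and with both arrays of one group above both of the other, those with the smallest p-values between surviving and dying neurons were LOC679198 (3.72), Emc1 (3.29), Lsm1 (3.09), Exosc9 (2.57) and Cdh10 (2.29) on the side of surviving neurons, and Tcirg1 (-3.02), Gja5 (-2.91), Gabrd (-2.90), Tlr2 (-2.89) and Hk3 (-2.84) on the side of dying neurons. None passed the threshold in the fit of all 8 arrays, and all passed without dying replicate 2. LOC679198 also passed with probes above background on all 8 arrays, with an adjusted p = 0.0404.

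Against sham, where slide and injury coincide, the largest changes past the threshold among probes limited in the same way were, in surviving neurons, Foxe1 (4.89), Lcn2 (4.54) and Lgals3 (3.84), and Pja2 (-6.35), Rps26 (-6.28) and Spint2 (-5.87). In dying neurons they were Gal (5.74), Kcnn4 (5.61) and Sdc1 (5.30), and Pja2 (-8.29), RGD1562397 (-6.29) and Pecr (-6.17). With the normexp correction none of these passed the threshold. Foxe1 and Lcn2 did not pass it without either surviving or either sham replicate, nor Lgals3 without sham replicate 1 or either surviving replicate (adjusted p from 0.0516 to 0.163), and Pja2 in surviving neurons did not with the mean over its probes (0.0920). TLR2 differed by 2.23 from sham in dying neurons (adjusted p = 0.00869) and by -0.66 in surviving neurons, and the former did not pass with the normexp correction (adjusted p = 0.530) or without sham replicate 1 (2.01, adjusted p = 0.0809). Between sham and naïve rats, Gnrh1 (2.50), Hspb1 (2.37) and LOC687191 (2.14), and Zeb1 (-1.56), LOC682926 (-1.29) and Akap12 (-1.28) had the smallest p-values among such probes, and none passed the threshold.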
